# Disruption of the *Caenorhabditis elegans* Integrator complex triggers a non-conventional transcriptional mechanism beyond snRNA genes

**DOI:** 10.1371/journal.pgen.1007981

**Published:** 2019-02-26

**Authors:** Eva Gómez-Orte, Beatriz Sáenz-Narciso, Angelina Zheleva, Begoña Ezcurra, María de Toro, Rosario López, Irene Gastaca, Hilde Nilsen, María P. Sacristán, Ralf Schnabel, Juan Cabello

## Abstract

Gene expression is generally regulated by recruitment of transcription factors and RNA polymerase II (RNAP II) to specific sequences in the gene promoter region. The Integrator complex mediates processing of small nuclear RNAs (snRNAs) as well as the initiation and release of paused RNAP II at specific genes in response to growth factors. Here we show that in *C*. *elegans*, disruption of the Integrator complex leads to transcription of genes located downstream of the snRNA loci via a non-conventional transcription mechanism based on the lack of processing of the snRNAs. RNAP II read-through generates long chimeric RNAs containing snRNA, the intergenic region and the mature mRNA of the downstream gene located *in sense*. These chimeric sn-mRNAs remain as untranslated long non-coding RNAs, in the case of U1- and U2-derived sn-mRNAs, but can be translated to proteins in the case of SL-derived sn-mRNAs. The transcriptional effect caused by disruption of the Integrator complex is not restricted to genes located downstream of the snRNA loci but also affects key regulators of signal transduction such as kinases and phosphatases. Our findings highlight that these transcriptional alterations may be behind the correlation between mutations in the Integrator complex and tumor transformation.

## Author summary

The gene transcription profile determines the developmental state of an organism. During embryogenesis, aging, starvation or any lifecycle stage, organisms express specific sets of genes that must be turned off at other stages to maintain the correct metabolic and differentiated state of the cells. Mutations that disrupt control of signaling pathways may give rise to certain types of tumors. This happens with mutations in genes coding for the Integrator complex, a multi-protein complex involved in the processing of small nuclear RNAs (snRNAs). Here, we uncover a major mechanism underlying gene expression changes in mutants affecting the Integrator complex. Using a *Caenorhabditis elegans* model, we describe how the lack of snRNA processing leads to transcription of genes located downstream of the snRNA loci. This primary alteration is not restricted only to those genes but has a broad effect on the expression of other genes involved in the regulation of signaling pathways by protein phospho-modification.

## Introduction

Transcription is the primary control point for gene expression. It determines cell identity and function and must be finely regulated in each of its steps: initiation, elongation and termination [1,2,3]. Different types of RNA polymerases, as well as other proteins, are involved in these processes. In eukaryotes, RNAP II transcribes protein-coding genes and multiple genes encoding long and small non-coding RNAs. This holoenzyme complex is composed of 12 subunits. The C-terminal domain (CTD) of its largest subunit, Rpb1, plays an essential role in all the transcription regulation steps and couples transcription termination to the processing of nascent RNAs [4,5]. Although the molecular mechanisms of transcription termination are not fully understood, it is widely accepted that 3′-end processing plays a central role. Three different cleavage complexes at the 3’-end have been described, depending on the nascent RNAs: poly(A) mRNAs, replication-dependent histone mRNAs and snRNAs [6]. In the case of snRNAs, the Integrator complex, along with other factors, is responsible for the site-specific cleavage at a conserved sequence named the 3’ box [7,8]. The term “Integrator complex” stands because it integrates the CTD of RNAP II with the 3’-end processing of snRNAs. Initially, 12 subunits were identified and named according to their predicted molecular weight (Integrator subunit, Ints1-12). Proteomic analyses confirmed its composition and identified new putative subunits [9,10]. A genome-wide RNAi screen performed in *Drosophila* S2 cells found two additional subunits that were renamed Ints13 (also known as Asunder) and Ints14 [11]. The Integrator complex is evolutionarily conserved in metazoans. The catalytic subunits Ints11 and Ints9 are clearly homologous to the mammal cleavage and polyadenylation specificity factor subunits, CPSF73 and CPSF100, respectively [12], which are involved in the cleavage of pre-mRNAs and histone mRNAs [13]. Importantly, both belong to a large group of zinc-dependent nucleases called the β-CASP family [14].

Small nuclear RNAs are commonly referred to as “uridine-rich small nuclear RNAs” (U snRNAs) because of their high content in uridine. They are small non-coding RNAs (60–200 nucleotides) that are ubiquitous, intron-less, non-polyadenylated and generally highly expressed. RNAP II transcribes most of the snRNAs (U1, U2, U4, U4atac, U5, U7, U11 and U12), but not U6, which is transcribed by RNAP III [15]. Once the snRNAs are cleaved at their 3’-end by the Integrator complex, they are exported to the cytoplasm for further 3’ trimming and assembled with proteins to form small nuclear ribonucleoproteins (snRNPs) [15,16]. Except for the U7 snRNP that is involved in the 3′-end processing of replication-dependent histone mRNAs [17], snRNPs are components of the spliceosome that mediates pre-mRNA splicing [15], which consists of the removal of introns and ligation of exons within an mRNA molecule [18].

Additionally, in lower eukaryotes such as *C*. *elegans* or *Trypanosoma*, there is another class of snRNAs called spliced leader (SL) snRNAs that are involved in another type of splicing named *trans*-splicing. In SL *trans*-splicing, a short exon is donated from the 5′ end of a SL RNA and connected at or near the 5′ end of an mRNA, thus becoming the first exon of that transcript [19].

Multiple studies implicate some members of the complex in snRNA processing or other biological functions. For instance, Ints3 and Ints6 are involved in the DNA damage response [20,21,22], Ints4 and Ints11 are required for the homeostasis of Cajal bodies [23] and Ints13 is a critical regulator of dynein-mediated processes [24,25,26]. Also, the Ints4, Ints5, Ints6 and Ints7 subunits are essential for normal development in different species [27,28,29,30]. Importantly, recent findings have extended Integrator functions to a broader spectrum of the RNAP II transcription cycle in addition to 3’-end processing, including transcription initiation, promoter-proximal pausing, elongation, and termination [8,31,32,33,34].

Here, we characterize the *C*. *elegans* Integrator complex likely comprised of thirteen subunits (INTS-1, -2, -3, -4, -5, -6, -7, -8, -9, -10, -11, -12 and -13). We show that the Integrator complex is responsible not only for 3’-end processing of snRNAs U1, U2, U4 and U5 as previously described [8,29], but also for SL families and some small nucleolar RNAs (snoRNAs). Strikingly, we observed that depletion of the Integrator complex, results in read-through by the RNAP II leading to transcription of the closest gene located *in sense*. The resulting chimeric RNAs, which we named “sn-mRNAs”, are mostly spliced and polyadenylated and can, in the case of SLs, be translated into proteins. Finally, the transcriptomic profile of Integrator complex depleted nematodes reveals major changes in the kinome and phosphatome as well as other specific genes, pointing to a dramatic alteration of the signaling state of the cells and the existence of other specific functions of the different Integrator subunits.

## Results

### Mutation of *C*. *elegans* Integrator complex subunit 6 causes snRNA misprocessing and embryonic lethality

In a screen for embryonic lethal mutations in *C*. *elegans*, we noticed a striking set of developmental and transcriptional defects in worms and embryos homozygous for the *t1903* mutation. *t1903* was a thermosensitive allele of *dic-1*/INTS6, hereafter referred to as *ints-6* owing to its homology to the human subunit 6 of the Integrator complex INTS6 gene. *ints-6* encodes a protein of 869 amino acids that is highly conserved throughout the animal kingdom. The human homolog has been characterized as a member of the Integrator complex involved in the 3’-end processing of nascent snRNAs [7]. At the molecular level, INTS-6 is predicted to have a von Willebrand factor type A (vWA) domain at the N-terminal part that might serve as a surface for interaction with other proteins or molecules with which it forms complexes [35]. At its C-terminal end it features a COIL domain, which is a structural motif that in many proteins plays a fundamental role in subcellular infrastructure as a molecular ruler, positioning catalytic activities at fixed distances [36].

The *t1903* mutation was a C to T substitution at position 3944 in the F08B4.1 gene that resulted in a swap from Ser to Phe in aa 850 of the protein (Fig 1A). At the permissive temperature (15°C), the worms were viable but exhibited some embryonic lethality (21.5%, n = 2153) and reduced offspring (215±23.5 descendats vs 262±20.2 of a WT, mean±sem, n = 10), whereas a shift to the restrictive temperature (25°C) resulted in full embryonic lethality (100%, n = 818) and reduced offspring (82±3.6 descendats vs 185±8.4 of a WT, mean±sem, n = 10) (S1 Fig). A knockout deletion in *ints-6* (*tm1615*) (Fig 1A) [37] has a zygotic effect and homozygotes arrest at the L3 larval stage [38]. To determine the developmental consequences of *ints-6* disruption, we performed four-dimensional (4D) microscope studies on embryos [39]. Analyses of thermosensitive *ints-6* (*t1903*) mutant embryos recorded at the restrictive temperature showed morphogenesis defects leading to embryo death (Fig 1B).

**Fig 1:**
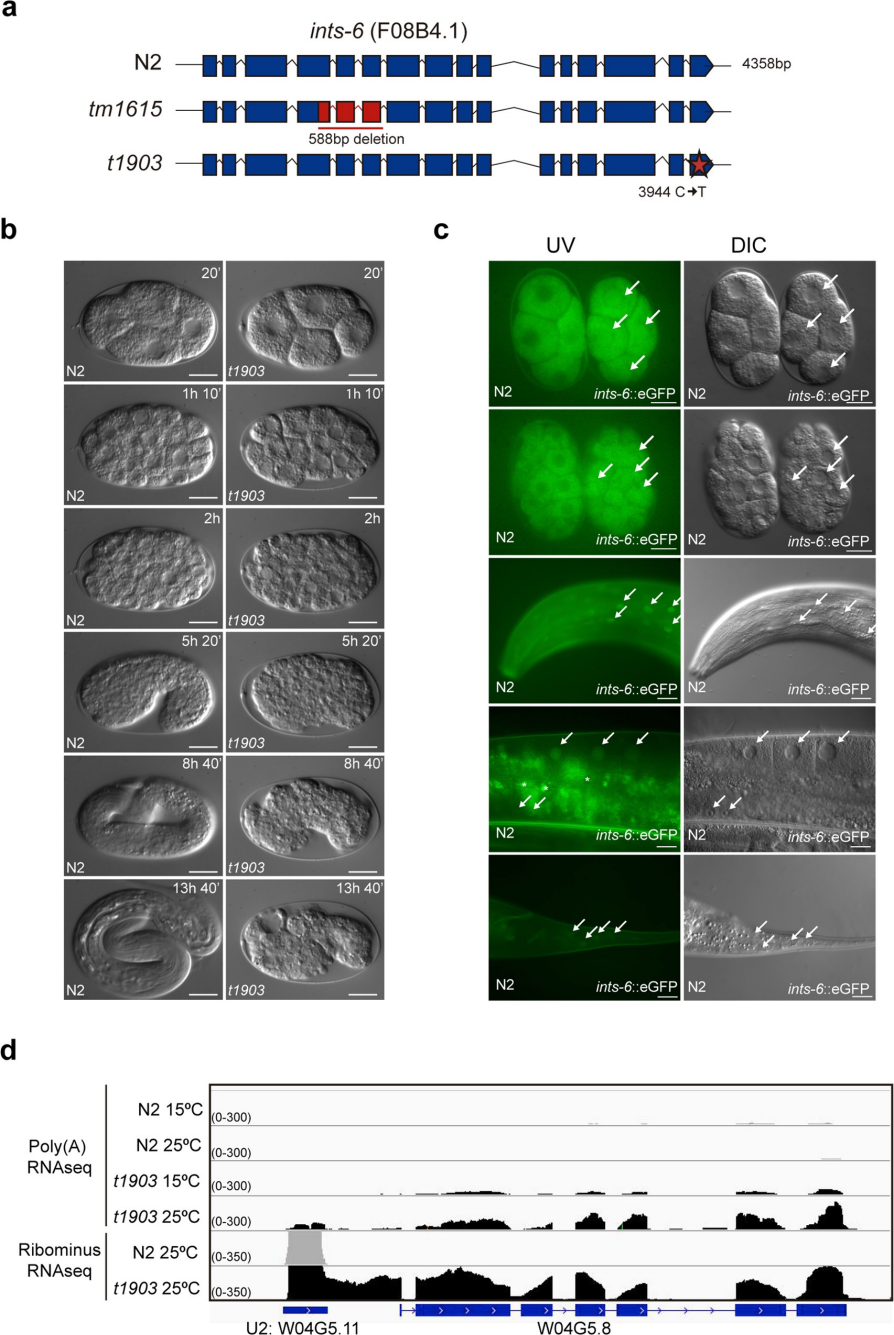
Characterization of *ints-6 (t1903)* mutant. (**a**) Schematic representation of WT *ints-6* gene compared to the knockout *tm1615* and the thermo-sensitive *t1903* mutant (**b**) DIC microscopy images from the two-cell stage show an embryonic lethal phenotype of *ints-6* (*t1903)* whereas WT develops till hatched larvae. Scale bar: 10μm. (**c**) *in vivo* INTS-6 localization in the strain JCP378 (jcpSi19 [pJC56 (*eft-3*p::*ints-6*::3xFLAG::eGFP::*ints-6*UTR, *unc-119*(+))]II; *unc-119(ed3)*III), compared to a N2 WT embryo for autofluorescence (upper two panels). Lower three panels show GFP expression in the head, gonad and tail of the transgenic animals. Arrows indicate a nuclear localization of INTS-6. Scale bar: 20μm. (**d**) RNA deep sequencing reads aligned to the *C*. *elegans* genome in the region of U2 snRNA gene: W04G5.11, visualized on IGV software for each deep sequence technique, RibominusRNA-seq in or Poly(A)RNA-seq. N2 reads are shown in gray whereas *ints-6* (*t1903)* mutant reads are in black. Underneath each graph, the *C*. *elegans* genome is represented in blue. The exons are shown as blue boxes and the introns as lines.

To further address the function of INTS-6, we generated transgenic animals expressing green fluorescent protein-tagged INTS-6 (INTS-6::3xFLAG::eGFP) under the control of its own *ints-6* promoter and the *eft-3* promoter (S2 Fig). Transgenes were assayed both as multicopy extrachromosomal arrays and single copy mosSCI integrated lines. Additional *ints-6*::3xFLAG tagged strains were generated by CRISPR [40,41,42]. Consistent with the localization and function of its human homolog [7,43], the protein appeared as a predominantly nuclear protein (Figs 1C, S3 and S4). Gene expression assessed by GFP detection and by anti-FLAG immunostaining was detected in all cells from embryos to adults. There was, however, a difference between soma and germline expression detected by immunofluorescence: whereas in somatic cells and oocytes INTS-6 was detected in the nucleus, in the embryonic germline it was detected both in the nucleus as well as in cytoplasmic granules (Figs 1C and S4).

To ascertain the role of *ints-6* in 3’-end processing of the snRNAs, as suggested by its homology to the human Integrator complex subunit 6 and its nuclear localization, we performed deep-sequencing of total RNA obtained from *ints-6* (*t1903*) mutant worms. Processing of the 3’ end of snRNAs was already defective at 15°C (permissive temperature) whereas mRNA termination appeared unaffected. Shifting of the *ints-6* (*t1903*) mutant to 25°C (restrictive temperature) for 12h resulted in an increase in the amount of long transcripts derived from unprocessed snRNAs (Figs 1D and S5). 3’-end misprocessing was not restricted to U1, U2, U4 and U5 snRNA [7,29] but also affected SL1 and SL2 snRNAs families and certain small nucleolar RNAs (snoRNAs), but not other types of non-coding RNAs (ncRNAs) such as ribosomal RNAs (rRNAs), transfer RNAs (tRNAs) or lncRNAs (S6 Fig, S1 Table).

These results, homology to human subunit 6 of the Integrator complex, nuclear localization and its role in processing snRNAs, strongly suggest that F08B4.1/*ints-6* is indeed a part of the *C*. *elegans* Integrator complex and prompted us to study the function of this complex in transcription and RNA metabolism during *in vivo* development of a complex organism.

### Identification of the *C*. *elegans* Integrator complex

To define the polypeptide composition of the *C*. *elegans* Integrator complex, we focused on three defining features: its homology to Integrator subunits in other metazoans, the physical association of its subunits in a complex and the lack of 3’-end processing of snRNAs after disruption of the Integrator complex coding genes.

A search in the GeneBank database, using the BLAST algorithm, identified protein homologs for the various Integrator subunits in different species (*Homo sapiens*, *Mus musculus*, *Gallus gallus*, *Danio rerio*, *Drosophila melanogaster and C*. *elegans*). Virtually all Integrator subunits except INTS-14 in *C*. *elegans* are conserved throughout evolution (Fig 2A, S2 Table).

**Fig 2:**
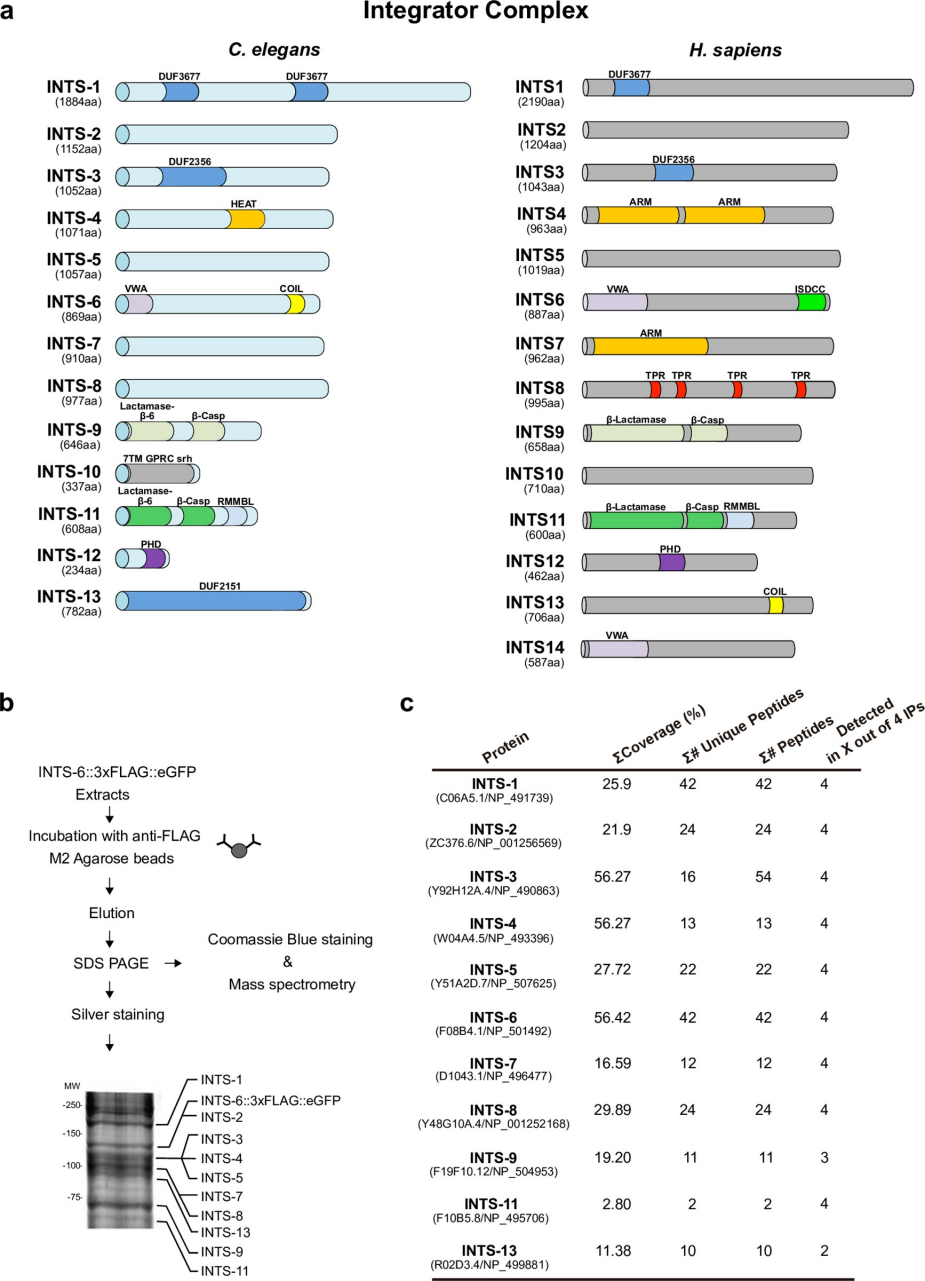
*C*. *elegans* Integrator complex identification. (**a**) Predicted *C*. *elegans* Integrator complex orthologs versus *H*. *sapiens* Integrator complex subunits. Protein domains were searched using the Pfam database. The length of each subunit is indicated in amino acids (aa). Abbreviations: DUF, domain of unknown function; HEAT, Huntingtin, Elongation factor 3, protein phosphatase 2A, and the yeast kinase TOR1; ARM, armadillo-like repeats; COIL, coiled coil domain; VWA, von Willebrand type A domain. β-lactamase/β-CASP (*indicates the presence of an inactive β- lactamase/β-CASP domain); RMMBL, Zn-dependent metallo-hydrolase, RNA specificity domain; 7TM GPCR srh: seven-transmembrane G-protein-coupled receptor, serpentine receptor class h; PHD, plant homeodomain finger; ISDCC, INTS6/SAGE1/DDX26B/CT45 C- terminus; TPR, tetratricopeptide repeats. (**b**) INTS-6 Immunoprecipitation scheme. Protein extracts were obtained from the JCP378 strain. The majority of the immunoprecipitate was analysed by LC-MS/MS. In addition, a small amount of the immunoprecipitate was run on SDS-PAGE and silver stained. The Integrator complex members detected by mass spectrometry are indicated on the silver stained gel according to their expected molecular weight. (**c**) Polypeptides detected from the Integrator complex predicted the orthologs in the four independent INTS-6 co-immunoprecipitation analyses.

Immunoprecipitation followed by mass spectrometry analyses (IP/MS) further confirmed that the proteins identified as *C*. *elegans* Integrator homologs are components of a multiprotein complex. To investigate the polypeptide composition of the *C*. *elegans* Integrator complex, we generated integrated transgenic worms expressing *ints-6*::3xFLAG::eGFP and purified INTS-6-associated proteins by anti-FLAG affinity purification (Figs 2B and S7). WT N2 animals were used as a control for nonspecific binding. The FLAG affinity eluate was separated on a polyacrylamide gel and stained with Coomassie blue dye. Bands of different molecular weight were excised from the gel and subjected to mass spectrometry analysis. This resulted in the identification of INTS-1 (C06A5.1), INTS-2 (ZC376.6), INTS-3 (Y92H12A.4), INTS-4 (W04A4.5), INTS-5 (Y51A2D.7), INTS-6 (F08B4.1), INTS-7 (D1043.1), INTS-8 (Y48G10A.4), INTS-9 (F19F10.12), INTS-11 (F10B5.8) and INTS-13 (R02D3.4) as components of an INTS-6-associated complex. INTS-10 (F47C12.3) and INTS-12 (T23B12.1) subunits were not detected in the mass spectrometry analysis, probably because they are the smallest subunits with molecular weights of 38.7 kDa and 25.9 kDa respectively (Fig 2).

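RNA from wild-type N2 worms, the standard laboratory strain of C. elegans, was sequenced after feeding with bacteria that express double-stranded RNA against 1 of 13 Integrator subunits or that carry the empty L4440 vector. There were 3 replicates of each of the 14 conditions, which gives 42 libraries. The authors depleted ribosomal RNA, sequenced read pairs, trimmed them by quality, aligned them with TopHat2 to the WBcel235 genome and counted the pairs on the exons of each gene with featureCounts. Strand was not used and reads that align to several places were not counted. The deposited values are these raw counts, 1 library per file, for 46739 genes. Total counts per library ranged from 1947993 to 13516353, with a median of 7561782. The rRNA gene rrn-2.1 took the lowest share of the counts in ints-5 RNAi replicate 2, 9.71% (95% Wilson interval 9.69 to 9.74%), and the highest in ints-11 RNAi replicate 1, 59.8% (59.8 to 59.8%). The smallest amount that 3 counts can show lay between 0.222 and 1.54 CPM, and intervals and floors of this kind cover counting error only. Counts were scaled for library size by edgeR's TMM method. The 16596 genes that passed edgeR's filter on low counts were tested in one model of all 42 libraries, each knockdown against L4440.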

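The gene targeted by each RNAi clone was examined first, since it checks the labels of the libraries. In 10 knockdowns (ints-1, ints-2, ints-4, ints-5, ints-6, ints-9, ints-10, ints-11, ints-12 and ints-13) the CPM of the targeted gene lay above every L4440 library in all 3 replicates, so these counts rose and did not fall. The paper takes amplification of the targeted transcripts by an RNA-dependent RNA polymerase as a sign of working RNAi. It also reports strong depletion of tagged proteins by western blot for representative subunits. The rise in counts is therefore no evidence against a knockdown. In ints-4 RNAi, ints-4 (W04A4.5, WBGene00012234; chromosome I of WBcel235 from 13663485 to 13674964) had 14856 ± 11153 CPM (SD, n = 3) against 49.4 ± 16.3 CPM (SD, n = 3) in L4440, a log2 fold change of 8.23 (standard error 0.59, adjusted p = 1.33e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene F47C12.3, which the paper calls ints-10 and the reference names srh-223, had 163, 62791 and 82.7 CPM in the 3 replicates of ints-10 RNAi and at most 1.26 CPM in L4440, with an adjusted p of 0.0565 by edgeR's quasi-likelihood test. The gene T23B12.1, which the paper calls ints-12 and the reference names phf-30, had 91.3 ± 71.0 CPM against 16.6 ± 6.77 CPM (SD, n = 3 each), with an adjusted p of 0.083 by edgeR's quasi-likelihood test. In ints-7 RNAi, replicates 1 and 2 had 1001 and 916 CPM of ints-7, whereas replicate 3 had 52.6 CPM, inside the L4440 range of 49.0 to 106 CPM. In ints-3 RNAi the log2 fold change of ints-3 was 0.11 (standard error 0.28), and in ints-8 RNAi that of ints-8 was 0.62 (standard error 0.34), with adjusted p-values of 1 and 0.367 by edgeR's quasi-likelihood test. In ints-8 RNAi, replicates 1 and 2 had 70.4 and 48.1 CPM of ints-8 and replicate 3 had 37.6 CPM, against 25.0 to 42.7 CPM in L4440. In ints-3 RNAi only replicate 2, with 60.9 CPM of ints-3, lay above the highest L4440 value of 50.8 CPM. For ints-3 RNAi and ints-7 RNAi replicate 3 the targeted gene therefore gave no check of the label, and for ints-8 RNAi at most a weak one.

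**Figure D1:**
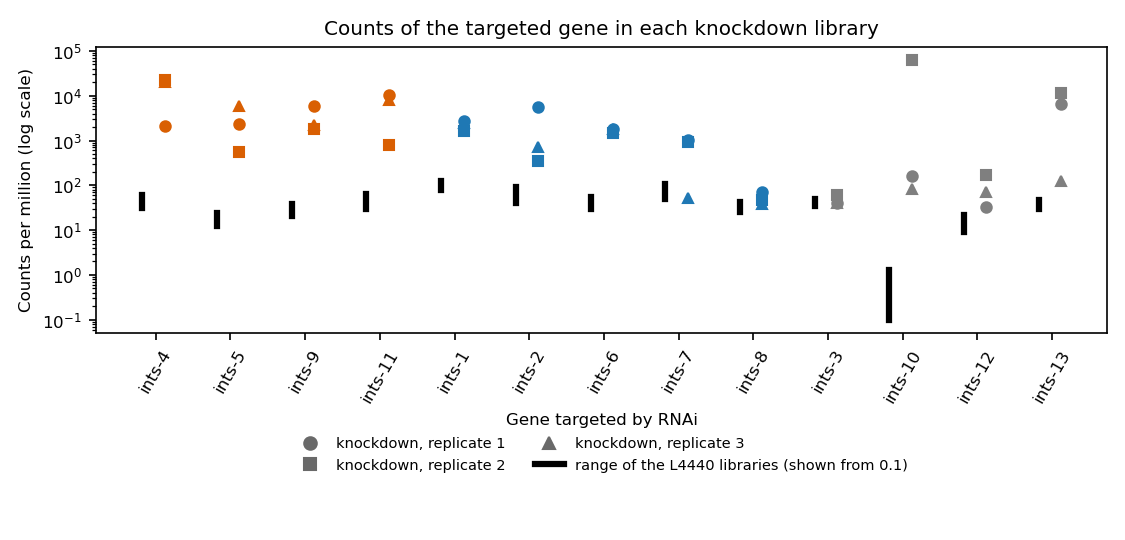
CPM of the targeted gene (log axis) in each of the 3 replicates of its knockdown, with black bars for the range of the 3 L4440 libraries. Orange marks RNAi of ints-4, ints-5, ints-9 and ints-11, blue RNAi of ints-1, ints-2, ints-6, ints-7 and ints-8, and grey RNAi of ints-3, ints-10, ints-12 and ints-13. The 3 ints-3 points, ints-7 replicate 3 and the ints-8 points lie at or near the L4440 range, and the others lie above it.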

To evaluate the functional contribution of the INTS proteins identified as subunits of the Integrator complex, we assessed 3’-end snRNA processing after RNA interference to knockdown each of them (S8 Fig). 3’-end snRNA processing was determined by RNA deep-sequencing, northern blot and retrotranscription, followed by PCR (RT-PCR) of regions downstream of the snRNA loci (Figs 3A, 4 and S9). 

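The count files hold annotated genes, not the stretches between them, so the genes that S1 Table lists downstream of an affected snRNA or SL RNA locus served as the measure of read-through. 11 of these genes, matched to the reference by name, lie in sense with an snRNA or SL RNA locus outside introns. S1 Table also lists 1 of the 11 for a U2 locus inside an intron and antisense to it, an entry of 2 genes that was not matched by name. All 11 were upregulated in each of the knockdowns of ints-1, -2, -4, -5, -6, -7, -8, -9 and -11 (adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this count did not change in any alternative processing or when a replicate was left out. The smallest log2 fold change among the 11 genes and 9 knockdowns was 3.60, in ints-7 RNAi, and the largest was 9.82, in ints-5 RNAi. The median over all 16596 tested genes stayed between -0.03 and 0.01 in these knockdowns. Of the 13 tested genes in sense with a locus inside an intron, 12 were upregulated in ints-8 RNAi and all 13 in the 8 other knockdowns. Of the 16 tested genes in sense with an affected snoRNA, between 14 (ints-1 RNAi) and 16 were upregulated, and their median log2 fold change ranged from 2.76 to 4.49.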

U1, U2, U4, U5, SL1, SL2 snRNAs and certain snoRNAs revealed a significant accumulation of long transcripts beyond their 3’ end after depletion of the Integrator subunits INTS-1, -2, -4, -5, -6, -7, -8, -9, -11, whereas other types of ncRNAs, such as rRNAs, tRNAs or lncRNAs remained properly processed at their 3’ end (S1 Table). This indicates a lack of the 3’-end processing of the nascent snRNA transcripts. RNAi knockdown of the Integrator subunits phenocopied the snRNA processing defects observed in the *ints-6* (*t1903*) mutant (Figs 1 and 3) confirming loss of activity of the complex. RNAP II read-through downstream of the snRNAs ranged between 1% and 6% of the total amount of U1 and U2 snRNAs. snRNA expression did not significantly change after depletion of the Integrator subunits and remained as high as in WT (S10 Fig). 

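Counts on the U1 and U2 genes listed in S1 Table were summed in each library and scaled by TMM. 7 of the 12 U1 genes and 9 of the 19 U2 genes had any counts, and these genes are near-identical copies whose multiply aligned reads the authors' counting left out, so the sums are uncertain. U1 had 1409 ± 643 CPM and U2 208 ± 109 CPM in L4440 (SD, n = 3 each). Averaged over the knockdowns of ints-1, -2, -4, -5, -6, -7, -8, -9 and -11, the log2 ratio to L4440, on the log2(CPM + 1) scale, was -0.06 for U1 and 0.21 for U2. Both averages are smaller than the spread between the L4440 replicates. An average over many libraries varies less than a single library, so this alone cannot exclude a change. Single knockdowns ranged from -0.62 to 0.49 for U1 and from -0.53 to 0.60 for U2. None of these 9 knockdowns reached p = 0.1 for either snRNA, which is the smallest p that an exact two-sided permutation test of 3 against 3 libraries allows. Paired by replicate number, U1 was lower than in L4440 in all 3 pairs in 3 of the 9 knockdowns (ints-1, ints-8 and ints-9) and higher in all 3 pairs in 2 (ints-2 and ints-5), and U2 was lower in 1 (ints-8) and higher in 2 (ints-2 and ints-5). Each of these had p = 0.25, the smallest that an exact test over the 8 sign flips of 3 pairs allows, so 3 pairs cannot exclude small changes. In ints-13 RNAi, U1 was lower than in every L4440 library, with a log2 ratio of -0.93 (exact two-sided permutation test, p = 0.1, n = 3 each). Scaling by raw library totals moved the U1 average to 0.10 and the U2 average to 0.36.

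**Figure D2:**
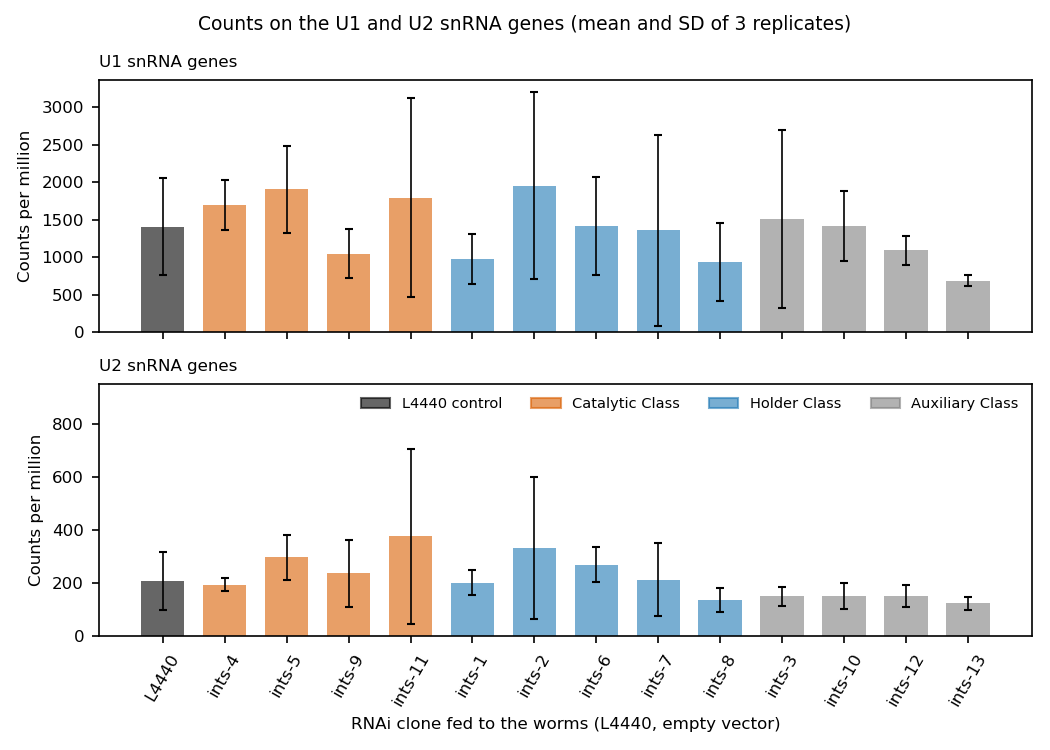
Summed CPM of the U1 genes (upper panel) and the U2 genes (lower panel) in each condition, as the mean with SD of 3 replicates. The L4440 means are 1409 and 208 CPM, and the lowest U1 mean is 691 CPM, in ints-13 RNAi.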

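In the 3 L4440 libraries lit-1 (WBGene00003048; chromosome III of WBcel235 from 13701993 to 13724383) had 26.1 to 63.9 CPM, and daf-16 (WBGene00000912; chromosome I from 10750343 to 10776700) had 43.7 to 50.5 CPM. Over the 27 libraries of the knockdowns of ints-1, -2, -4, -5, -6, -7, -8, -9 and -11, the median was 32.1 CPM for lit-1 and 58.2 CPM for daf-16. For genes downstream of an snRNA or SL RNA, the median over the same 27 libraries was 36.2 CPM for F08H9.3, 44.0 CPM for H27M09.5, 45.1 CPM for ins-37, 89.0 CPM for W04G5.8 and 136 CPM for Y75B8A.23. CPM does not correct for gene length. Neither lit-1 nor daf-16 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in any of these 9 knockdowns, and lit-1 did in 1 of them with the replicate number as a block.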

As a result, read-through transcription downstream of the snRNA loci reached the expression level of regulatory genes such as *lit-1*/NLK or *daf-16*/FOXO of the wnt and insulin pathways respectively (S11 Fig). Depletion of INTS-3, -10, -12 and -13 led only to a slight snRNA misprocessing (Figs 3A and 4). 

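For the same 11 in-sense downstream genes, the median log2 fold change against L4440 was 0.56 in ints-3 RNAi, 0.24 in ints-10 RNAi, 0.14 in ints-12 RNAi and 0.38 in ints-13 RNAi. None of the 11 genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test in these 4 knockdowns. At an unadjusted p under 0.05, 2 of the 11 genes were upregulated in ints-10 RNAi and 0 in each of the other 3 knockdowns. Of the 13 genes in sense with a locus inside an intron, 4 were upregulated at that unadjusted level in ints-3 RNAi, 1 in ints-10 RNAi, 0 in ints-12 RNAi and 1 in ints-13 RNAi.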

In all cases, mature snRNA transcripts remained at a high level after Integrator depletion (Figs 3 and S9). This is consistent with the reported long half-life of RNAP II-transcribed snRNAs [44]. In addition, stable Integrator complex could retain some activity after RNAi knockdown of single subunits. This explains why mRNA of coding genes is mostly properly spliced, with little intron retention, and polyadenylated after RNAi knockdown of any Integrator complex subunit, as assessed by RNA deep-sequencing and retrotranscription followed by PCR (RT-PCR) of intron-containing regions of coding mRNAs. Interestingly, splicing defects are prominent in the genes located directly downstream of the snRNA loci (15–18% of intron retention for *ints-1*, *-8*, *-9*, *-11* subunit knockdown), whereas genes not affected by RNAP II read-through are only slightly affected (Figs 3A, 4 and S12).

**Fig 3:**
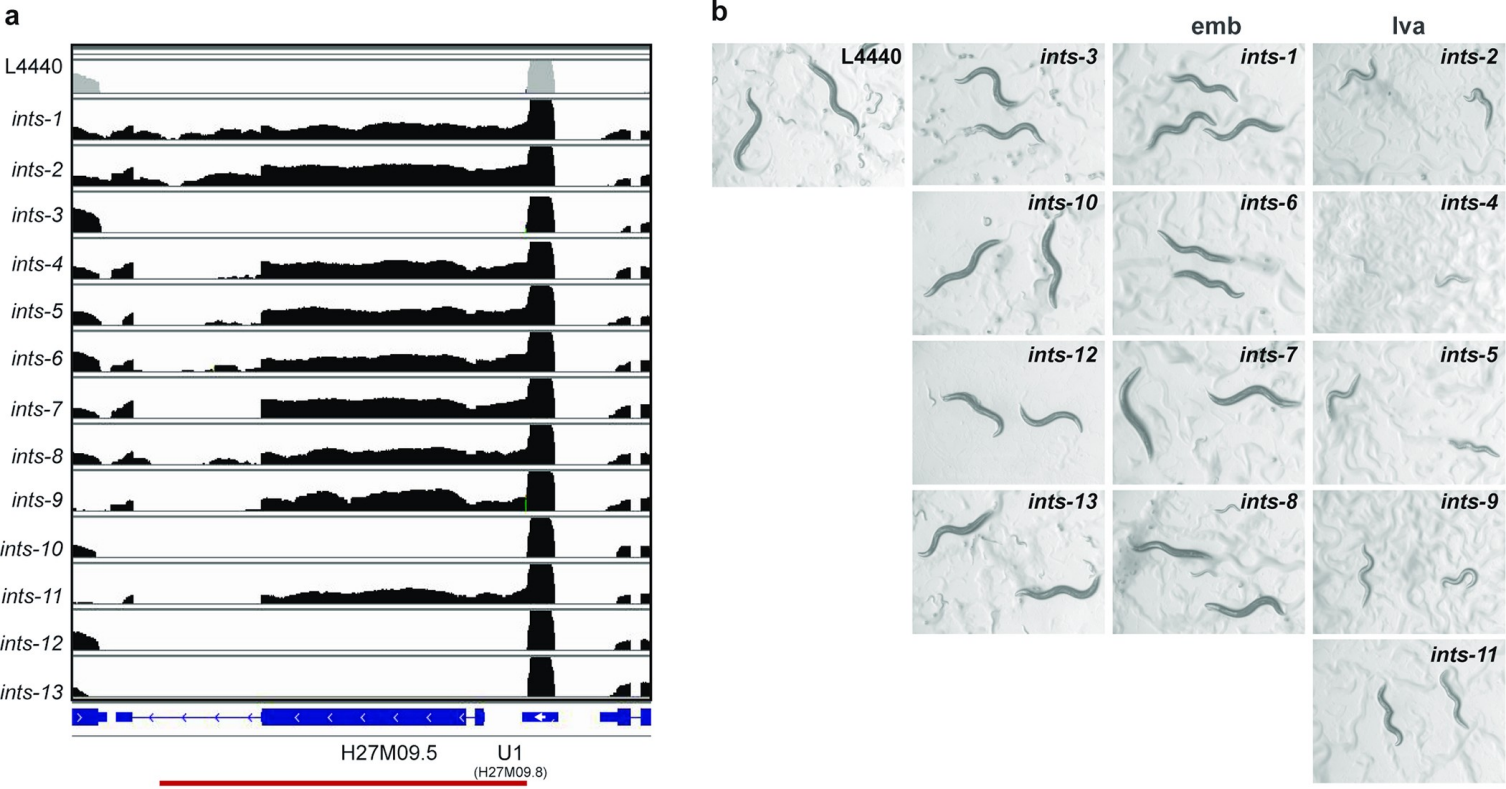
RNAi analysis of the *C*. *elegans* Integrator complex. (**a**) RNA deep sequencing reads aligned to the *C*. *elegans* genome in the region of the U1 snRNA: H27M09.8 and the downstream *in sense* gene H27M09.5 visualized using IGV software for each RNAi Integrator member knockdown (logarithmic scale). L4440 control reads are shown in gray whereas Integrator complex RNAi reads are in black. Underneath each graph, the *C*. *elegans* genome is represented in blue. The exons are shown as blue boxes and the introns as lines. (**b**) Phenotypes of *C*. *elegans* Integrator complex predicted subunits after RNAi knockdown. L1 stage N2 worms were fed bacterial RNAi clones of each predicted member of the Integrator complex. Worms were grown at 15°C. Images were taken on the sixth day (adult stage). *ints-2*, *-4*, *-5*, *-9*, *-11* show a larval arrest phenotype (*lva*), *ints-1*, *-6*, *-7*, *-8* reached adulthood but had reduced offspring that died embryonically (*emb*) whereas *ints-3*, *-10*, *-12*, *-13* showed non-obvious phenotypes.

**Fig 4:**
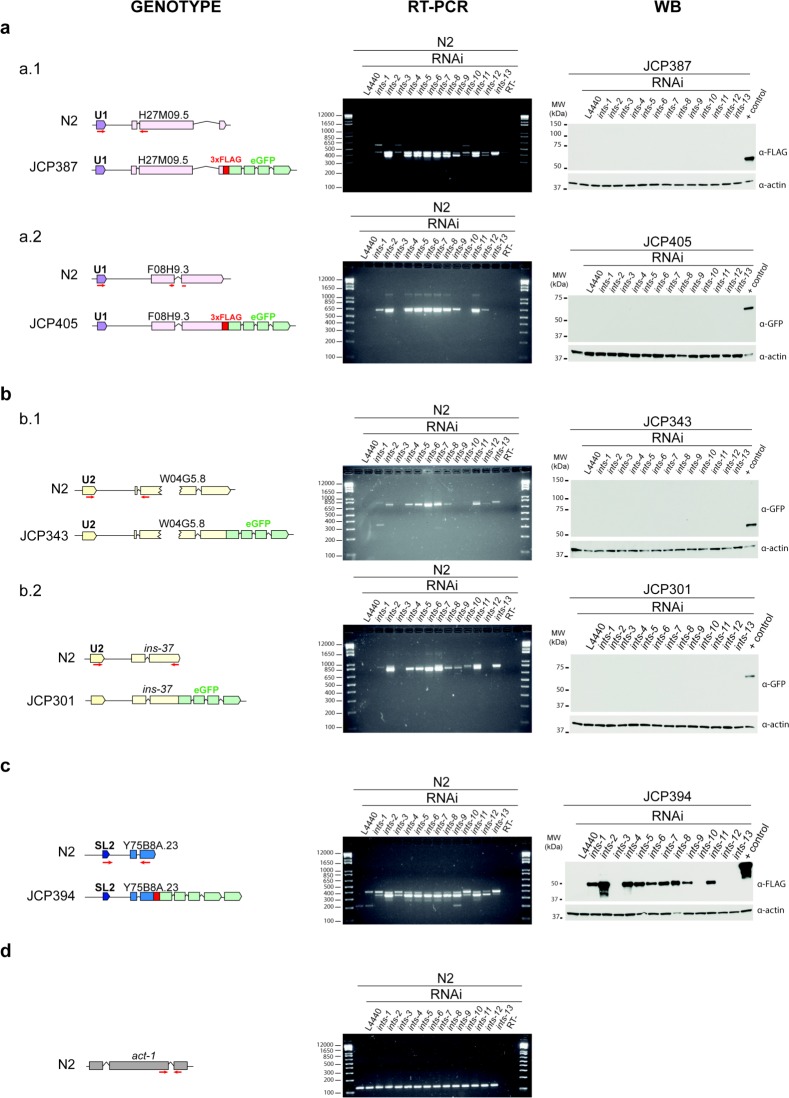
Knockdown of *C*. *elegans* integrator subunits results in formation of long “chimeric sn-mRNAs” that can be translated to proteins in the case of “chimeric SL-mRNAs”. Left panel: schematic representation of the snRNA genes analysed. Red arrows represent the primer pairs used. Middle panel: gel electrophoresis showing RT-PCR analysis. RT minus controls do not show genomic DNA contamination. Double bands correspond to the spliced (lower band) and unspliced (upper band) mRNA fractions. Right panel: Western blot to check the translation of “chimeric sn-mRNAs” into proteins. (**a**) U1 type sn-mRNAs. a.1 PCR expected length: 396 bp (genomic: 439 bp). H27M09.5 estimated molecular weight: 68.8kDa. a.2 PCR expected length: 637 bp. F08H9.3 estimated molecular weight: 46.6 kDa. The U1 derived sn-mRNAs were not translated into proteins (**b**) U2 type snRNAs. b.1 PCR expected length: 782 bp (genomic: 840 bp). W04G5.8 estimated molecular weight: 72.7 kDa b.2 PCR expected length: 804 bp (genomic: 856 bp) INS-37 estimated molecular weight: 45.6 kDa. The U2 derived sn-mRNAs were not translated into proteins (**c**) SL-2 snRNA. PCR expected length: 358 bp (genomic 410bp). Y75B8A.23 estimated molecular weight: 39.5 kDa. The SL derived sn-mRNAs were translated into proteins. (**d**) Actin was used as the loading control: 41.8 kDa. PCR expected length: 156 bp (genomic: 208 bp).

Since the production of ectopic RNAs may have deleterious consequences, we extended the characterization of the phenotypic consequences of Integrator disruption to the level of the whole organism. RNAi of some Integrator subunits exhibited phenotypes ranging from severe larval arrest (*ints-2*, *-4*, *-5*, *-9*, *-11*) to reaching adulthood but having reduced offspring and subsequent embryonic lethality (*ints-1*, *-6*, *-7*, *-8*), whereas the subunits that resulted in only slight snRNA processing defects (*ints-3*, *-10*, *-12*, *-13*), showed non-obvious phenotypes (Fig 3B). These phenotypic differences correlate with the amount of long transcripts detected beyond the 3’ end of the snRNAs after knockdown of the Integrator complex subunits (Fig 3A).

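The median log2 fold change of the 11 in-sense downstream genes was compared between phenotypes, with the 13 knockdowns as the units. S1 Table lists these genes for the effect of Integrator knockdowns on them, so the comparison gives the size of the difference and is not an independent test of it. It averaged 6.86 over the 9 knockdowns with larval arrest or embryonic lethality (range 6.13 to 7.64) and 0.33 over the 4 without an obvious phenotype. The difference of 6.53 had p = 0.0014 (exact two-sided permutation test over 715 groupings, the smallest p they allow, and 0.0028 after Benjamini-Hochberg adjustment for 2 comparisons). Between the 5 knockdowns with larval arrest (mean 7.08) and the 4 with embryonic lethality (mean 6.57), the difference of 0.51 had p = 0.111 (exact two-sided permutation test over 126 groupings, unchanged by the adjustment). The ranges of these 2 groups overlap, from 6.48 to 7.64 and from 6.13 to 6.93. With each knockdown library compared only with the L4440 library of the same replicate number, the difference between knockdowns with and without a phenotype was 6.58 for replicate 1, 5.92 for replicate 2 and 5.81 for replicate 3, each at that smallest p. When the replicate number entered as a block, in the model, the difference was 6.51.

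**Figure D3:**
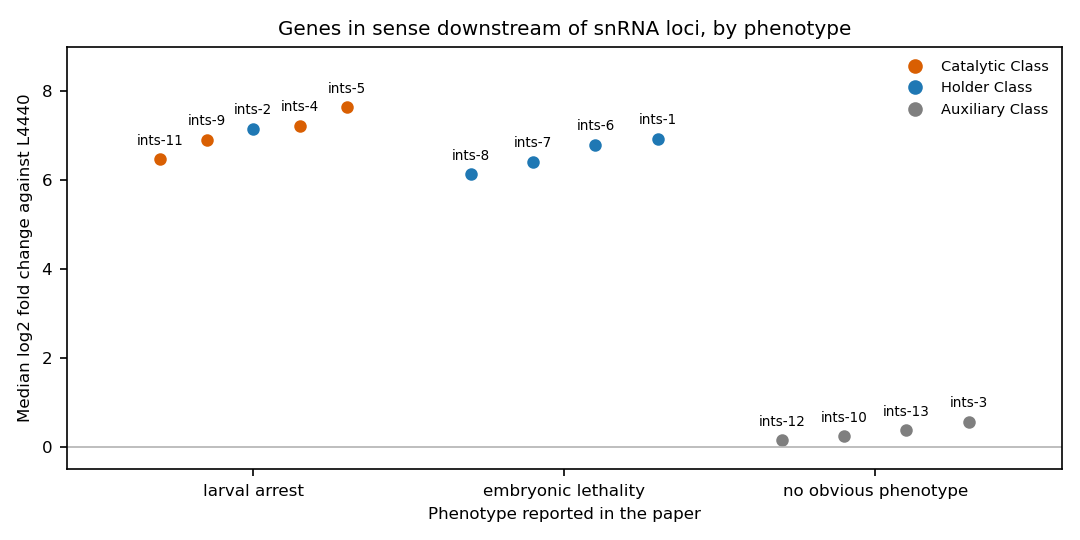
Median log2 fold change against L4440 of 11 genes in sense downstream of snRNA or SL RNA loci, 1 point per knockdown, grouped by the phenotype reported in the paper. The 9 knockdowns with a phenotype lie between 6.13 and 7.64, and the 4 without lie between 0.14 and 0.56.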

In summary, these findings indicate that the *C*. *elegans* Integrator complex is likely comprised of at least 13 subunits, INTS-1 to INTS-13, involved in the 3’-end processing of snRNAs.

### Integrator disruption causes transcription of genes located downstream of the snRNA loci

To understand the consequences of the lack of 3’-end processing of nascent snRNAs in the organism, we first studied the structure of the uncleaved snRNAs formed upon depletion of any member of the Integrator complex. The structure of the long unprocessed transcripts was assessed by deep-sequencing of total RNA obtained from *ints-6* (*t1903*) and Integrator complex depleted worms (Figs 1D and 3A). This result was further confirmed by northern blot and RT-PCR using specific primers for snRNAs and their downstream genes (Figs 4 and S9). snRNA loci are present in multiple copies within the genome, either in intergenic regions or within coding genes and are oriented either *in sense* or *antisense* to the downstream gene (S1 Table).

For snRNA loci located *in sense* in the 5’ region upstream coding genes, the lack of snRNA processing resulted in the formation of long chimeric sn-mRNAs containing the snRNA sequence at the 5' end, followed by the sequence corresponding to the region between the snRNA and the gene downstream and the mature mRNA of the gene on the 3' end (Figs 1D, 3A and 4). In all these cases, intron retention was detected but most of these transcripts were processed by splicing and polyadenylated at the expected sites (S12 Fig). Thus, depletion of the Integrator complex caused upregulation of genes located downstream of the snRNA loci.

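The 5 genes whose upstream snRNA or SL RNA was carried into transgenes show the size of the change in their native loci. H27M09.5 (WBGene00019248; chromosome I of WBcel235 from 6845180 to 6846954) had 0.123 ± 0.110 CPM in L4440 and 48.3 ± 9.36 CPM in ints-4 RNAi (SD, n = 3 each), a log2 fold change of 8.44 (standard error 0.85, adjusted p = 3.81e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F08H9.3 (WBGene00008591; chromosome V from 14461943 to 14462768) rose from 0.557 ± 0.458 to 47.9 ± 3.94 CPM. W04G5.8 (WBGene00012268; chromosome I from 11649982 to 11651912) rose from 0.383 ± 0.209 to 121 ± 12.2 CPM. The count of ins-37 (WBGene00002120; chromosome II from 13835102 to 13835665) rose from 0.237 ± 0.095 to 82.3 ± 0.656 CPM. Y75B8A.23 (WBGene00013556; chromosome III from 12250629 to 12250990) rose from 0.444 ± 0.300 to 225 ± 31.9 CPM in the same knockdown. For each of the 5 genes, every library of the 9 knockdowns with misprocessing had more CPM than every other library. The lowest values in those 27 libraries were 18.7, 20.6, 30.8, 11.3 and 45.9 CPM for the 5 genes in the order above, and the highest values among the libraries of L4440 and of ints-3, ints-10, ints-12 and ints-13 RNAi were 1.42, 1.40, 1.42, 0.946 and 2.52 CPM.

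**Figure D4:**
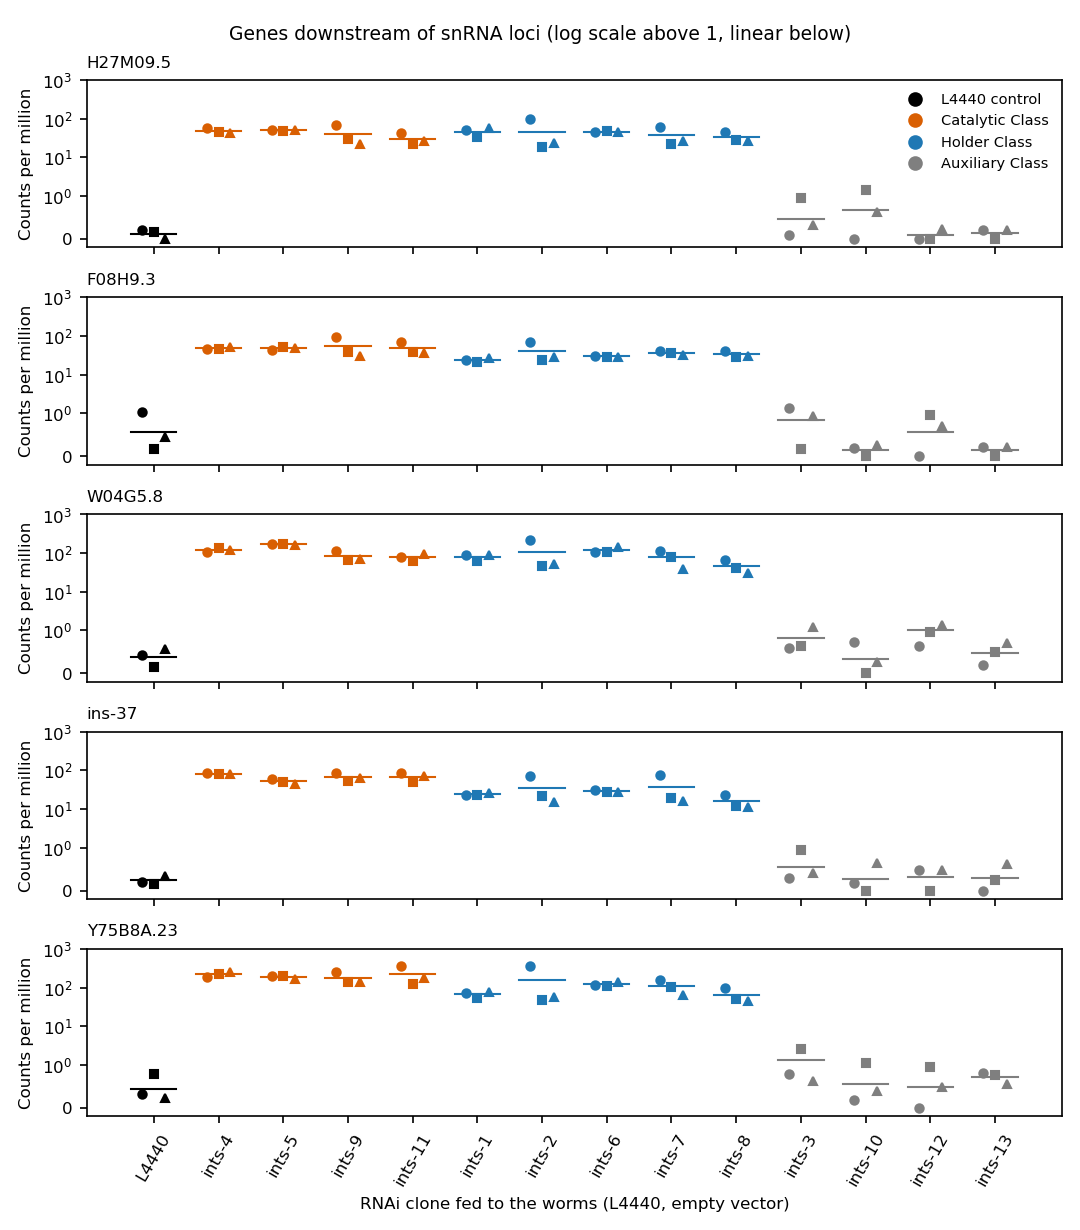
CPM of 5 genes downstream of snRNA or SL RNA loci in every library (log axis above 1 CPM, linear below). Circles, squares and triangles are replicates 1, 2 and 3, and lines are means. Orange marks RNAi of ints-4, ints-5, ints-9 and ints-11, blue RNAi of ints-1, ints-2, ints-6, ints-7 and ints-8, grey RNAi of ints-3, ints-10, ints-12 and ints-13, and black L4440. Orange and blue points lie at 11.3 CPM or above, and all others lie at 2.52 CPM or below.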

In contrast, for snRNA loci located downstream and opposite to coding genes, the lack of 3’-end processing resulted in the transcription of *cis-antisense* RNAs of the coding genes. 

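S1 Table lists 9 matched genes that lie antisense to an affected snRNA or SL RNA, and 4 further loci whose antisense gene was not matched by name. 2 of the 9 are also listed in sense with another locus, counted there, and upregulated in all 9 knockdowns below. Of the other 7 genes, 6 passed the filter on low counts. The authors counted reads without regard to strand, so antisense transcripts and mRNA of such a gene fall into the same count. In each of the 9 knockdowns of ints-1, -2, -4, -5, -6, -7, -8, -9 and -11, the same 2 of the 6 genes were upregulated. The median log2 fold change of the 6 genes ranged from -0.27 (ints-11 RNAi) to 0.72 (ints-6 RNAi), and the largest single change was 5.68, in ints-1 RNAi. In ints-11 RNAi, 1 of the 6 genes was downregulated, by edgeR's quasi-likelihood test at an adjusted p under 0.05.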

Directional deep-sequencing of total RNA from WT and *ints-6* (*t1903*) mutant worms revealed the existence of both types of transcripts: mRNA (*in sense*) derived from the endogenous promoter activity and *antisense* RNAs on the opposite strand, derived from the lack of processing of snRNAs located *in antisense* downstream of the gene. This suggests that these antisense RNAs might not be efficient at performing RNA silencing (S13 Fig). This is consistent with the fact that only double-stranded RNA has been shown to be substantially effective at producing RNA interference. Indeed, injection of purified single strand RNA has at most a modest effect on gene expression [45]. These results reveal the formation of antisense RNAs upon knockdown of the Integrator complex, although its putative function remains an open question.

### Specific long chimeric sn-mRNAs generated upon Integrator disruption are translated into proteins

To establish whether long chimeric sn-mRNAs could be translated to proteins, we generated transgenic worms containing genes that had *in sense* snRNAs in their 5’ upstream region (from 1186 to 213 bp), tagged with FLAG and/or eGFP at the 3’-end of the coding gene in its genomic sequence. The 5 transgenes assayed contained two U1 snRNA genes (H27M09.8 and F08H9.10) in the 5’ upstream region of the tagged genes H27M09.5 and F08H9.3 respectively; two U2 snRNA genes (W04G5.11 and F08G2.9) in the respective 5’ region of the tagged W04G5.8 gene and *ins-37*, an insulin-like peptide; and finally, an SL-2 (*sls-2*.*8*) in the 5’ region of the tagged Y75B8A.23 gene. A single copy of these transgenes was integrated into the *C*. *elegans* genome by mosSCI [41]. Transgenic worms were treated with RNAi of each member of the Integrator complex or crossed with the *ints-6* (*t1903*) mutant. Transgene expression was detected by RT-PCR and protein formation was assessed by western blot (Fig 4).

For the transgenes assayed, we concluded that the lack of 3’-end processing of *sls-2*.*8* snRNA upon depletion of the Integrator complex resulted in transcription of a long chimeric RNA containing *sls-2*, the intergenic region and the downstream gene Y75B8A.23 mostly spliced and polyadenylated. This chimeric RNA was translated into a protein detected by western blot of the FLAG tag at its C-terminal end (Fig 4). Neither the *sls-2* nor the intergenic region contained any ATGs. The first translation start codon that could be used in this long chimeric RNA was the initial ATG of the Y75B8A.23 gene. Y75B8A.23 is a hitherto uncharacterized nematode-specific gene that is highly expressed during spermatogenesis at late larval stages [46].

Lack of 3’-end processing of U1 and U2 snRNAs in the transgenes assayed, caused by RNAi of any Integrator subunit, led to transcription of long chimeric sn-mRNAs. However, these U1- and U2-derived chimeric RNAs were not translated into proteins (Fig 4). We observed that U1 and U2 snRNA genes contain several ATGs in their sequence (S3 Table) as well as a specific secondary structure [47]. To determine whether initial ATGs in these long chimeric sn-mRNAs could serve as start codons for translating peptides, we generated transgenes that contained HA and MYC tags in-frame with the 1^st^ and 2^nd^ ATG of the U1 snRNA gene (F08H9.10) and the U2 snRNA gene (W04G5.11) respectively. Depletion of the Integrator complex by RNAi did not result in peptide formation as determined by western blot using anti-HA and anti-MYC specific antibodies (S14 Fig).

These findings indicate that specific SL-derived, but not U1- or U2-derived, long chimeric sn-mRNAs generated upon Integrator complex downregulation may be translated into proteins.

### Integrator disruption leads to a dramatic alteration of the transcriptomic profile

Downregulation of the Integrator complex has a direct effect on the transcription of genes located downstream of the snRNA loci. To decipher whether gene expression alteration is restricted to those genes or has a broad effect on the general expression profile, we analyzed the long-term transcriptomic profile of nematodes depleted for each member of the Integrator complex by RNAi.

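Each knockdown was tested against L4440 by edgeR's quasi-likelihood test in a model of all 14 conditions without a replicate term, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called differentially expressed, with no limit on the fold change. The power of this design was tested on simulated counts drawn from the means and library sizes of the real genes, in which 200 of 16596 genes were changed in 1 knockdown. The test recovered 93 of the 200 (46.5%) and called 2 of the 16396 unchanged genes. It recovered 3 of 66 genes changed by 1 on the log2 scale, 35 of 67 changed by 2 and 55 of 67 changed by 3. With DESeq2 the same simulated data gave 112 of the 200 and 11 unchanged genes, and with only the knockdown and L4440 in the edgeR model they gave 79 and 6. In this simulation a change of 1 on the log2 scale was thus rarely detectable. The means were those of L4440, and the changed genes were drawn from those with an average log2 CPM over 1. Most real knockdowns changed far more than 200 genes, which makes the adjusted threshold less strict. The shares recovered may therefore differ for such knockdowns and for genes with low counts.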

We examined the gene expression profile of WT N2 worms synchronized at the first larval stage (L1) and grown on RNAi feeding plates for each member of the Integrator complex, for 6 days at 15°C. The gene expression data were normalized by a negative binomial distribution model using DESeq2 and EdgeR implementations and compared to a control grown under the same conditions using the empty L4440 vector as the RNAi clone. 

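The correlation of log2 CPM across genes between replicates of one condition ranged from 0.817 (ints-7 RNAi) to 0.979 (ints-13 RNAi), and genes are not independent replicates. The deviations of the libraries from their condition means had a mean correlation of 0.162 between libraries with the same replicate number and -0.0782 between libraries with different numbers. None of 1000 random relabellings gave a value as high for the same-numbered libraries (permutation test, p = 0.001, the smallest they can give), so the replicate numbers carry shared variation. Without a replicate block, ints-1 RNAi changed 2566 genes upwards and 1194 downwards (2820 and 1547 with the block). The counts were 2417 and 481 in ints-2 RNAi (2602 and 616 with the block), 2586 and 771 in ints-4 RNAi (2889 and 989), 3955 and 2282 in ints-5 RNAi (4262 and 2817), and 2618 and 679 in ints-6 RNAi (2890 and 929). They were 2369 and 317 in ints-7 RNAi (2476 and 481 with the block), 1238 and 74 in ints-8 RNAi (1279 and 96), 3007 and 1557 in ints-9 RNAi (3299 and 1889), and 2877 and 2258 in ints-11 RNAi (3144 and 2584). In RNAi of ints-3, ints-10, ints-12 and ints-13 at most 1 gene was called in either direction, and at most 11 with the block. When only the knockdown and L4440 entered the model, the counts of ints-7 RNAi moved most, to 527 upwards and 8 downwards. The paper reports larval arrest in RNAi of ints-2, ints-4, ints-5, ints-9 and ints-11, so these worms may also have differed from L4440 in stage. The counts, and the shared sets and gene families below, cannot part stage from other effects of a knockdown.

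**Figure D5:**
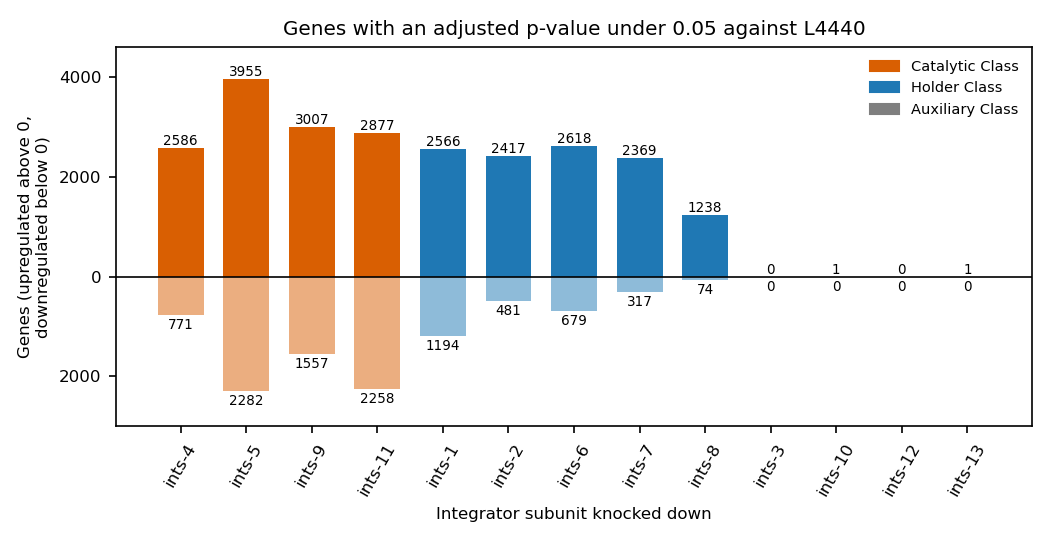
Number of genes upregulated (above 0) and downregulated (below 0, paler) in each knockdown against L4440, at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. Orange marks ints-4, ints-5, ints-9 and ints-11, blue ints-1, ints-2, ints-6, ints-7 and ints-8, and grey ints-3, ints-10, ints-12 and ints-13. The counts range from 3955 and 2282 genes in ints-5 RNAi to 1 or 0 in RNAi of ints-3, ints-10, ints-12 and ints-13.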

Three biological replicas of each analysis were performed. Raw sequence data generated in this study are available in the Gene Expression Omnibus (GEO) data repository (Accession number GSE111083). Quantitative analysis of differential expression was performed as described in materials and methods [48].

The Euclidean distance analysis of the global expression profile similarity of the three biological replicas of each Integrator subunit knock-down, plus the control, defined three groups (S15 Fig). These transcriptional groups broadly matched the different phenotypes observed for the depletion of each of the Integrator subunits with punctual replica exceptions (Figs 3, 5A–5B and S15). 

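The 42 libraries were clustered by complete linkage on Euclidean distances between DESeq2's rlog values of all genes, and the tree was divided into 3 clusters. The first cluster held 24 libraries, all 12 of ints-4, ints-5, ints-9 and ints-11 RNAi and 12 of the 15 of ints-1, ints-2, ints-6, ints-7 and ints-8 RNAi. The second held the 3 L4440 libraries, 11 of the 12 libraries of ints-3, ints-10, ints-12 and ints-13 RNAi, and ints-7 RNAi replicate 3 and ints-8 RNAi replicates 2 and 3. The third held only ints-10 RNAi replicate 2. By this division 38 of the 42 libraries lay in the cluster that holds most of the libraries of their group, and 33 did with the variance-stabilizing transformation in place of rlog. Groups that share a cluster count in full here. The groups were defined from these same libraries, so no test was run on this match of clusters to groups.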

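In a principal component analysis of the rlog values of the 500 most variable genes, the first component held 70.9% of the variance and the second 6.61%. On the first component the libraries of ints-4, ints-5, ints-9 and ints-11 RNAi lay between -47.0 and -16.37, those of ints-1, ints-2, ints-6, ints-7 and ints-8 RNAi between -35.6 and 13.3, those of ints-3, ints-10, ints-12 and ints-13 RNAi between 25.7 and 43.1, and the L4440 libraries between 37.1 and 40.1. The first 2 of these ranges overlap, and the last 2 overlap. With all genes in place of 500 the first component held 40.1% of the variance.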

The transcriptomic profile of the RNAi-depleted worms for the catalytic unit homologs, *ints-9* and *ints-11*, grouped together with *ints-4* and *ints-5*. 

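Over the libraries of ints-4, ints-5, ints-9 and ints-11 RNAi, the mean Euclidean distance of a knockdown to the L4440 libraries ranged from 155 (ints-4) to 195 (ints-5), and the 3 L4440 libraries lay at distances of 71.8 to 117 from each other. Replicates of the same knockdown lay at a mean distance of 90.6 (ints-11) to 101 (ints-5). The mean distance between different knockdowns of these 4 subunits was 108.

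**Figure D6:**
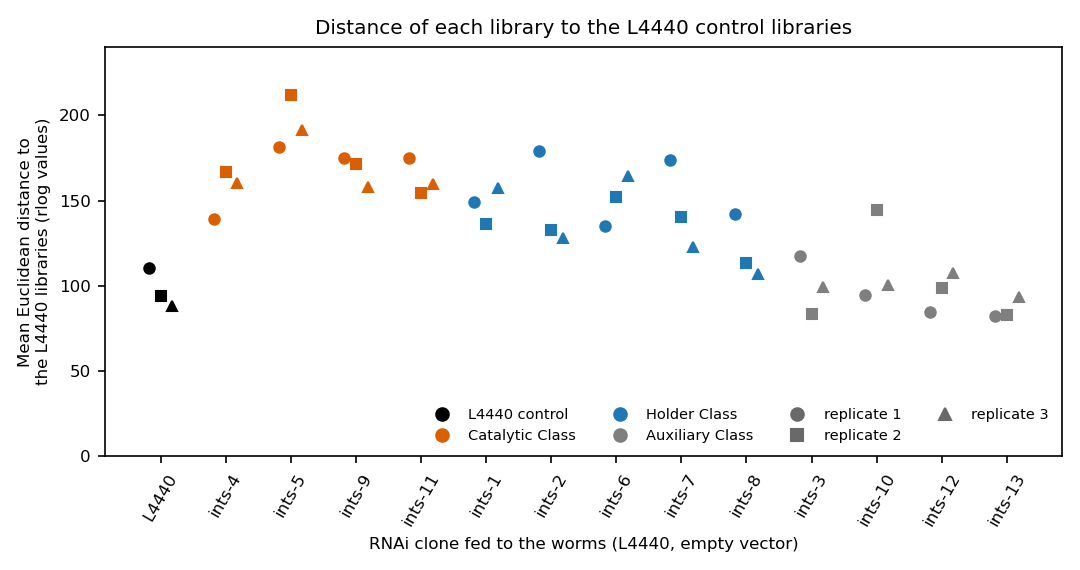
Mean Euclidean distance on rlog values of each library to the L4440 libraries, 1 point per library, with replicates as circles, squares and triangles, orange for ints-4, ints-5, ints-9 and ints-11, blue for ints-1, ints-2, ints-6, ints-7 and ints-8, grey for ints-3, ints-10, ints-12 and ints-13 and black for L4440. The libraries of ints-4, ints-5, ints-9 and ints-11 RNAi lie between 139 and 212, and the 3 L4440 libraries lie between 88.3 and 111.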

The highly uniform phenotypic and transcriptional response to the absence of any of these subunits suggests that they are functionally related and defines a category within the Integrator complex hereafter referred to as the Catalytic Class. Integrator subunits exhibiting this Catalytic Class transcriptional signature showed the strongest phenotype after depletion of any Integrator subunits. RNAi of *ints-4*, *ints-5*, *ints-9* or *ints-11* led to a strong lack of 3’-end snRNA processing and to larval arrest of the fed worms (Fig 3). Secondly, the transcriptomic profile of *ints-1*, *ints-2*, *ints-6*, *ints-7*, and *ints-8* RNAi shared some common features with the Catalytic Class. However, their short Euclidean distance in the global expression profile similarity analysis grouped them together in a second transcriptional phenocluster that we hereafter refer to as the Holder Class. 

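For the 5 Holder Class knockdowns the mean distance to the L4440 libraries ranged from 121 (ints-8) to 150 (ints-6). The mean distance between 2 different Holder Class knockdowns was 109, close to the value within the Catalytic Class, and the mean distance between a Catalytic and a Holder Class knockdown was 119. The gap of 10.1 between the classes was the largest among the 126 ways to part the 9 knockdowns into 4 and 5 (one-sided exact permutation test, p = 0.00794, the smallest they allow), a test that the division into classes from these same libraries favours. Without the libraries of replicate 2 or 3, a gap as large as that of the classes arose in 2 and 4 of the 126 ways (one-sided exact permutation test, p = 0.0159 and 0.0317).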

RNAi of any Holder Class subunits led to a clear lack of 3’-end snRNA processing. *ints-2* RNAi fed worms arrested as larvae, whereas the rest of the Holder Class subunits (*ints-1*, *ints-6*, *ints-7)* reached adulthood but produced dead embryos in the next generation (Fig 3). 

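The mean Euclidean distance to the L4440 libraries was 86.3 for ints-13 RNAi, 97.0 for ints-12 RNAi, 100.0 for ints-3 RNAi and 113 for ints-10 RNAi, all within the range of the distances between the L4440 libraries themselves. Replicates of these 4 knockdowns lay at mean distances of 73.4 (ints-13) to 121 (ints-3) from each other. Of the 12 libraries, ints-10 RNAi replicate 2 was the farthest from L4440, at 145.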

Finally, far from the Catalytic and Holder Classes, the transcriptomic profiles of *ints-3*, *ints-10-*, *ints-12-*, *ints-13*-depleted worms did not show significant differences from the control and grouped with WT N2 worms fed the RNAi of the empty L4440 vector. This third transcriptional phenocluster, that we named the Auxiliary Class, makes only a mild contribution to 3’-end snRNA processing under the assayed conditions (Fig 4). In addition, Auxiliary Class subunits RNAi did not show an obvious phenotype (Fig 3). This indicates that under standard laboratory conditions it does not play a central role in snRNA processing and its function, under these specific conditions, is accessory.

**Fig 5:**
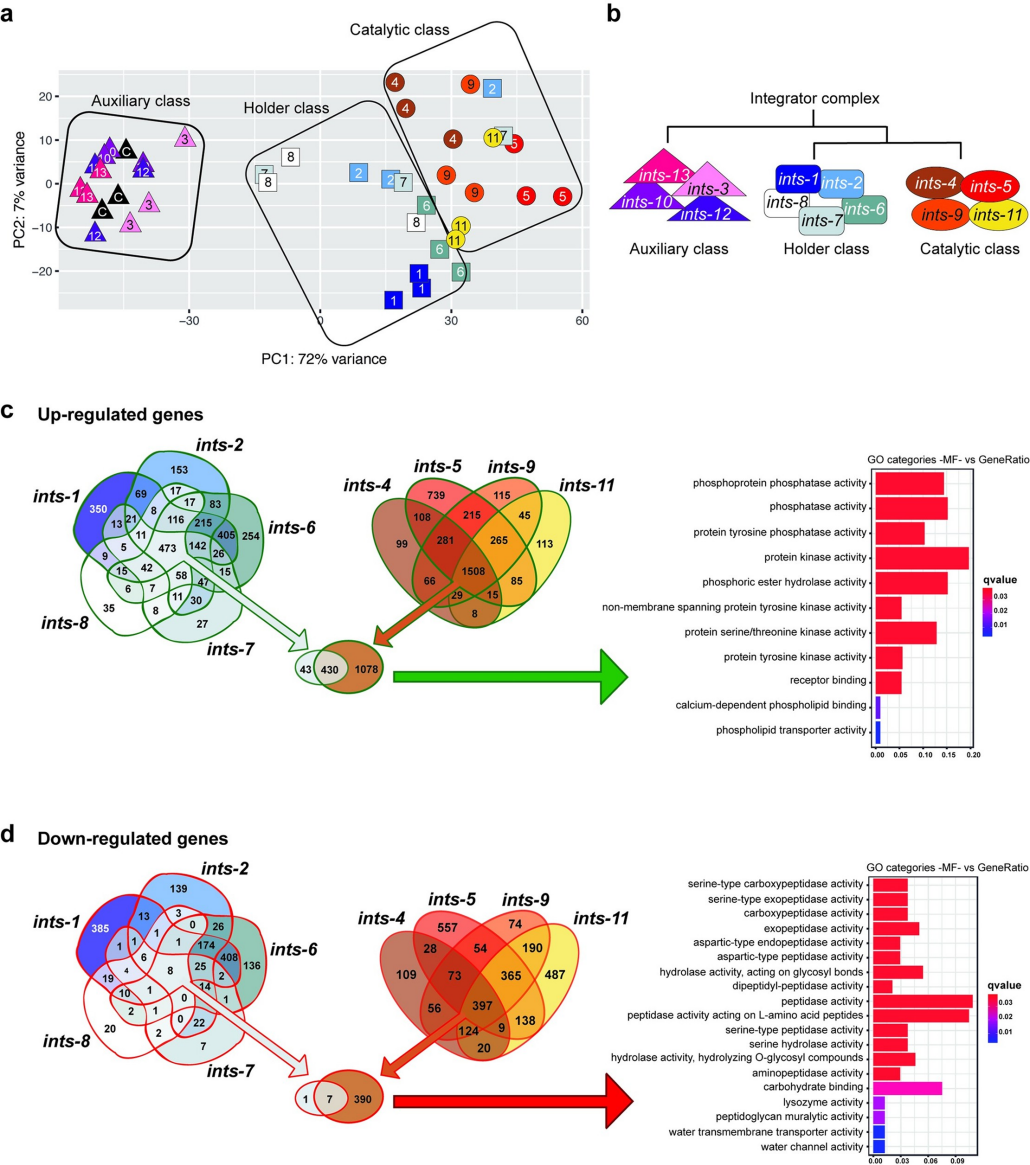
Transcriptomic analysis of the *C*. *elegans* Integrator complex. (**a**) Principal Component Analysis (PCA) plot based on DESeq2 regularized log2 transformation (rld) data shows functional clusters according to the similarity of the transcriptional profile. (**b**) Simplified diagram of Integrator complex members classified as Auxiliary Class, Holder Class or Catalytic Class based on the complete heatmap of the expression profile similarity shown in S15 Fig. (**c**) Venn diagrams of the Holder Class and Catalytic Class showing up-regulated genes. The gene ontology (GO) analysis of upregulated genes’ molecular functions (MF) is shown on the right. GO of MF vs number of genes within each category is shown as color bars, one bar per GO term. Bar length indicates the number of genes belonging to the different GO categories and color illustrates the statistical significance, from those with highly significant expression differences (red) to those with low expression differences (blue). GO functions are highly enriched in kinases and phosphatases. (**d**) Venn diagrams of the Holder and Catalytic Classes showing down-regulated genes. GO analysis of downregulated genes’ MF is shown on the right. GO of MF vs number of genes within each category is shown as color bars, one bar per GO term. Bar length indicates the number of genes belonging to the different GO categories and color illustrates the statistical significance, from those with highly significant expression differences (red) to those with low expression difference (blue).

To gain insight into the transcriptional role of the three Integrator complex phenoclusters, rather than the biochemical organization of the complex, we identified the overlapping set of genes significantly up- and down-regulated after knockdown of the Integrator subunits within each class (S4 Table). 

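All 11 tested genes in sense downstream of an snRNA or SL RNA outside introns were upregulated in all 4 Catalytic Class knockdowns, where 2123 genes were, and in all 5 Holder Class knockdowns, where 1068 genes were. S1 Table lists these genes for the effect of Integrator knockdowns on them, so no test against chance is given. Of the 13 tested genes in sense with a locus inside an intron, 13 were upregulated in the whole Catalytic Class and 12 in the whole Holder Class.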

As expected, genes located *in sense* downstream of the snRNA loci that are directly affected by the lack of snRNA processing were upregulated both in the Catalytic and Holder Class RNAi groups. However, these genes constituted only a small fraction of the total altered genes. 

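Of the genes that S1 Table lists downstream of affected snRNA, SL RNA or snoRNA loci in any orientation, 60 were matched to the reference by name, and 58 of them passed the filter on low counts. They made up 48 of the genes upregulated in every Catalytic Class knockdown, which is 2.26% of that set, and 47 of those upregulated in every Holder Class knockdown, which is 4.40%.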

The rest of the upregulated genes do not have any snRNA in their upstream region as visualized in the RNAseq experiments. Therefore their upregulation is not caused by read-through of the RNAP II downstream of the snRNA. (S1, S4 Table).

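In all 4 Catalytic Class knockdowns 2123 genes were upregulated at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2289 with the replicate number as a block. They made up 49.3% of the 4308 genes upregulated in at least 1 of the 4 knockdowns. The count was 1861 without a filter on low counts, the alternative that moved it most, and it stayed between 1816 and 2103 when a replicate was left out. The paper reports larval arrest in these 4 knockdowns, and the count does not part a difference in stage from other effects. The largest mean log2 fold changes over the 4 knockdowns, by a rule set before the data were examined, belonged to C33F10.11 (9.67), icmt-1 (9.66), Y51H4A.22 (9.55) and col-63 (9.54). No counts of the first 3 of these genes were found in any L4440 library, where 3 counts would be 0.244 to 0.466 CPM, so their fold changes depend on the prior count of the model. C33F10.11 (WBGene00016357; chromosome II of WBcel235 from 4834159 to 4834834) had 6.34 to 46.3 CPM in the 12 Catalytic Class libraries, and col-63 (WBGene00000639; chromosome I from 8243693 to 8244961) had 184 to 702 CPM there against 0.106 to 0.798 CPM in L4440.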

In the Catalytic Class, common genes upregulated by knockdown of any subunit constituted, by far, the largest group of upregulated genes (1508 genes). 

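Genes upregulated in 1 Catalytic Class knockdown and in none of the other 3 numbered 57 for ints-4, 814 for ints-5, 34 for ints-9 and 162 for ints-11. Relative to the number of genes upregulated in all 4, these are 2.69%, 38.3%, 1.60% and 7.63%. With a block for the replicate number, the numbers were 101, 843, 50 and 196. With DESeq2 they were 106 for ints-4 and 54 for ints-9.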

Upregulated genes specific for the knockdown of any single subunit of the Catalytic Class represented less than 10% of the common response of the class; except for *ints-5* that represented near 50% (Figs 5C and 6) and were enriched in hydrolase, lyase and chitinase activity suggesting a high catabolism rate (S5 Table). This transcriptomic signature highlights a major common function of these subunits. Genes upregulated after depletion of the Integrator Catalytic Class do not randomly fall within different GO molecular function categories. Instead, they are highly enriched in kinases and phosphatases involved in biological processes such as regulation of cell shape, cell proliferation, morphogenesis or signaling pathways. Interestingly, we did not detect activation of stress response pathways (S4 Table). 

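The paper's text names no stress response gene for this statement, so 11 reporters of stress responses were set before the data were examined (hsp-4, hsp-6, hsp-60, hsp-16.2, hsp-16.41, hsp-70, gst-4, sod-3, gpdh-1, egl-1 and ced-13), and all but ced-13 passed the filter on low counts. Only hsp-70 was upregulated in all 4 Catalytic Class knockdowns, and with the replicate number as a block the number of such reporters was again 1. hsp-70 (WBGene00002026; chromosome I of WBcel235 from 9320361 to 9322511) had 0.535 ± 0.167 CPM in L4440 and 14.5 ± 12.2 CPM in ints-5 RNAi (SD, n = 3 each), a log2 fold change of 4.73 (standard error 1.03, adjusted p = 0.000421 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the 4 Auxiliary Class knockdowns its log2 fold change was 1.67 to 4.87 and did not pass the threshold. The 12 Auxiliary Class libraries held 0.504 to 39.5 CPM, a range that covers the 3.47 to 28.4 CPM of the 12 Catalytic Class libraries. Among the other reporters, hsp-16.41 was upregulated in 3 Catalytic Class knockdowns, hsp-16.2 in 2, and egl-1 and gpdh-1 in 1 each, and hsp-60 was downregulated in 1. No Catalytic Class knockdown changed hsp-4, hsp-6, gst-4 or sod-3. The median log2 fold change of the 10 tested reporters was 0.49 in ints-4 RNAi, 1.20 in ints-5 RNAi, 0.86 in ints-9 RNAi and 0.60 in ints-11 RNAi. With DESeq2, 2 reporters were upregulated in all 4 knockdowns, and without the filter on low counts none was (1 at an unadjusted p under 0.05).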

The activation of these pathways depends on ATR kinase that senses blocked transcription elongation rather than DNA lesions directly. In fact, transcriptional and post-transcriptional activation of the stress response occurs when transcription elongation is blocked even in the absence of DNA damage [49,50]. This result strongly indicates that knockdown of the Integrator complex does not abrogate gene transcription. In global terms, upon depletion of the Integrator Catalytic Class, 23% of the total 438 *C*. *elegans* kinases are significantly upregulated (Representation Factor RF = 2.7 p<6.612e-21). Similarly, 38% of the total 206 *C*. *elegans* phosphatases are significantly upregulated (RF = 4.4 p<1.99e-31) (wormbook.org, nemates.org) (Fig 5C). These transcriptomic changes either cause or reflect the dramatic alteration of the signaling state of the cells upon lack of snRNA processing. In contrast to this gene upregulation response, gene downregulation does not show such a clear, common pattern within the Catalytic Class. 

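The list of C. elegans kinases that the paper used was not used here. Kinases were taken, after the data were examined, as the 54 tested genes whose symbol belongs to a protein kinase series (kin, cdk, pkc, mpk, pmk, mek, plk, air, aak, akt and sgk). 7 of the 54 (13.0%) were upregulated in all 4 Catalytic Class knockdowns, where 6.91 are expected from 2123 of 16596 genes (one-sided Fisher's exact test, p = 0.546, also 0.546 after Benjamini-Hochberg adjustment over 3 gene groups). The ratio of observed to expected was 1.01, and 0.94 with the replicate number as a block.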

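Of 24 tested genes whose symbol belongs to a protein phosphatase series (gsp, pph, ptp and ppm), a grouping also chosen after the data were examined, 7 (29.2%) were upregulated in all 4 Catalytic Class knockdowns. The expected number was 3.07, a ratio of 2.28 (one-sided Fisher's exact test, p = 0.0267, and 0.0400 after Benjamini-Hochberg adjustment over 3 gene groups). As a block, the replicate number gave a ratio of 2.12 (p = 0.0578 by the same Fisher's exact test). Together, 14 of the 78 kinase- and phosphatase-named genes were upregulated in all 4 knockdowns (p = 0.118 by the same Fisher's exact test). Of these 14, 7 followed the major sperm protein genes (a Spearman rho above 0.5) across the 15 L4440 and Auxiliary Class libraries.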

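At least 1 Catalytic Class knockdown downregulated 3696 genes, and 10.0% of them were downregulated in all 4 knockdowns.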

The set of common genes downregulated by knockdown of any subunit of the Catalytic Class (397 genes) is smaller than the number of genes specifically downregulated by knockdown of *ints-5* (557 genes) or *ints-11* (487 genes). This common downregulation mainly affects peptidases involved in metabolism (Figs 5D and 6).

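In all 4 Catalytic Class knockdowns 371 genes were downregulated, and 470 with the replicate number as a block (adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes downregulated in 1 knockdown of the class and none of the other 3 numbered 1006 for ints-5 (1253 with the block), 721 for ints-11 (766), 121 for ints-4 (123) and 108 for ints-9 (104). For ints-5 the number was 578 when only the knockdown and L4440 entered the model. The paper's S4 Table lists the downregulated genes by name. Its lists come from these same libraries, so the overlaps and signs that follow are not an independent check. Of its 397 common genes, 272 (68.5%) were among the 371, and all 397 had a negative log2 fold change in each of the 4 knockdowns. Of its genes specific to ints-5, 497 (89.2%) were among the 1006, of those specific to ints-11, 334 (68.6%) were among the 721, of those specific to ints-4, 62 (56.9%) were among the 121, and of those specific to ints-9, 23 (31.1%) were among the 108. The largest mean falls over the 4 knockdowns, by the same rule as for the rises, belonged to cut-3, tsp-10, cht-5 and C32H11.4. The log2 change of cut-3 (WBGene00009041; chromosome II of WBcel235 from 8445165 to 8446831) averaged -6.27, from 10.5 to 177 CPM in the 3 L4440 libraries to 0.309 to 7.17 CPM in the 12 Catalytic Class libraries. In the 12 Auxiliary Class libraries cut-3 had 1.70 to 78.2 CPM.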

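Of 91 tested genes whose symbol belongs to a peptidase series (asp, cpr, cpl, cpz, nas, nep and try), a grouping chosen after the data were examined, 6 were downregulated in all 4 Catalytic Class knockdowns. The expected number was 2.03, a ratio of 2.95 (one-sided Fisher's exact test, p = 0.0163, and 0.0400 after Benjamini-Hochberg adjustment over 3 gene groups). When the replicate number entered as a block, the ratio was 3.88.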

**Fig 6:**
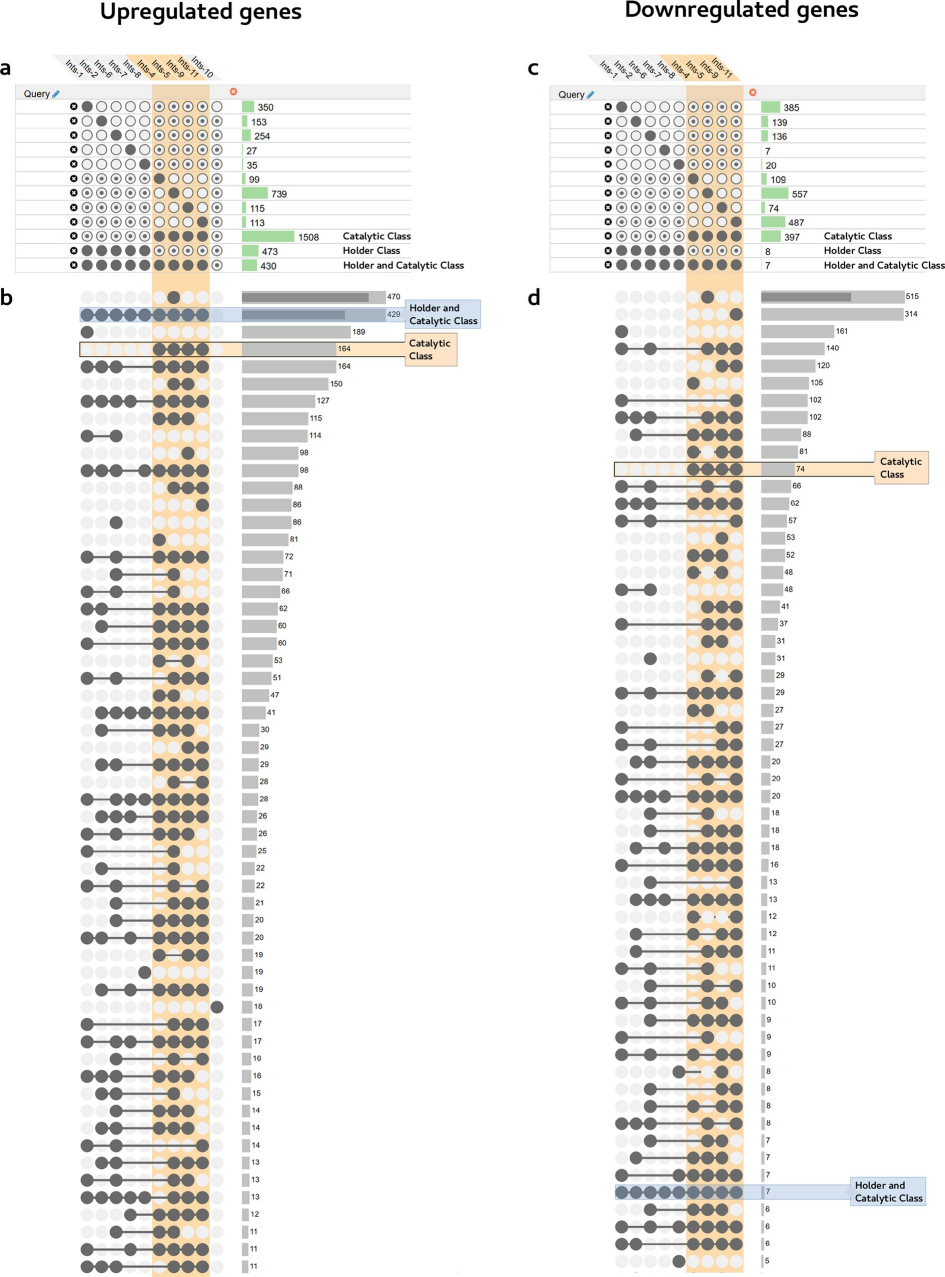
Representation of the up- and downregulated sets of genes in Integrator Complex disruption. This representation was obtained using the Upset web application (www.caleydo.org) and further supports their categorization in different transcriptional classes. Panels show the analysis of upregulated (left) and downregulated (right) genes after depletion of any Integrator subunit. Integrator subunits that significantly affect the expression of a set of genes are shown above. Queries are indicated below as groups of intersections that must (filled circle), may (dotted circle), or must not (empty circle) include a specific set. Histograms on the side represent the number of genes included in each query. Transcriptional catalytic class is highlighted in orange. (a) and (c) show an analysis of genes whose expression is affected by disruption of certain Integrator subunits but may also be affected by others. Therefore, they are present in specific groups of intersections but may also be present in others. (b) and (d) show a restrictive analysis of genes whose expression is specifically affected by disruption of certain Integrator subunits but not by others. Therefore, they are exclusively present in specific groups of intersections and not found in any other sets. Similar to the results shown in Fig 5, Holder and Catalytic classes (blue box) share an upregulated transcriptional signature. In addition to this set of upregulated genes, subunits grouped as Catalytic class (orange box) further show a closer transcriptional signature that affects the upregulation of a specific set of genes absent from the Holder class. In contrast to the level of shared upregulated genes, downregulation does not show such a clear transcriptional signature as indicated by the lower number of shared genes downregulated in the Holder and Catalytic classes. Among the individual Integrator subunits, *ints-1* and *ints-5* show a specific transcriptional signature, both in up- and down-regulated genes, indicating functions in the regulation of specific transcriptional programs. Access to the online data is described in Materials and Methods.

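Genes changed in exactly 1 set of knockdowns and in no other of the 13 were counted at an adjusted p under 0.05 by edgeR's quasi-likelihood test. All 9 Catalytic and Holder Class knockdowns shared 983 upregulated and 20 downregulated genes that no other knockdown changed, the 4 Catalytic Class knockdowns alone shared 56 and 66, and the 5 Holder Class knockdowns alone shared 0 and 0 (1 and 1 at an unadjusted p under 0.05). Upregulated genes of a single knockdown numbered 495 for ints-5, 140 for ints-11, 111 for ints-1 and between 7 and 60 for each of the other 6. Downregulated genes of a single knockdown numbered 925 for ints-5, 519 for ints-11, 228 for ints-1, 114 for ints-4, 91 for ints-9 and between 1 and 22 for each of the other 4. With a block for the replicate number, the 4 Catalytic Class knockdowns alone shared 82 upregulated and 78 downregulated genes.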

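In all 5 Holder Class knockdowns 1068 genes were upregulated at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 1091 with the replicate number as a block. Of the 1068 genes, 984 (92.1%) were also upregulated in all 4 Catalytic Class knockdowns, and with the block 1001 (91.8%) were. Unrelated lists would share 137 genes, but all these lists use the same L4440 libraries, which can raise the overlap. When only the knockdown and L4440 entered the model, 444 genes were upregulated in all 5 knockdowns and 435 (98.0%) of them in all 4 Catalytic Class knockdowns. When a replicate was left out, the number in all 5 ranged from 571 (without ints-8 replicate 1) to 1150 (without ints-8 replicate 3). The 5 knockdowns together upregulated 3463 genes in at least 1 of them.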

Regarding the Holder Class, the common genes upregulated by knocking down any subunit (473 genes) overlap in 90% with the Catalytic Class, indicating the involvement of this class in the major activity of the Integrator complex (Fig 5C). However, there is no significant common downregulation response to knockdown of the Holder Class. 

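In all 5 Holder Class knockdowns 22 genes were downregulated, 1.30% of the 1690 genes downregulated in at least 1 of them, and 20 of the 22 were also downregulated in all 4 Catalytic Class knockdowns. When the replicate number entered as a block, the number was 27, and it was 0 when only the knockdown and L4440 entered the model (57 at an unadjusted p under 0.05).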

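Within the Holder Class 234 genes were upregulated and 613 were downregulated by ints-1 RNAi and by none of the other 4 knockdowns, and 274 and 738 with the replicate number as a block. The corresponding numbers were 153 and 176 for ints-2, 187 and 110 for ints-6, 112 and 32 for ints-7, and 10 and 10 for ints-8. Of the 385 genes that the paper's S4 Table lists as downregulated only by ints-1 RNAi, 61.0% were among the 613, and 274 were downregulated in ints-1 RNAi. That list comes from the same libraries, so this is not an independent check.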

Among the members of this class, *ints-1* shows a specific effect on the transcription of a subset of genes enriched in extracellular protein coding genes (Figs 5D and 6). Finally, RNAi depletion of Integrator subunits, grouped together as the Auxiliary Class, do not show significant differences from WT under laboratory conditions (S15 Fig).

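Of 16596 tested genes, ints-3 and ints-12 RNAi changed none at an adjusted p under 0.05 by edgeR's quasi-likelihood test, ints-10 RNAi changed only col-63 and ints-13 RNAi changed only ints-13 itself. The latter is the targeted gene, whose reads RNAi itself adds to the libraries. The count of ints-13 (WBGene00019822; chromosome IV of WBcel235 from 232509 to 237450) was 6702, 11774 and 125 CPM in the 3 replicates and 40.6 ± 9.05 CPM in L4440 (SD, n = 3). For col-63 in ints-10 RNAi the count was 20.4 ± 23.4 CPM (SD, n = 3). At an unadjusted p under 0.05, the numbers of genes upregulated and downregulated were 458 and 25 in ints-3 RNAi, 1158 and 1177 in ints-10 RNAi, 344 and 122 in ints-12 RNAi, and 215 and 387 in ints-13 RNAi. With a block for the replicate number, 11 genes were upregulated in ints-10 RNAi and 1 in ints-12 RNAi. With DESeq2, 233 genes were upregulated and 16 downregulated in ints-10 RNAi.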

In addition to the major functions of the Integrator classes, and specific subunits such as *ints-1* and *ints-5*, certain pairs such as *ints-1* and *ints-6* share a fraction of up- and downregulated genes, suggesting a functional relationship between them (Figs 5C–5D and 6). 

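Knockdowns of ints-1 and ints-6 shared 2128 upregulated genes, 81.3% of those of ints-6 RNAi, where 405 are expected for unrelated lists. They shared 521 downregulated genes, 76.7% of those of ints-6 RNAi, where 48.9 are expected for unrelated lists. Most of these genes also changed in other knockdowns. No other knockdown changed 83 of the upregulated and 36 of the downregulated genes, and with the replicate number as a block these numbers were 104 and 59. Among the 36 pairs of Catalytic and Holder Class knockdowns, the pair ranked 2nd for exclusively shared upregulated genes, after ints-5 and ints-9 with 84, and 6th for downregulated genes, where ints-9 and ints-11 ranked first with 155. The log2 fold changes of ints-1 and ints-6 RNAi had a correlation of 0.927 across 16596 genes, which are not independent replicates, and the 36 pairs ranged from 0.808 (ints-1 and ints-4) to 0.952 (ints-2 and ints-7). All knockdowns were compared with the same L4440 libraries, which can raise the shared numbers and the correlations. The mean Euclidean distance between the libraries of ints-1 and ints-6 RNAi was 95.0, and the median of the mean distances of ints-1 to the other 3 Holder Class knockdowns was 116.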

Both sets are enriched in extracellular protein coding genes, indicating a specific function of these subunits in regulating extracellular matrix components. Moreover, although affecting different sets of genes, knockdown of Integrator subunits 1 or 11 causes downregulation of neuronal genes. 

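Cuticle collagens, taken as the 128 tested genes with a col symbol, served as the extracellular group. In ints-1 RNAi 48 of them were downregulated where 9.21 are expected, a ratio of 5.21 (one-sided Fisher's exact test, p = 9.67e-22 after Benjamini-Hochberg adjustment over 11 family tests). In ints-6 RNAi 34 were downregulated where 5.24 are expected, a ratio of 6.49 (adjusted p = 4.98e-18 by the same test). Among the upregulated genes there were 18 col genes in ints-1 RNAi and 20 in ints-6 RNAi, with ratios of 0.91 and 0.99 (adjusted p = 0.777 and 0.680 by the same test). With DESeq2, which used every gene with a count, the ratios among upregulated genes were 1.53 and 2.05 (adjusted p = 0.052 and 0.000426 by the same Fisher's exact test). With the genes called by both DESeq2 and edgeR's likelihood ratio test, the ratio in ints-6 RNAi was 1.19 (adjusted p = 0.28 by the same Fisher's exact test). For ints-6 RNAi the result thus depends on the method and on the genes tested. When the replicate number entered as a block, the ratios among downregulated genes were 4.61 and 5.44, and those among upregulated genes 0.87 and 1.12. The lists are all genes changed in each knockdown, not only those shared by both. A fall of col genes was not limited to these 2 knockdowns. Of the 128 genes, 46 were downregulated in ints-11 RNAi, 34 in ints-5 RNAi and 24 in ints-9 RNAi. In RNAi of ints-2, ints-4, ints-7 and ints-8 the numbers were 7, 5, 5 and 3. Enrichment was not tested in these other knockdowns. Fisher's exact test treats genes as independent, and col genes can change together, so its p-values can be too small.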

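Of 249 tested genes with a symbol of the flp, nlp, lgc, acr or unc series, which served as the neuronal group, 28 were downregulated in ints-1 RNAi where 17.9 are expected, and 47 in ints-11 RNAi where 33.9 are expected. The ratios were 1.56 and 1.39 (one-sided Fisher's exact test, p = 0.0229 in each case after Benjamini-Hochberg adjustment over 11 family tests). With a block for the replicate number, they were 1.64 and 1.50. When a replicate was left out, the ratio ranged from 1.02 to 1.99 in ints-1 RNAi and from 0.74 to 1.52 in ints-11 RNAi. Most of the 47 genes in ints-11 RNAi had unc symbols. A symbol does not show in which cells a gene acts, so the group is only a rough stand-in for neuronal genes.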

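Genes with a nuo, cox, ucr or atp symbol served as the respiratory chain group, of which 30 were tested. In ints-6 RNAi and in ints-9 RNAi 2 of them were downregulated, where 1.23 and 2.82 are expected (one-sided Fisher's exact test, p = 0.480 and 0.787 after Benjamini-Hochberg adjustment over 11 family tests). Downregulated at an unadjusted p under 0.05 were 10 and 9 of the 30, where 2.89 and 4.45 are expected. When the replicate number entered as a block, the ratios of observed to expected were 2.38 and 1.76, against 1.63 and 0.71 without it. Of 20 tested genes for subunits of the vacuolar ATPase (vha symbols), 7 were downregulated in ints-6 RNAi where 0.818 are expected (adjusted p = 3.32e-05 by the same test).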

Knockdown of Integrator subunits 6 and 9 causes downregulation of genes involved in mitochondrial activity. And finally, knockdown of Integrator subunits 7 and 8 causes downregulation of genes coding for gap junction structures (S5 Table). These data are available online for comparison and easy visualization of any of the multiple datasets by loading them onto the web version of the Upset application (http://caleydo.org/tools/upset/) (See Materials and Methods) (Fig 6).

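Of 21 tested innexin genes (inx symbols), which encode gap junction channels, 5 were downregulated in ints-7 RNAi where 0.401 are expected (one-sided Fisher's exact test, p = 0.000107 after Benjamini-Hochberg adjustment over 11 family tests). In ints-8 RNAi, which downregulated 74 genes in all, 1 innexin gene was downregulated where 0.0936 are expected (adjusted p = 0.141 by the same test). With a block for the replicate number, the ratios of observed to expected were 11.5 in ints-7 RNAi and 16.5 in ints-8 RNAi (adjusted p = 0.0102 for ints-8 by the same Fisher's exact test), against 12.5 and 10.7 without it. The ratio for ints-8 RNAi also passed an adjusted p of 0.05 with DESeq2, with the genes called by both DESeq2 and edgeR's likelihood ratio test, and with only the knockdown and L4440 in the model. It was 0 in 4 of the 6 fits that left out 1 replicate of ints-8 RNAi or L4440, and at most 14.4 in the other 2, so it rests on very few genes. When only the knockdown and L4440 entered the model, no innexin gene remained among the 8 downregulated genes of ints-7 RNAi (8 innexin genes at an unadjusted p under 0.05).

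**Figure D7:**
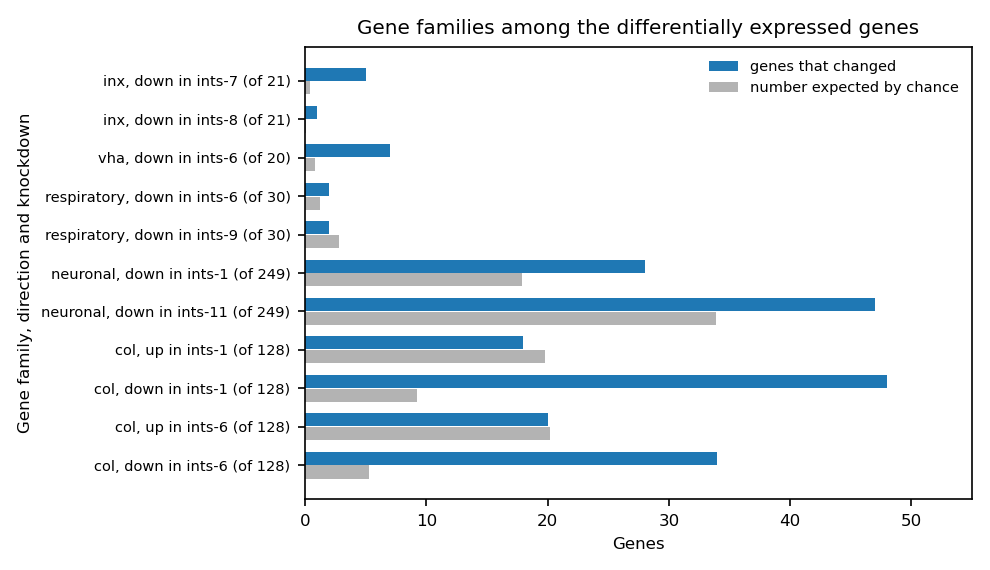
Number of genes of each family that changed in the knockdown named (blue) beside the number expected by chance (grey), with the number of tested family members in brackets. The widest gap is that of the col genes downregulated in ints-1 RNAi, 48 against 9.21.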

Together, these data indicate that the Integrator complex has a major positive role in processing snRNAs and a negative function in the expression of genes involved in the regulation of signaling pathways by protein phospho-modification. Similar to what occurs in *Drosophila* and mammals, this effect likely reflects the direct role of the *C*. *elegans* Integrator complex on gene expression by regulating the RNAP II gene transcription cycle [8,31,32,33,34]. Additionally, formation of long, unprocessed sn-derived RNAs upon Integrator complex knockdown might have a cascade effect on the expression of other genes.

## Discussion

The global gene expression profile reflects, among other elements, the activity of RNA polymerase complexes on specific genes. This activity is tightly regulated by interaction with transcription factors and other protein complexes such as the Integrator complex. In this work we display the composition of the *C*. *elegans* Integrator as an evolutionarily conserved complex likely composed of 13 subunits: INTS-1 to INTS-13. The existence of similar phenotypes and transcriptomic readouts on some Integrator subunit knockdowns led us to define three different transcriptional clusters: the Catalytic Class (INTS-4, INTS-5, INTS-9, INTS-11), the Holder Class (INTS-1, INTS-2, INTS-6, INTS-7, INTS-8) and the Auxiliary Class (INTS-3, INTS-10, INTS-12, INTS-13).

The transcriptomic profiles of the Integrator subunits are highly homogeneous within the different classes as well as the different replicas. 

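Among the 3 replicates of ints-2 RNAi the lowest correlation of log2 CPM across genes was 0.876, and replicate 1 lay at -31.0 on the first principal component against -13.6 and -6.38 for replicates 2 and 3. In ints-7 RNAi the lowest correlation was the smallest of all conditions. Its replicates lay at -35.6, -14.7 and 13.3 on that component, and replicate 3, in which ints-7 itself was not raised, lay nearest to the L4440 libraries. Without ints-7 replicate 3 the counts were 2641 upregulated and 1192 downregulated genes, and without ints-7 replicate 1 they were 1257 and 29. The replicates of ints-8 RNAi lay at -17.3, 5.96 and 12.2. In ints-10 RNAi the lowest correlation between replicates was 0.826, and replicate 2, with 3052363 counts, lay at a mean distance of 138 from the other 2 replicates.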

Deviations such as a replica of *ints-2* and *ints-7* (Fig 5A) may reflect the biological and technical variability inherent to experiments with biological samples. Both factors may affect bioinformatic categorizations. In our assay, RNA interference of the Integrator subunits was efficient as indicated by western blot analyses, detection of the RNA-dependent RNA polymerase (RdRp) mediated amplification of the gene transcripts subjected to RNAi silencing and the phenocopy of the snRNA processing defects observed in the *ints-6* (*t1903*) mutant (Figs 1, 3 and S8). Therefore, the resulting bioinformatic categorization justly reflects the similar transcriptional signatures of subunits grouped within the same phenocluster and the closer functional relationship between different intra-cluster subunits (such as INTS-1 and INTS-6) and inter-cluster subunits (such as the Catalytic and Holder Classes) under these experimental conditions. This classification provides a reliable framework in which to classify the different transcriptional outputs. The existence of a common transcriptional signature reflects a functional relationship rather than belonging to a biochemical sub-complex that has not been assessed. The Integrator complex mediates 3’-end processing of snRNAs U1, U2, U4, U5, SLs and certain snoRNAs (indicating the existence of different mechanisms of 3’-end processing for snoRNAs) and has global effects on the transcriptomic profile. However, no effect on the processing of other ncRNAs was observed. Although, so far, no comprehensive analyses have been performed on the phenotypical comparison of the different Integrator subunits, a similar organization could be present in other species. Indeed, human and *Drosophila* INTS4, INTS9 and INTS11 subunits biochemically associate in a module responsible for the catalytic activity of the complex. This module is critical for snRNA 3’-end processing and homeostasis of Cajal bodies [23,51]. Knockdowns of human catalytic subunits INTS9 and INTS11 show similar phenotypes [52]. Mutations in human Ints1 and Ints8, grouped here within the Holder class, cause similar rare recessive human neurodevelopmental syndromes [53]. Finally, in addition to their function in the complex, human INTS10, INTS13 (grouped here within the Auxiliary class), and INTS14 also form a separate module that may be recruited to specific genomic sites to regulate gene expression during monocytic differentiation [54]. In contrast, in humans, INTS3 and INTS6, which in our study show a different transcriptional output, mediate the DNA damage response and form a stable complex even in the absence of DNA damage [22]. Further studies are required to unravel the function of *C*. *elegans* INTS-3 and INTS-6 in the DNA damage response. Certain evolutionary divergence may exist within the Integrator complex, but altogether the data suggest that, bridging the gap between different species, a similar functional output of the different Integrator transcriptional classes might be generally conserved throughout evolution.

Knockdown of the Integrator complex leads to transcription of genes located downstream of the snRNA loci by abrogating the 3’-end processing of the nascent snRNAs. Two scenarios are possible: the gene located downstream of the snRNAs can be orientated either *in sense* or *antisense*. In the first case, the lack of 3’-end processing of snRNAs leads to generation of chimeric sn-mRNAs that are capped, contain the snRNA at the 5’ end of the sequence, continue with the intergenic region and have the mRNA sequence of the downstream gene. In all these cases, intron retention was detected but most of these transcripts were spliced and polyadenylated at the 3’-end (S12 Fig). Transcription in those RNAs ends at the polyadenylation signal of the gene. The opposite orientation of the gene leads to the transcription of chimeric RNAs that possess the snRNA sequence at the 5’ end and an antisense RNA of the downstream gene at the 3’-end.

Our experiments with chimeric sn-mRNAs whose tagged coding mRNA is *in sense* to the snRNA revealed that the assayed U1 or U2 derived sn-mRNAs are not translated into either the protein coded by the gene or peptides starting from previous ATGs within the chimeric sn-mRNAs. Interestingly, SL derived sn-mRNAs can be translated into proteins. This mechanism is different from trans-splicing in which SLs are transcribed, processed to their mature form and fused to the 5’-end of mRNAs from far genomic regions that may even be located on different chromosomes [19]. In the assayed case, disruption of the Integrator complex results in the lack of 3’-end processing of the *sls-2*.*8*/snRNA, the transcription of the downstream intergenic region and the coding gene named Y75B8A.23. The single intron in this gene is mostly spliced and the transcript is polyadenylated.

Taken together, our results show that the capacity to translate these chimeric sn-mRNAs depends on the nature of the snRNA. U-snRNAs have a specific secondary structure oriented to their function in mRNA splicing while SLs might confer stability and enhance the translation of mRNAs containing an sls’ in their 5’ region [19]. Although only SL derived sn-mRNAs can be translated into proteins or peptides, long chimeric U1- and U2-derived and other chimeric sn-mRNA might have an epigenetic effect on gene regulation. This effect could happen directly upon the genes included in the sn-mRNA, but it could also affect other genes by different means such as sequestering microRNAs or epigenetic regulation [55]. In addition to this function in sn-RNA processing, the Integrator RNAPII-associated complex plays a critical role in synchronous activation of gene expression during metazoan development by regulating transcriptional elongation. It is estimated that half of mammalian genes are regulated by pause and release of RNAPII [31–34]. Consistently, our genome-wide analysis reveals that the transcriptional effect caused by disruption of the Integrator complex is not restricted to genes located downstream of the snRNA loci. Likely due to the direct effect of the Integrator complex on gene transcription regulation and as a consequence of the generation of chimeric sn-mRNAs, Integrator disruption affects the transcription of a wide range of genes located away from the snRNA loci. Thus, knockdown of either the Catalytic or the Holder Class subunits of the Integrator complex causes upregulation of genes coding for a large set of kinases (23% of the total kinome) and phosphatases (38% of the total phosphatome). This suggests the unchaining of a dramatic change in the normal regulatory state of the organism’s signaling pathways. In addition to this general effect, knockdown of individual subunits, such as *ints-1* and *ints-5*, affects specific sets of genes, indicating a particular function in transcriptional regulation of extracellular proteins. Other subunits share effects on specific sets of genes involved in mitochondrial activity (*ints-6* and *ints-9*), gap junction activity (*ints-7* and *ints-8*) or neuronal activity (*ints-1* and *ints-11*). This suggests that specific subunits of the Integrator complex might have additional functions beyond the 3’-end processing of the snRNAs, as occurs in humans [31,56].

Our findings indicate that Integrator complex downregulation in *C*. *elegans* triggers non-conventional transcription of genes located downstream of the snRNA loci, generating long chimeric sn-mRNAs. As a result of this and of the direct role of the Integrator complex in transcriptional regulation [31–34], the transcriptomic profile of key regulators in signaling transduction such as kinases, phosphatases and other specific genes, is altered. In humans, alteration in phosphorylation pathways results in serious outcomes in the form of diseases, especially cancer. Phosphorylation-related mutations are highly enriched as tumor “drivers” [57]. Indeed, the tyrosine kinase family encompasses the greatest number of oncoproteins. Altered phosphorylation of proteins involved in cell cycle, apoptosis or cell adhesion pathways corrupt these mechanisms leading to a strong correlation with cancer. As a consequence, kinases offer an enormous potential as targets for drugs in therapies against cancer [58]. Since the characterization of Ints6, named at that time as DICE1 (deleted in cancer 1), as a tumor suppressor in lung carcinomas [59,60], mutations in the different Integrator complex subunits have been reported as involved in multiple kind of tumors [61]. Recent studies show that the Integrator complex is regulated to control the initiation and release of paused RNAP II at immediate early genes (IEGs) following stimulation with epidermal growth factor (EGF) in HeLa cells [31,56]. This raises the possibility that the Integrator complex could be regulated under specific circumstances to produce these chimeric sn-mRNAs that we have observed and to activate a physiological transcriptional response. In this scenario, human tumors that harbor mutations in the Integrator complex might be constitutively activating a similar anomalous transcriptional program to the one described in our *C*. *elegans* model.

## Materials and methods

### Worm strains and culture conditions

*C*. *elegans* strains were maintained on Nematode Growth Medium (NGM) agar plates seeded with a lawn of *E*. *coli* OP50. Bristol N2 was used as the WT strain. The nematodes were grown on these plates at 15°, 20° or 25°C, depending on the purpose of the experiment. The *ints-6* (*t1903)* thermosensitive mutant was regularly grown at 15°C and shifted to 25°C 12h before the experiments, when required. The following strains were used:

JCP294 *ints-6(t1903)* IV

JCP301 jcpSi3 [pJC50 (*ins-37*p::*ins-37*::eGFP::*ins-37*UTR, *unc-119*(+))] II; *unc-119(ed3)* III

JCP341 jcpSi10 [pJC51 (*ints-6*p::*ints-6*::3xFLAG::eGFP::*ints-6*UTR, *unc-119*(+))] II; *unc-119(ed3)* III

JCP343 jcpSi12 [pJC55 (W04G5.8p::W04G5.8::eGFP::W04G5.8UTR, *unc-119*(+))] II; *unc-119(ed3)* III

JCP378 jcpSi19 [pJC56 (*eft-3*p::*ints-6*::3xFLAG::eGFP::*ints-6*UTR, *unc- 119*(+))]II; *unc-119(ed3)*III

JCP383 *ints-6* (*tm1615*) IV; jcpSi10 [pJC51 (*ints-6*p::*ints-6*::3xFLAG::eGFP::*ints-6*UTR, *unc-119*(+))] II

JCP387 jcpSi24 [pJC57 (H27M09.5p::H27M09.5::3xFLAG::eGFP::H27M09.5UTR, *unc-119*(+))]II; *unc-119(ed3)*III

JCP394 jcpSi31 [pJC58 (Y75B8A.23p::Y75B8A.23::3xFLAG::eGFP::Y75B8A.23UTR, *unc-119*(+))]II; *unc-119(ed3)*III

JCP405 jcpSi37 [pJC60 (F08H9.3p::F08H9.3::3xFLAG::eGFP::F08H9.3UTR, *unc-119*(+)]II; *unc-119(ed3)*III

JCP462 *ints-6*(*jcp1*)[*ints-6*::3xFLAG]

JCP479 jcpSi53 [pJC63 (3-tags-in-3-frames (HA:MYC::TY) in the snRNA coding gene F08H9.10, *unc-119*(+))] II; *unc-119(ed3)* III

JCP504 jcpSi55 [pJC64 (3-tags-in-3-frames (HA::MYC::TY) in the snRNA coding gene W04G5.11, *unc-119*(+))] II; *unc-119(ed3)* III

JCP590 *ints-2*(*jcp15*)[*ints-2*::3xFLAG]

JCP614 *ints-3*(*jcp8*)[*ints-3*::3xFLAG]

JCP625 *ints-9*(*jcp10*)[*ints-9*::3xFLAG]

JCP626 *ints-5*(*jcp21*)[*ints-5*::3xFLAG]

JCP630 *ints-7*(*jcp22*)[*ints-7*::3xFLAG]

JCP643 *ints-11*(*jcp31*)[*ints-11*::3xFLAG]

JCP645 *ints-13*(*jcp33*)[*ints-13*::3xFLAG]

### Differential interference contrast microscopy and fluorescence microscopy

Worms were monitored on NGM plates under a Leica dissecting microscope (*MZ16FA*). Gravid hermaphrodites were dissected. 2- to 4-cell stage embryos were mounted on 4% agar pads in water and sealed with Vaseline petroleum jelly. Imaging was performed at 25°C. Differential interference contrast microscopy (DIC) was performed on a motorized fluorescent Leica microscope (*DM6000B*) equipped with a *Hamamatsu Orca-ER C10600* camera and fitted with DIC optics. The appropriate filters were selected for fluorescent microscopy. Images were captured using the open source Micro-manager software (www.micro-manager.org) and processed with XnView software and ImageJ software.

### Embryo and worm immunostaining

Synchronized populations of *C*. *elegans* eggs, larvae or adults were freeze-cracked, fixed with -20°C cold methanol for 2 min and cold acetone for 4 min. Next, samples were dried at RT and recovered by adding a drop of PBS containing 0.1% Tween (PBST) for 5 min. Once eggs or worms were properly prepared, they were blocked for 15 to 30 min in 1% BSA PBST blocking solution. Subsequently, samples were incubated either O/N at 4°C or at RT using FLAG antibody in 1% BSA PBST (F1804 Sigma, 1:500 dilution) followed by 1 or 2 hours incubation with the secondary antibody Alexa Fluor 633 in 1% BSA PBST (Invitrogen A-21050, 1:500 dilution). Finally, samples were mounted using VECTASHIELD Antifade Mounting Medium (H-1000 Vector laboratories) with DAPI (1 μg/ml).

### Immunocytochemistry

U2OS cells were cultured and incubated on pre-treated poly-L-Lysine coated coverslips (Sigma) to improve adhesion. Cells were washed with PBS/Ca^2+^Mg^2+^ (1 mM) and fixed with 4% paraformaldehyde in PBS/Na^+^K^+^ (1 mM) for 30 min at RT with gentle agitation. Next, two washes with PBS (1 mM) were performed for 5 min each and then cells were permeabilized with 0.1% Triton X-100/PBS for 10 min at RT with gentle shaking.

Next, cells were washed with 0.2% PBS-BSA for 10 min at RT. Subsequently, cells were incubated with Ints6 antibody (Bethyl Laboratories, 1:50 dilution) in 0.2% PBS-BSA for 1 h at RT in a humid chamber. Afterwards, cells were washed with PBS (3 times, 7 min each) and incubated with the secondary antibody (*CyTM3-conjugated AffiniPure Goat Anti-Rabbit IgG*, 115-165-003, Jackson ImmunoResearch Laboratories, 1:500 dilution) in 0.2% PBS-BSA for 30 min at RT in the dark. After this incubation, cells were washed with PBS (3 times, 5 min) and incubated with DAPI (2 μg/ml) in PBS for 5 min, all in the dark. Finally, cells were washed with Milli-Q water (3 times) and coverslips were mounted on the slides using the *SlowFade Antifade kit* (Invitrogen).

### Immunoprecipitation

To immunoprecipitate INTS-6, and co-immunoprecipitate its interactors, protein extracts from the JCP378 strain (jcpSi19[pJC56(*eft-3*p::*ints-6*::3xFLAG::eGFP::*ints-6*UTR,*unc-119*(+))]II;*unc-119(ed3)*III) were used and extracts from N2 worms were the negative control. IPs/Co-IPs were performed with *ANTI-FLAG M2 Magnetic Beads* (Sigma).

Protein extracts were filtered through a 5.0 μm filter and subsequently through 0.45 μm filters to remove any remaining cell debris and particulates that could interfere with protein binding. In each IP/Co-IP reaction, 150 μl of the *ANTI-FLAG M2 Magnetic Beads* were incubated with 30 mg of protein extract.

Immediately afterwards, the beads were equilibrated with TBS buffer (375 μl per IP/Co-IP reaction: 50 mM Tris HCl, 150 mM NaCl, pH 7.4). This step was repeated, leaving the beads with a small amount of buffer. Then, the protein extract was incubated with the equilibrated beads for 3–4 h or O/N, always at 4°C in a rotating rack with gentle mixing. Once the binding step was complete, the beads were collected and the supernatants were removed, followed by the washing steps. The beads were washed with TBS buffer (1500 μl per IP/Co-IP reaction) three sequential times for 10 min on a rotating rack at 4°C to remove all non-specifically bound proteins.

INTS-6::3xFLAG::eGFP fusion protein and consequently its interacting proteins were eluted from the magnetic beads either by boiling samples in SDS-PAGE sample buffer (100 μl) or by competitive elution with 3xFLAG peptide (400 ng/μl 3xFLAG peptide in TBS) for 1 h at RT in a rotating rack with gentle mixing). Finally, eluates were precipitated using TCA.

### Mass spectrometry

Eluted IPs were run on SDS-PAGE (*Mini-PROTEAN*™ *TGX*™ *Precast Gels*, Any kDa). Next, gels were stained with Coomassie Blue and bands were excised. The CIC bioGUNE proteomics platform (https://www.cicbiogune.es/org/plataformas/Proteomics) performed the proteomic analysis. Proteins were digested with Trypsin from each gel band and analyzed by LC-MS/MS: Liquid Chromatography-Mass Spectrometry/Mass Spectrometry.

### Protein extraction

Worms (usually from 8 to 10 NGM plates) were harvested with M9 buffer and collected in 50 ml Falcon tubes. They were washed several times, allowing them to settle to the bottom between washes. After the last washing step, as much supernatant as possible was removed. Then, a double volume of lysis buffer (50 mM Tris HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, and 1% Triton X-100), containing 1x protease inhibitors (*Complete EDTA-free Protease inhibitor*, Roche) and 1x phosphatase inhibitors (*PhosSTOP*, Roche) was added to each worm pellet. Next, samples were ground in liquid nitrogen using a pre-chilled mortar and pestle. Ground worms were thawed on ice followed by centrifugation at 4°C (15000 rpm, 15 min) to eliminate any non-soluble tissue or cellular remains. The supernatants were transferred to fresh Eppendorf tubes.

### SDS polyacrylamide gel electrophoresis (SDS-PAGE)

30 μg of protein extract per sample were loaded onto the polyacrylamide gels (*Mini-PROTEAN TGX Precast Gels*) after boiling for 5 min in Laemmli buffer (80 mM Tris-HCl pH 6.8, 5 mM DTT, 2% SDS, 7.5% glycerol, 5 mM EDTA, 0.002% bromophenol blue). Samples were run using the *Mini- PROTEAN Tetra Cell* or the *Criterion™ Cell* electrophoresis system (Bio-Rad) at a constant voltage of 120 V in SDS-PAGE running buffer (25 mM Tris, 200 mM glycine, 0.1% (w/v) SDS) until the tracking dye reached the bottom of the gel. *Precision Plus Protein Dual Color Standards* (Bio-Rad) were used as the size reference.

### Western blot analysis

For antibody-specific detection of proteins, samples were separated by SDS- PAGE and transferred to a 0.45 μm nitrocellulose membrane (*Protran BA 85*, GE Healthcare) in transfer buffer (25 mM Tris, 192 mM glycine, 10% methanol) for 90 min at 4°C and a constant voltage of 90 V using the *Mini Trans-Blot Electrophoretic Transfer Cell* (Bio-Rad) or *Criterion Blotter*. After transfer, the membrane was blocked in TBS-T (49 mM Tris base 102 mM NaCl, 5.4 mM KCl, 0.05% (v/v) Tween-20, pH 8) with 5% (w/v) non-fat dry milk (*Sveltesse* Nestlé) for 60 min with gentle rocking. To detect the protein of interest, the membrane was incubated with the primary antibody (HA 6E2, Cell Signaling 1:1000; GFP Living Colors GFP Monoclonal 632381 Clontech 1:1000; FLAG F1804 Sigma 1:1000; TY1 SAB4800032 Sigma 1:1000; MYC 9B11 Cell Signaling 1:1000; actin (I-19) sc-1616 Santa Cruz Biotechnology 1:1000) diluted in TBS-T milk for 120 min at RT or O/N at 4°C. Afterwards, the membrane was washed three times with TBS-T for 10 min each and then incubated with the respective horseradish peroxidase (HRP) conjugated secondary antibody in TBS-T milk (α-mouse HRP linked GE Healthcare NA931 1:2500; α-goat IgG HRP linked 805-035-180 Jackson ImmunoResearch 1:5000) for 60 min at RT. The membrane was washed twice more with TBS-T for 10 min each time and then once with TBS only.

To chemiluminescently detect the protein of interest, *ECL Blotting Detection Reagents* (GE Healthcare) and *Amersham Hyperfilms ECL* (GE Healthcare) were used according to the manufacturer’s instructions.

Films were developed manually: 1 min in developing solution (Agfa developer G153), 1 min in fixing solution (Agfa fixer G-345) and then rinsed in water.

### Coomassie blue and silver staining

Polyacrylamide gels were stained with Coomassie blue using the *Colloidal Blue Staining Kit* (Invitrogen) according to the manufacturer’s instructions. Polyacrylamide gels were silver stained using Silver Stain for Mass Spectrometry (Thermo Scientific) according to the manufacturer’s instructions.

### RNA interference

Plates seeded with the corresponding RNAi clones were used to feed synchronized WT L1 worms. RNAi clones were obtained from either the ORFeome Library [62]: ZC376.6 (*ints-2*), Y51A2D.7 (*ints-5*) T23B12.1 (*ints-12*) R02D3.4 (*ints-13*) or the Ahringer Library [63]: F47C12.3 (*ints-10*).

The RNAi clones C06A5.1 (*ints-1*), Y92H12A.4 (*ints-3*), W04A4.5 (*ints-4*), F08B4.1 (*ints-6*), D1043.1 (*ints-7*), Y48G10A.4 (*ints-8*), F19F10.12 (*ints-9*), F10B5.8 (*ints-11*) were cloned from cDNA using the following primers:

*ints-1* (Fw 5’-AAACCACGAGTTGGACAAGG-3’,

Rv 5’-TCAAATCAATCGGCATTTCA-3’),

*ints-3* (Fw 5’-TTCGCCAAAATGTGAAACAA-3’,

Rv 5’-AGACGTAGGTCAGCGAGGAA-3’)

*ints-4* (Fw 5’- CGGATCCCAGAAGAATCGTA-3’,

Rv 5’-CGTCATCACTTGCATCATCC-3’)

*ints-6 (*Fw 5’- CTCGTTTGAATCCACAAGCA-3’,

Rv 5’-TGAGCTTTTGAGGCATGTTG-3’)

*ints-7 (*Fw 5’- TGTGAATGCGATGCTTCTTC-3’,

Rv 5’ ACATGTACGGGCAGTTGTCA-3’)

*ints-8 (*Fw: 5’-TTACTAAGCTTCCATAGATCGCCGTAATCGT-3’,

Rv: 5’- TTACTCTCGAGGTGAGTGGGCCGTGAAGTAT-3’),

*ints-9 (*Fw: 5’-TATATCAAAGCCCGCGAATC-3’,

Rv: 5’- GGTCTCATCCGGTTTTCAA-3’)

*ints-11* (Fw: 5’- AAAAAGGTTGTCGGATGTGC-3’,

Rv: 5’- GCTTCGGTTGAGCAGAAATC-3’)

All RNAi clones were verified by sequencing.

5 ml LB medium containing ampicillin (100 μg/ml) was inoculated with a single bacterial colony and incubated at 37°C for 8 h with constant shaking. 400 μl of the bacterial culture was spread on 90 mm NGM RNAi feeding plates (NGM plates with 100 μg/ml ampicillin, 12.5 μg/ml tetracycline, 1 mM IPTG) and incubated O/N at RT to grow a bacterial lawn and induce dsRNA expression. The next day, synchronized L1 populations were transferred to RNAi feeding plates. The WT strain fed with a clone carrying the empty L4440 vector was used as an RNAi negative control. Functioning of RNAi was assessed by detection of RNA-dependent RNA polymerase mediated amplification of the gene transcripts subjected to RNAi silencing, and western blot of representative subunits of the three transcriptional classes (S8 Fig).

### RNA extraction

Worms from 3 to 5 plates were washed off with M9 buffer and collected in 50 ml Falcon tubes, allowing them to settle to the bottom of the tube. Worm pellets were subsequently washed with M9 buffer until no bacterial remains were visible. Next, worm pellets were transferred to Eppendorf tubes and as much supernatant as possible was removed. RNA extractions were performed using the *mirVana™miRNA isolation kit* (Ambion) following the manufacturer’s protocol for total RNA isolation. Worm tissue homogenization was carried out with the assistance of a polytron pre-chilled with liquid nitrogen.

### Northern blot

7 μg of total RNA was denatured for 5 minutes at 95°C and loaded onto denaturing 10% polyacrylamide gels containing TBE-Urea (Bio-rad). Electrophoresis run for about 150 min at 150 V. RNA was transferred to positively charged nylon membranes (Hybond-N+, Roche). After brief washing using 2 × SSC, the transferred blots were cross-linked under short-wave UV light. After prehybridization at 50°C for 1 hour in Church Buffer (0.36M Na2HPO4, 0,14M NaH2PO4, 7% SDS, 1mM EDTA), the blots were subjected to hybridization with Digoxigenin-labeled DNA probes overnight at 50°C. The membranes were washed as follows: twice for 5 minutes at room temperature in 2× SSC, three times 10 minutes at 50°C in 2× SSC containing 0.4% SDS, 10 minutes at room temperature in 1× Washing Buffer (DIG Wash and Blocking Buffer Set, Roche). Membranes were blocked for 30 min at room temperature in 1× Blocking Buffer (DIG Wash and Blocking Buffer Set, Roche), then incubated with anti-Digoxigenin AP Fab fragments (Roche) diluted (1/10000) in 1× Blocking Buffer at room temperature for 30 min and then, they were washed twice (15 minutes each time) at room temperature in 1× Washing Buffer. Membranes were equilibrated in 1× detection buffer (DIG Wash and Blocking Buffer Set, Roche) incubate with several drops of CDP-star (Roche).

### RT-PCR

First, RNA was treated with DNase to eliminate any DNA contamination. In each sample, a total reaction of 10 μl contained: 500 ng RNA, 1μl *RQ1 RNase-Free DNase* (Promega), 1x *RQ1 DNase 10X Reaction Buffer* and DEPC water. Reactions were incubated for 30 min at 37°C. Reactions were stopped by adding 1 μl STOP solution (Promega) and incubating them for 10 min at 65°C. cDNA synthesis was performed using *Transcriptor First Strand cDNA Synthesis Kit* (Roche) from 500 ng of total RNA according to the manufacturer’s instructions. Samples were stored at 4°C for immediate use or at -20°C for longer periods. To study 3’ end processing, PCR amplification was performed using the *GoTaq DNA Polymerase* (Promega). The primers used were:

*sls-2*.*8* Fw 5’-GCTGTCGTTTCGATCTCTCG-3’;

Y75B8A.23 Rv 5’-TGTCGTGAGTAGGTGTGCAA-3’;

H27M09.8 Fw 5’-GTGTGGCAGTCTCGAGTTGA-3’;

H27MO9.5 Rv 5’-TTGAACCTTTTCGTCGGAAC-3’;

F08G2.9 Fw 5’-TGGAACCTAGGGAAGACTCG-3’;

*ins-37* Rv 5’-TTGAACTTGTCCGGGATTCT-3’;

W04G5.11 Fw 5’- ATTTTTGGAACCCAGGGAAG-3’;

W04G5.8 Rv 5’-GTGGAGATTTCTGCGACACA;

F08H9.10 Fw 5’- TGACCTATGTGGCAGTCTCG-3’;

F08H9.3 Rv 5’- TCGACAATCTCATTCCGACA-3’;

*act-1* Fw 5’- CCAGGAATTGCTGATCGTATG-3’;

*act-1* Rv 5’-GGAGAGGGAAGCGAGGATAG-3’

The final concentrations in each PCR reaction were: 1x *GoTaq Reaction Buffer* (1.5 mM MgCl_2_), 0.2 mM dNTPs, 0.2 μM upstream primer and downstream primer, 2.5 units *GoTaq DNA Polymerase* plus the required amount of DNA template (<500 ng) in each case. For the upstream primers that target the snRNAs, the concentration used was 0.8 μM.

Reactions were performed using GeneAmp PCR System 9700 thermal cyclers (Applied Biosystems). PCR conditions were adjusted in each reaction based on the DNA fragment to be amplified and the primer pairs used, but all reached 40 amplification cycles.

### cDNA Library Preparation and Ultrasequencing

Sequencing libraries were prepared by following the TruSeq RNA Library (LS) Preparation Kit v2 instructions (Illumina Inc., San Diego, CA) from 1 ug of total RNA that was previously depleted using the RiboZero (Human/Mouse/Rat) protocol. All libraries were run in a HiSeq1500 PE100 lane in Rapid mode, pooled in equimolar amounts to a 10 nM final concentration. The library concentration was measured via qPCR using the KAPA library quantification kit for Illumina sequencing platforms (Kapa Biosystems, Wilmington, MA) before high throughput sequencing.

**Bioinformatic analysis** was performed as described [48]: The quality of RNAseq results was initially assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The raw reads were trimmed, filtered for those with a Phred quality score of at least 25 and all adapters were removed with Trimmomatic software [64].

Clean reads were aligned versus the N2 *Caenorhabditis elegans* reference genome (release WBcel235.85, http://www.ensembl.org/Caenorhabditis_elegans/Info/Index) using Tophat2 [65] with default parameters. Resulting alignment files were quality assessed with Qualimap2 [66] and sorted and indexed with Samtools software [67]. After taking a read count on gene features with the FeatureCounts tool [68], quantitative differential expression analysis between conditions was performed both by DESeq2 [69] and edgeR [70] implementations to compare the groups in pairs. Both implemented as R Bioconductor packages and performed read-count normalization by following a negative binomial distribution model. In order to automate this process and facilitate all group combination analysis, the SARTools pipeline [71] was used. All resultant data was obtained as HTML files and CSV tables, including density count distribution analysis, pairwise scatter plots, cluster dendrograms, Principal Component Analysis (PCoA) plots, size factor estimations, dispersion plots and MA- and volcano plots. Resulting tables, including raw counts, normalized counts, Fold-Change estimation and dispersion data for each of the analysis methods (DESeq2 and edgeR) were annotated with additional data from Biomart (https://bioconductor.org/packages/release/bioc/html/biomaRt.html), WormBase (http://www.wormbase.org) and org.Ce.eg.db (https://bioconductor.org/packages/release/data/annotation/html/org.Ce.eg.db.html) databases. Final tables also include the associated gene name, Ensembl Transcript and protein information, GO Term ID and names, EntrezID, UniprotTrEMBL information and Human ortholog ID and gene name data.

In order to control the False Discovery Rate (FDR), p-values were amended by Benjamini-Hochberg (BH) multiple testing corrections [72]. Those features showing corrected p-values below the 0.05 threshold were considered up- or down-regulated genes. To reinforce downstream analysis and discard false-positive over/under-expressed genes, common up- and down-regulated features were extracted from DESeq2 and edgeR tables. The CRAN packages eVenn (https://www.rdocumentation.org/packages/eVenn/versions/2.4) and pheatmap (https://CRAN.R-project.org/package=pheatmap) were used to graphically represent Venn diagrams and heatmap plots showing these common features.

Gene Ontology enrichment analysis was performed for common up/down regulated genes by using the clusterProfiler package [73] through its enrichGO tool. This tool uses a hypergeometric BH model to obtain adjusted q-values. Each GO category (Biological Process–BP-, Molecular Function–MF, and Cellular Component–CC-) was represented in bar plots, showing its relative abundance and associated q-value. Similarly, KEGG and Reactome pathway analysis was conducted using clusterProfiler (enrichKEGG) and ReactomePA [74] tools. The KEGG pathway maps were obtained with the Pathview package [75].

By tacking DESeq2 expression values, the regularized log2 transformation (rlog) data was represented as a 2-dimensional Principal Component Analysis (PCA) plot. Sample-to-sample Euclidean distances were calculated from the rld data and represented in a heatmap, showing the adjacent clustering information [48].

Lists of up- and downregulated genes are available online for comparison and easy visualization by loading the following datasets onto the web version of the Upset application (http://caleydo.org/tools/upset/):

Upregulated genes:

https://raw.githubusercontent.com/CharoLopez/upset-data/master/Up_regulated_all.json

Downregulated genes:

https://raw.githubusercontent.com/CharoLopez/upset-data/master/Down_regulated_all.json

## Supporting information

S1 Fig Fertility and viability of N2 vs. the *t1903* mutant. (**a**) Fertility of N2 vs. the *t1903* mutant at 15°C and 25°C. The graph shows the number of eggs laid by N2 worms (in black; n = 10) compared to those laid by *t1903* worms (in gray; n = 10) growing at 15°C and 25°C (Mean ±standard error of the mean (sem)). The differences between N2 and *t1903* are statistically significant. P-values correspond to the Student’s t-test. (**b**) Embryonic viability (%) of N2 versus *t1903* mutants, growing at 15°C and 25°C. The graph shows the percentage of hatched larvae in N2 worms (black) compared to the percentage of hatched larvae in *t1903* worms (gray) growing at 15°C and 25°C.
(TIF) Click here for additional data file.

S2 Fig Western blot validation of the INTS-6::3xFLAG::GFP full length protein formation. (**a**) Upper panel shows anti-GFP detection/quantification of the tagged INTS-6 protein under control of both the *eft-3* promoter and the endogenous *ints-6* promoter. Size corresponds to that expected for INTS-6 (98kDa) plus 3xFLAG (2.6kDa) and GFP (28kDa). Lower panel shows actin as loading control. (**b**) (**c**) Entire western blot shows INTS-6::3xFLAG::GFP as the only protein detected, with no significant degradation or cleavage fragments found using anti-GFP and anti-FLAG antibodies.
(TIF) Click here for additional data file.

S3 Fig Human INTS6 localization. (**a**) Schematic representation of the plasmids, pBS15 and pBS16, used for transfection. (**b**) INTS6 *in vivo* localization in 293T cells transfected with pBS15 or pBS16 (**c**) INTS6 *in vivo* localization in U2OS cells transfected with pBS15 or pBS16.
(TIF) Click here for additional data file.

S4 Fig *C. elegans* INTS-6 localization. Immunostaining of: JCP383 *ints-6* (*tm1615*) IV; jcpSi10[pJC51(*ints-6*p::*ints-6*::3xFLAG::eGFP::*ints-6*UTR,*unc-119*(+))] II using antiFLAG antibodies (left panel) and DAPI (right panel). *C*. *elegans* INTS-6 shows a mainly nuclear localization in early embryos (1 and 2), middle-late embryos (3), and adults (head (4), gonad (5), gut (6) and tail (7)).
(TIF) Click here for additional data file.

S5 Fig polyA RNA seq experiments show that *ints-6* (*t1903*) has snRNA processing defects. snRNAs are non-polyadenylated and therefore practically not detected in the polyA RNAseq analysis of WT N2 control (upper panel). Reads corresponding to the snRNA, the downstream intergenic region and the downstream gene are detected in the *ints-6* (*t1903*) mutant at 15°C and, at a higher level, at the restrictive temperature, 25°C. Reads corresponding to the chimeric sn-mRNA are polyadenylated and therefore detected in the polyA assay. As expected for polyA RNAseq, the 3’ end of the gene is enriched.
(TIF) Click here for additional data file.

S6 Fig *ints-6* (*t1903*) mutant disrupts processing of SL snRNAs. RNA deep sequencing reads aligned to the *C*. *elegans* genome in the regions of SL snRNA genes, visualized on IGV software. N2 reads are shown in gray whereas *ints-6* (*t1903)* mutant reads are in black. Underneath each graph, the *C*. *elegans* genome is represented in blue. The exons are shown as blue boxes and the introns as lines. (**a**) Shows a region of the *C*. *elegans* chromosome V where *sls-1* genes cluster paired with rRNAs genes. (**b**) Shows the *C*. *elegans* chromosome II in the region of the gene *sls-2*.*1*. In the WT, SL snRNAs are processed and trans-spliced as short exons to coding mRNAs. Therefore, their reads do not fully match to the SL loci and the alignment is low. In contrast, unprocessed SL snRNAs reads align to their coding and downstream region and therefore are fully detected.
(TIF) Click here for additional data file.

S7 Fig Full list of INTS-6-associated proteins identified by anti-FLAG affinity purification. In addition to members of the Integrator complex, other proteins were immunoprecipitated along with INTS-6::3xFLAG::GFP. Proteins found in the FLAG affinity eluate that also appeared in the control using WT N2 animals were discarded as nonspecific binding. RNAPII was not immunoprecipitated with INTS-6, suggesting an indirect interaction in the complex. In humans, the interaction between both complexes is mediated by INTS1 and the C terminal domain of the RNAPII.
(TIF) Click here for additional data file.

S8 Fig Validation of RNAi depletion of Integrator subunits. (**a**) RNA-dependent RNA polymerase (RDRP) mediated amplification of the different integrator members, shown as a red line, indicates efficient dsRNA interference. (**b**) RNAi Integrator subunits depletion was efficient in the 3 different transcriptional classes. Western blots of representative subunits of the Auxiliary, Holder and Catalytic classes tagged with 3xFLAG show a strong depletion of the proteins upon RNAi treatment. In all cases, the upper panel shows the tagged protein in the control L4440 RNAi vs specific RNAi, visualized with anti-FLAG. The lower panels show actin as the loading control.
(TIF) Click here for additional data file.

S9 Fig **Northern blot analysis for U1 snRNA (a) and U2 snRNA (b) from *C*. *elegans* worms six days after treatment with RNAi L4440 (control), RNAi of *ints-6*, N2 and *ints-6 (t1903)* mutant grown o/n at 25**°**C**. Mature snRNA is detected after six days of *ints-6* silencing. U6 snRNA is shown as a control. Knockdown of *ints-6* and the *t1903* mutation lead to generation of chimeric sn-mRNAs (**c**, **d**). Probes from either internal region of U1 snRNA and U2 snRNA or the 3’ region of snRNA are shown for each blot.
Capture of the corresponding RNA-seq alignment reads shows the contribution of chimeric sn-mRNA (in *ints-6 t1903* mutant or RNAi) versus the normal expression of gene mRNA (in an empty L4440 RNAi vector or a WT N2) (**e,f**).
(TIF) Click here for additional data file.

S10 Fig Quantification of the snRNA 3’ end processing defects upon knockdown of the Integrator subunits. Expression levels of U1 (**a**) or U2 (**b**) snRNAs are not significantly affected by RNAi of the different integrator subunits. Normalized counts for snRNA gene expression of the 3 replicas show no statistical differences between the control and the different RNAi integrator subunits. U1 and U2 are properly processed at their 3’ ends in the control (**c** and **d**). RNAi Knockdown of *C*. *elegans* Integrator subunits leads to no more than a 1.4% lack of U1 3’ end processing (**c**) and up to a 6.2% lack of U2 3’ end processing.
(TIF) Click here for additional data file.

S11 Fig Read-through transcription downstream of the snRNA loci reaches the expression level of regulatory genes such as *lit-1*/NLK or *daf-16*/FOXO of the wnt and insulin pathways respectively, after knockdown the Integrator complex. Normalized expression data of the *act-1*/actin, atm-1/ATM *ced-1*/MEGF11, *daf-16*/FOXO, *egl-1*/BH3 and *lit-1*/NLK genes are shown for the control and the knockdown of different Integrator subunits. U1 and U2 read-through are absent in the control but reach a physiological level after Integrator subunit RNAi.
(TIF) Click here for additional data file.

S12 Fig Quantification of splicing defects caused by RNAi knockdown of the Integrator subunits in *C. elegans*. Intron retention was determined as the ratio between reads in the gene introns versus total reads of the gene (mean ± standard error of the mean). (**a**) Shows intron retention of genes located directly downstream of snRNA loci, and therefore transcribed as chimeric sn-mRNAs. Analyzed genes: F08H9.3, C15F1.5, H27M09.5, F58G1.7, F08H9.12, T08G5.3, W04G5.8, F15H9.3, F15H9.4, R05D7.3, F56H6.2, Y54G9A.4, F08G2.6, F08G2.8, Y57G11C.5. Expression of these genes in the WT was low and no intron retention was detected. As a control, (**b**) shows intron retention of genes located upstream of the snRNA loci, and therefore not transcribed as chimeric sn-mRNAs. Analyzed genes: F08H9.4, C15F1.6, H27M09.3, Y38F1A.1, F08H9.6, T08G5.5, W04G5.2, M01G12.9, R05D7.1, R05D7.4, F41D3.5, Y54G9A.5, F08G2.7, Y57G11.4. Significant differences in a T-student test are shown with asterisks.
(TIF) Click here for additional data file.

S13 Fig Detection of antisense RNAs derived from the lack of processing of snRNAs located *in antisense* downstream of coding genes. Directional RNAseq alignments of WT and *ints-6* (*t1903*) mutant worms to the *C*. *elegans* reference genome. Reads on the + strand are shown in blue and reads on the–strand are shown in red. The black line marks the 3’ end of the snRNA.
For each case, the upper track shows the genomic region of snRNA loci located downstream and opposite to coding genes. The middle track shows the RNAseq alignment of WT worms. RNAseq shows only the mRNA and the mature snRNA. The lower track shows the RNAseq alignment of *ints-6* (*t1903*) mutant worms. Both types of transcripts are present: mRNA and *antisense* RNAs on the opposite strand, derived from the lack of processing of snRNAs located *in antisense* downstream of the gene. (**a**) Shows the gene *glc-4*, (**b**) the gene W06D4.2, (**c**) the gene rpt-1 and (**d**) the gene W09D6.5.
(TIF) Click here for additional data file.

S14 Fig “Chimeric U1 and U2-mRNAs” are not translated into peptides. (**a**) Scheme of the plasmids made and integrated into chromosome II, using the mosSCI system. Plasmid pJC63 was used to generate the JCP479 transgenic strain. A genomic region amplified upstream of U1 F08H9.10 to the downstream region of the F08H9.3 gene is shown. A cassette with the HA, MYC (+1b) and TY (+2b) tags in each of the 3 ORFs was inserted into U1 F08H9.3 so that the HA tag and the MYC tag were in-frame respectively with the first and the second ATGs of the U1 F08H9.10. Plasmid pJC64 was used to generate the JCP504 strain. A genomic region amplified upstream of U2 W04G5.11 to the downstream region of the W04G5.8 gene is shown. The same cassette with the HA, MYC (+1b) and TY (+2b) tags in each of the 3 ORFs was inserted into the U2 W04G5.11. (**b**) WBs of protein extracts from the JCP479 and JCP504 transgenic strains after RNAi treatment of the *C*. *elegans* Integrator complex subunits *ints-2*, *-9* and *-11* and the empty L4440 vector. Expected molecular weights: JCP479/JCP504 for HA (1^st^ ORF): 7 kDa; MYC (2^nd^ ORF): 8.7 kDa; TY (3^rd^ ORF): 5.5 kDa. Positive control HA: 28.4 kDa; positive control MYC: 61.5 kDa; positive control TY: 54.3 kDa.
(TIF) Click here for additional data file.

S15 Fig Sample-to-sample distance heatmap between worm samples. Sample-to-sample distance heatmap showing the Euclidean distances (calculated from the rld data) between worm samples. Upper and left-side dendrograms show samples grouped by similarity of their transcriptional profiles.
(TIF) Click here for additional data file.

S1 Table Main ncRNA types in *C. elegans*. **Analysis of the influence on the 3’-end processing when any of the Integrator complex subunits are knocked down.** For each ncRNA type, the following information is shown: gene name, chromosome (Chr), genomic position, U Strand (sense: 1; antisense: -1), 3’-end processing affected (yes/no), name of downstream gene affected, strand of downstream gene affected (sense: 1; antisense: -1) and snRNA localization inside of an intron (yes/no).
(XLS) Click here for additional data file.

S2 Table Integrator subunits in *H. sapiens* and their orthologs in the following species: *M. musculus*, *G. gallus*, *D. rerio*, *D. melanogaster* and *C. elegans*. The Integrator subunit protein sequences were searched for in the Uniprot database (http://www.uniprot.org/) and their corresponding orthologs were searched for using the BLASTp tool with default parameters against the corresponding genome (https://blast.ncbi.nlm.nih.gov/Blast.cgi). Results were corroborated at www.orthodb.org. Percentages of identity (in bold) and similarity (in brackets) are shown. Each cell in the table is colored depending on the percentage of identity between the human sequence and the organism being considered. Black means 100% homology and white means no significant homology. Asterisks indicate that significant homology was found on a portion covering less than 50% of the protein sequence.
(XLSX) Click here for additional data file.

S3 Table snRNA sequences. Sequence of the different snRNAs in *C*. *elegans*. CLUSTAL multiple sequence alignment by MUSCLE (3.8) and consensus sequence of each snRNA type.
(DOC) Click here for additional data file.

S4 Table Multipage excel file showing the lists of genes significantly up- or downregulated in each group. (XLS) Click here for additional data file.

S5 Table Gene Ontology (GO) enrichment analysis of genes specifically affected after RNAi knockdown of each Integrator complex member. The cellular component and molecular function of the corresponding up-regulated and down-regulated genes are shown.
(XLSX) Click here for additional data file.

# Supplementary material for: Disruption of the Caenorhabditis elegans Integrator complex triggers a non-conventional transcriptional mechanism beyond snRNA genes
**Source:** PLoS Genet. 2019 Feb 26;15(2):e1007981. doi: 10.1371/journal.pgen.1007981
**Supplement:** S3 Table — Sequence of the different snRNAs in C. elegans. CLUSTAL multiple sequence alignment by MUSCLE (3.8) and consensus sequence of each snRNA type.

**snRNA U1**

sup-6 -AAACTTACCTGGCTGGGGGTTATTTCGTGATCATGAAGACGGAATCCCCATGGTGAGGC

sup-39 TAAACTTACCTGGCTGGGGG-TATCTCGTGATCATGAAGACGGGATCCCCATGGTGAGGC

C27H5.11 -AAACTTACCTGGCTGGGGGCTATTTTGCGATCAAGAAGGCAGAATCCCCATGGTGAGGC

H27M09.6 -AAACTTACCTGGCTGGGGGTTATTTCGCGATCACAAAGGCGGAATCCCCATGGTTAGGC

F08H9.11 -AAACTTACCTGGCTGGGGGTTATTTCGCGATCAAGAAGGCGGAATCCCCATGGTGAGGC

F40G12.14 -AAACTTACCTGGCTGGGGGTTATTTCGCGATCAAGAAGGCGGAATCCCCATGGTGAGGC

F08H9.10 -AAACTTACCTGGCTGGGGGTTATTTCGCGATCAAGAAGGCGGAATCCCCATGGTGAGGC

T08G5.11 -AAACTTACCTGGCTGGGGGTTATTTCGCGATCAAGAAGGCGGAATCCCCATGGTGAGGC

F40G12.13 -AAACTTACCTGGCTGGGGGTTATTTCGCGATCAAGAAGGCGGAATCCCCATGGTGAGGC

T27E4.12 -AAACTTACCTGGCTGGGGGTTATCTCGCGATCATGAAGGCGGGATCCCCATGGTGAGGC

T27E4.11 -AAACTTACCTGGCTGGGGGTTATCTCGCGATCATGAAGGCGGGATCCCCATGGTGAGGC

T27E4.10 -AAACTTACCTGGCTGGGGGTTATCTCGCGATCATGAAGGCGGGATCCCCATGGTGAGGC

******************* *** * * ***** *** * * *********** ****

sup-6 CTACCCATTGCACTTTTGG-GCGGGCTGACCCG------TGTGGCAGTCTCGAGTTGAGA

sup-39 CTACCCATTGCACTTTTGG-GCGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

C27H5.11 CTACCCATTGCACTTTTGG-GCGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

H27M09.6 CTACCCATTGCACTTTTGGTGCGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

F08H9.11 CTACCCATTGCACTTTTGG-GCGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

F40G12.14 CTACCCATTGCACTTTTGG-GCGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

F08H9.10 CTACCCATTGCACTTTTGG-GCGGGCTGACCTA------TGTGGCAGTCTCGAGTTGAGA

T08G5.11 CTACCCATTGCACTTTTGG-GCGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

F40G12.13 CTACCCATTGCACTTTTGG-GCGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

T27E4.12 CTATCCATTGCACTTTTGG-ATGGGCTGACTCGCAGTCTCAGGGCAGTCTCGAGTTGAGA

T27E4.11 CTATCCATTGCACTTTTGG-ATGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

T27E4.10 CTATCCATTGCACTTTTGG-ATGGGCTGACCTG------TGTGGCAGTCTCGAGTTGAGA

*** *************** ******** ******************

sup-6 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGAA

sup-39 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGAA

C27H5.11 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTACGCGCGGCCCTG--

H27M09.6 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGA-

F08H9.11 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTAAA

F40G12.14 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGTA

F08H9.10 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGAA

T08G5.11 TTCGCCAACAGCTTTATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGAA

F40G12.13 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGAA

T27E4.12 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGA-

T27E4.11 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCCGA-

T27E4.10 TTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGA-

************** *********************** **********

>Consensus U1

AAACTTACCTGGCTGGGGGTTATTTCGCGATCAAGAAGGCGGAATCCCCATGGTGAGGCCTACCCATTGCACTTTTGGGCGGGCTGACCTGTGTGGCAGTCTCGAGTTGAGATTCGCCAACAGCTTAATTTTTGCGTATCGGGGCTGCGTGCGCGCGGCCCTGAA

**snRNA U2**

T14B4.10 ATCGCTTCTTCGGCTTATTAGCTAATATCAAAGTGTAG--TCTGTTCTCATCGTACTAAC

F11A5.14 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

C05G6.4 -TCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

W04G5.11 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F15H9.5 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F15H9.6 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

Y47H9A.2 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F56H6.15 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

Y54G9A.8 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F56H6.16 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

C47F8.9 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F56H6.14 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

R05D7.6 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F08G2.10 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

W07G1.9 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F08G2.11 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

F08G2.9 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

W07G1.8 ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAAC

************************ ************ ******** ****** ****

T14B4.10 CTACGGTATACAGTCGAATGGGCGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

F11A5.14 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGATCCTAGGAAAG

C05G6.4 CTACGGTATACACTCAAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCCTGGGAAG

W04G5.11 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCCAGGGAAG

F15H9.5 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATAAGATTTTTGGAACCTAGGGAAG

F15H9.6 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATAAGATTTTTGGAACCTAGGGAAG

Y47H9A.2 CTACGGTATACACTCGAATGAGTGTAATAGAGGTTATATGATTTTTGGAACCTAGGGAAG

F56H6.15 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

Y54G9A.8 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

F56H6.16 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

C47F8.9 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

F56H6.14 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

R05D7.6 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

F08G2.10 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

W07G1.9 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

F08G2.11 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

F08G2.9 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

W07G1.8 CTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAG

************ ** **** * ****** ******** ********** ** ** ***

T14B4.10 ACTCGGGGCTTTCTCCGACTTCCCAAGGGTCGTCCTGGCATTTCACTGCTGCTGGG--CG

F11A5.14 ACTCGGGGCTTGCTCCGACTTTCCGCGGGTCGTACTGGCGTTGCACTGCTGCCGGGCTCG

C05G6.4 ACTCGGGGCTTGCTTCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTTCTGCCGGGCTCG

W04G5.11 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F15H9.5 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F15H9.6 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

Y47H9A.2 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F56H6.15 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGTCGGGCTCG

Y54G9A.8 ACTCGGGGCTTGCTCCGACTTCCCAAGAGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F56H6.16 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

C47F8.9 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F56H6.14 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

R05D7.6 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F08G2.10 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

W07G1.9 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F08G2.11 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

F08G2.9 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

W07G1.8 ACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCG

*********** ** ****** ** * ***** ***** ** **** *** *** **

T14B4.10 GCCCAGTCCC

F11A5.14 GCCCAGT---

C05G6.4 GCCCAGT---

W04G5.11 GCCCA-----

F15H9.5 GCCCAGT---

F15H9.6 GCCCAGT---

Y47H9A.2 GCCCAGT---

F56H6.15 GCCCAGT---

Y54G9A.8 GCCCAGT---

F56H6.16 GCCCAGT---

C47F8.9 GCCCAGT---

F56H6.14 GCCCAGT---

R05D7.6 GCCCAGT---

F08G2.10 GCCCAGT---

W07G1.9 GCCCAGT---

F08G2.11 GCCCAGT---

F08G2.9 GCCCA-----

W07G1.8 GCCCAGT---

*****

>Consensus U2

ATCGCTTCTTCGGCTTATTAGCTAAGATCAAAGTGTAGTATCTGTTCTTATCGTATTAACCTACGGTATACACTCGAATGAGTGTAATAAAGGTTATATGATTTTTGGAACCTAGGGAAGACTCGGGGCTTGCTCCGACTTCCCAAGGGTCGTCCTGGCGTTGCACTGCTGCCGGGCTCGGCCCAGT

**snRNA U4**

F10D2.13 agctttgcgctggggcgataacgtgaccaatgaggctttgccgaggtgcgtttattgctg

T11F9.16 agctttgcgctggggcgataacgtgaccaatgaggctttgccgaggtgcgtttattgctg

C52E4.8 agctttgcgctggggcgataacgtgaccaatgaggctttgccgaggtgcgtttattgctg

T11F9.15 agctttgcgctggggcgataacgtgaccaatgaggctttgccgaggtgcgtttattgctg

K03B8.10 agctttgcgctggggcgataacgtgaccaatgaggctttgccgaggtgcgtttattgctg

************************************************************

F10D2.13 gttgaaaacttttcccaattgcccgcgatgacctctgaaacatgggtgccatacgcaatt

T11F9.16 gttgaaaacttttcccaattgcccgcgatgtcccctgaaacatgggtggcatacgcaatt

C52E4.8 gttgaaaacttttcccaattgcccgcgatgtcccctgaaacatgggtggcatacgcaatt

T11F9.15 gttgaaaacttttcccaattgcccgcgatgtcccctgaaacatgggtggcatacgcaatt

K03B8.10 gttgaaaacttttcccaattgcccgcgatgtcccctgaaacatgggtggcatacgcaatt

****************************** ** ************** ***********

F10D2.13 tttgaacgcctctaggaggcag--

T11F9.16 tttgaaagcctctaggaggcagaa

C52E4.8 tttgaacgcctctaggaggcagaa

T11F9.15 tttgaacgcctctaggaggcagaa

K03B8.10 tttgaacgcctccaggaggcagaa

****** ***** *********

>Consensus U4

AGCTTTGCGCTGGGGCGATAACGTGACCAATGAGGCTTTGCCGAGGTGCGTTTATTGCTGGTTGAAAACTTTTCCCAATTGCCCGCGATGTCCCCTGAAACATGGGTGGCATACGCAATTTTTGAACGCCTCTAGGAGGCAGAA

**snRNA U5**

C53D6.16 ---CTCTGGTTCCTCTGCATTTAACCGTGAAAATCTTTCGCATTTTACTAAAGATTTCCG

* ********************* ************** ******************

F32B5.9 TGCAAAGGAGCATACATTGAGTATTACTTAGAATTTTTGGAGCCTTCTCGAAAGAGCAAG

F42C5.12 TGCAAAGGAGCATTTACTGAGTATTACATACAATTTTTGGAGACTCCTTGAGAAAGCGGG

C53D6.16 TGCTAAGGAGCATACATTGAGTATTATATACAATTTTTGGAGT-TCCTTGAGAAAACGAG

Y69A2AR.36 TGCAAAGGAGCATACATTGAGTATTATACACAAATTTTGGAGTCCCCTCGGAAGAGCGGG

C53B4.9 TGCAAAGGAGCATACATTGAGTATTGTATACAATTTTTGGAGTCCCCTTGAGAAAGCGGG

F38E11.11 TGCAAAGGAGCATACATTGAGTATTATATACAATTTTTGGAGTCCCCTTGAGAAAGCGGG

F38E11.10 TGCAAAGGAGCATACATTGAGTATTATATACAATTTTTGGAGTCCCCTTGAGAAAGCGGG

C53D6.12 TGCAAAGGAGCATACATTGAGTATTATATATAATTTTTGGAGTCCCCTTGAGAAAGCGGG

ZK897.3 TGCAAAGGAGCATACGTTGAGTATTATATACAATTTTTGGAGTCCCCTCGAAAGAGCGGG

F07C6.5 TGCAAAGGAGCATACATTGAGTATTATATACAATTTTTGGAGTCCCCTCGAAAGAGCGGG

ZK897.2 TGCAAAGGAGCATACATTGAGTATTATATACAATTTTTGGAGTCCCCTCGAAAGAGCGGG

ZK897.4 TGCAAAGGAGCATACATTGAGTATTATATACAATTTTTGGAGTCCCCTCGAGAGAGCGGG

*** ********* ******** * ** ******** ** * * * * *

F32B5.9 GCA----

F42C5.12 TC-----

C53D6.16 A------

Y69A2AR.36 AC-----

C53B4.9 ACA----

F38E11.11 ACA----

F38E11.10 ACA----

C53D6.12 ACAAAAT

ZK897.3 ACA----

F07C6.5 ACA----

ZK897.2 ACA----

ZK897.4 ACA----

>Consensus U5

**snRNA U6**

F36A4.23 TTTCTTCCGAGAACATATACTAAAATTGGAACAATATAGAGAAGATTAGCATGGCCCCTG

F32D1.12 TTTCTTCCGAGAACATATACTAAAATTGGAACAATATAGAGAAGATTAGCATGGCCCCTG

** * ** * *** ******* **** ***********************

B0205.15 CGCAAGGATAACACGCAAA---AGTAGACGTTCCAACCGACACGCCTCTTT

T20D3.12 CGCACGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

T20D3.13 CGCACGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

F36A4.23 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

F32D1.12 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

F54C8.10 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

R07E5.16 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

C28A5.7 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

F54D8.7 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTT-

F54C8.8 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

F54C8.9 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

W05B2.8 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

Y17G9A.85 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTT-

Y17G9A.90 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

T08B6.62 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTT-

Y9C9A.111 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

K09B11.12 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

K09B11.13 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

K09B11.14 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

K09B11.15 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

K09B11.16 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

K09C6.12 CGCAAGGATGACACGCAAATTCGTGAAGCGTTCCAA---------ATTTTT

K09B11.11 CGCAAGGATGACACGC-AATTCGTGAAGCGTTCCAA---------ATTTTT

**** **** ****** ** * ******** * **

>Consensus U6

**SL**

sls-1.1 ------------------------------TTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.2 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.3 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.4 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.5 ------------------------------TTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.6 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.7 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.8 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.9 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.10 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.11 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

sls-1.12 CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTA

******************************

sls-1.1 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.2 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.3 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.4 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.5 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.6 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.7 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.8 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.9 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.10 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.11 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-1.12 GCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

**************************************

>Consensus SL-1

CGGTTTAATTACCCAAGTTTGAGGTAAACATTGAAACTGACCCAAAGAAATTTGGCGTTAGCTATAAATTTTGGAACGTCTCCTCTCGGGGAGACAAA

sls-2.10 GGTTTAAAACCCAGTTA-CCAAGGTAATTCGGAG-TTCTGACCTTTCGAAAGAAAGCGTC

sls-2.11 GGTTTAAAACCCAGTTA-CCAAGGTAATTCGGAG-TTCTGACCTTTCGAAAGAAAGCGTC

sls-2.9 GGTTTTAACCC-AGTTA-CCAAGGTAATTCGGAG-TTTCGATCTTTCGAAAGAGAGTGTC

sls-2.1 GGTTTTAACCC-AGTTACTCAAGGTACGCTGGAG-TTCTGACCTTTCGAAAGAGAGTGTC

sls-2.4 GGTTTTAACCC-AGTTACTCAAGGTACGCTGGAG-TTCTGACCTTTCGAAAGAAAGTGTC

sls-2.2 GGTTTTAACCC-AGTTACTCAAGGTACGCTGGAG-TTCTGACCTTTCGAAAGAGAGTGTC

sls-2.3 GGTTTTAACCC-AGTTACTCAAGGTACGCTGGAG-TTCTGACCTTTCGAAAGAGAGTGTC

sls-2.8 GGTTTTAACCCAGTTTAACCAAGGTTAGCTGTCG-TTTCGATCTCTCGAGAGAGTGTGTC

sls-2.16 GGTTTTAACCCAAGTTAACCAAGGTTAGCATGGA-ATTCGATCTTTCGAAAGAATGTGTC

sls-2.5 GGTTTTAACCC-AGTTAACCAAGGTTAGCATGGA-ATTCGATCATTCGCAAGAATGTGTC

sls-2.18 GGTTTTAACCC-ATATAACCAAGGTTAGTATGGA-ATTCGATCATTCGCAAGAGTGTGTC

sls-2.14 GGTTTTTACCC-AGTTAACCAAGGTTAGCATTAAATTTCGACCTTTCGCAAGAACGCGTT

sls-2.15 GGTTTATACCC-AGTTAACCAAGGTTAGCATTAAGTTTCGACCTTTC-CAAGAATGTGTT

sls-2.17 GGTTTTAACC--AGTTAACTAAGGTTAACATTAA-TTTCGACCATTCGAAAGATTGTGTT

sls-2.12 GGTTTTAACCC-AGTTAATTGAGGTTAGCAATAA-TTTCGACCTTTCGAAAGATTGTGTT

sls-2.13 GGTTTTAACCC-AGTTAATTGAGGTTAGCAATAA-TTTCGACCTTTCGAAAGATTGTGTT

sls-2.6 GGTTTTAACCC-AGTTAACCAAGGTTAGAATGGA-TTCCGACCATTCGAAAGAGTGTGTT

sls-2.7 GGTTTTAACCC-AGTTAACCAAGGTTAGCATGTA-TTCCGACCATTCGTAAGAGTGTGTT

***** * * ** **** * ** * ** *** * **

sls-2.10 T-TTTACAA--TAAATTTTGGATTAGTTCAGTCGGGGT-TTCCGGCTGAACAAAA---

sls-2.11 T-TTTACGA--TAAATTTTGGATTAGTTCAGTCGGGGT-TTCCGGCTGAACAAAA---

sls-2.9 GATTGTGAA--CAATTTTTGGAATAGCTCTTCCGGGGA-ATCCGGTCGGGCAATA---

sls-2.1 AAACAACTT--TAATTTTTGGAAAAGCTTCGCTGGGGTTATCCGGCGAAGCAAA----

sls-2.4 AAACGACTT--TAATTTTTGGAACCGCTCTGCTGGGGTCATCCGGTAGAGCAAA----

sls-2.2 AAACAACTT--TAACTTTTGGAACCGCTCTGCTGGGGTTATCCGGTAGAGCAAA----

sls-2.3 AAACAACTT--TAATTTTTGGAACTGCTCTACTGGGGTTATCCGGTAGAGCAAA----

sls-2.8 GAATAAAAAA-TAATTTTTGGAATCGCTTCATCGGGGA-ATCCGTTGAAGCAAA----

sls-2.16 GAA-CACAA--AAATTTTTGGAACAGCTTCCTCGGGGT-TTCCGTGGAGGCAAA----

sls-2.5 GAAACACAA----AATTTTGGACAAGCTTCCTCGGGGT-ATCCGTGGGAGCAAA----

sls-2.18 GAA-AACAC--CAAATTTT-GACAAGCTTCTTCGGGGT-ATCCGTGGGAGCAAA----

sls-2.14 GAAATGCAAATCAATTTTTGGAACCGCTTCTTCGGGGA-ATCCGTTGAGGCAAA----

sls-2.15 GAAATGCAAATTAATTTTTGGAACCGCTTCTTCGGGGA-ATCCGTTGAAGCAAAA---

sls-2.17 GAATAACAA--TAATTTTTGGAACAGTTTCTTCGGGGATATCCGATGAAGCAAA----

sls-2.12 GAATAACAA--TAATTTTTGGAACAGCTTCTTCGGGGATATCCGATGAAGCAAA----

sls-2.13 GAATGACAA--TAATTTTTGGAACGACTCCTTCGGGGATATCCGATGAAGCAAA----

sls-2.6 GAATAACAA--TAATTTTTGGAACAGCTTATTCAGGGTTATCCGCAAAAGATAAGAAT

sls-2.7 GAATAACAA--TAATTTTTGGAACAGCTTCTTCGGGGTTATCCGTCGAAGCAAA----

* **** ** * *** **** *

>Consensus SL-2

GGTTTTAACCCAGNTTAACCAAGGTTAGCATGNAATTCCGACCTTTCGAAAGAGTGTGTCGAANTANACAATAATTTTTGGAACAGCTTCTTCGGGGTTATCCGXTGAAGNCAAAXXX

smy-7 -------------------------TACCCTGACCTTG-AAAGGACAGGGTTTGCAAAAA

smy-1 ----------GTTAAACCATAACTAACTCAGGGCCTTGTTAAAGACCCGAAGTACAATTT

smy-12 ----------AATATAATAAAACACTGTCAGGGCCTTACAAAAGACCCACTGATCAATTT

smy-11 -----------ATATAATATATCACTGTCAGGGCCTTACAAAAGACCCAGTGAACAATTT

smy-4 -----------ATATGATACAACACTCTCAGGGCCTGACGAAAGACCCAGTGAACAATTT

smy-6 --------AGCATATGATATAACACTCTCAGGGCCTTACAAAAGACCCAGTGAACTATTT

smy-5 -------------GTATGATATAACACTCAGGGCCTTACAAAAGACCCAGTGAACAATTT

smy-10 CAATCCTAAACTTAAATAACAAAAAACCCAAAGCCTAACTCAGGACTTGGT-AACAATTT

smy-9 ---------------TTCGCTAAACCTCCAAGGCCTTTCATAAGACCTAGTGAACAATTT

smy-8 -----------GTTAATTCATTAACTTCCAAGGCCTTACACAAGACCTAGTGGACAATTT

* *** * *** * *

smy-7 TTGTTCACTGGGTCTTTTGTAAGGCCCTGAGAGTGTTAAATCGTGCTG

smy-1 TTGAAG-CCCTGTCTCT--CGAGGCAGGGG------------------

smy-12 TTGAAAACCTTGTTCTCT-TGAGGGCACGGT-----------------

smy-11 TTGCAAACCCTGTCTTCT-TGAAGGCGGGG------------------

smy-4 TTGAAAACCCTGTCCTTT-CGAGGTCATGGTAA---------------

smy-6 TTGAAAACCCTGTCCTCT-CGAGGTCAGGGTA----------------

smy-5 TTGCAAACCCTGTCCTTT-CGAGGTCAGGGT-----------------

smy-10 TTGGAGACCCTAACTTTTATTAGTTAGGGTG-----------------

smy-9 TTGGGGACCCTATCTTTT-TAAGGTAGGGTTAA---------------

smy-8 TTGGAGACCCTATCTAGC-CGTGATAGGGTG-----------------

*** * *

>Consensus SMY

NNAXXATANNNTXATATAACACTNNNCTCAGGGCCTTACAAAAGACCCAGTGAACAATTTTTGAAAACCCTGTCXTTTCGAGGTCXGGGTXX

How the deposited data were processed for this re-analysis (not part of the article)

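RNA of C. elegans N2 worms was sequenced in 42 libraries, 3 for each of 14 conditions. The worms were fed for 6 days at 15 °C with bacteria for RNAi of 1 of 13 Integrator subunits or with the empty L4440 vector. A further 3 libraries of the series belong to a condition that the paper does not report. They were left out of every comparison between conditions, apart from 1 clustering with 45 libraries. Their counts were also set beside the other 42 libraries gene by gene and, for genes downstream of the transgene loci, beside L4440. These values are given under the results flagged for a closer look and under the other observations. The condition and replicate number of each library were taken from its labels and matched to the paper before any count was read.

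The authors depleted rRNA, sequenced read pairs, trimmed them, aligned them with TopHat2 to WBcel235 and counted pairs with featureCounts on the exons of each gene, without regard to strand and without the reads that align to several places. The deposited values are raw counts per gene, with no normalization, and each replicate has its own file of 46739 genes. Of these genes 43720 had a name in the reference. For 591 genes the name had the form of a sequence name and differed from the gene's own transcript names, and the latter was used. Total counts had a median of 9192543 in the L4440 libraries, 7126930 in those of the Catalytic Class, 7564592 in those of the Holder Class and 6926726 in those of the Auxiliary Class. By replicate number the medians were 7919733 for number 1, 4923803.5 for number 2 and 8711580 for number 3. Wilson intervals at 95% were computed for the share of rrn-2.1 in each library, and the amount that 3 counts would show was computed as the floor.

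Counts were analysed in R 4.3.3. The main model was edgeR 4.0.16 with TMM normalization, the filterByExpr filter on low counts at its default settings, robust estimation and the quasi-likelihood test, over all 42 libraries in 1 model of the 14 conditions. Each knockdown was compared with L4440, and p-values were adjusted by the Benjamini-Hochberg method within each knockdown. The threshold was an adjusted p of 0.05, with no limit on the fold change. Genes common to a class are those past the threshold in the same direction in each of its knockdowns. The standard error of a log2 fold change was computed from the fold change and the F statistic of the test. Log2 CPM values used a prior count of 2.

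The replicate numbers are shared between conditions, so the replicate number was tried as a replicate block. The other alternatives set before the data were examined were DESeq2's median-of-ratios size factors within edgeR, no filter on low counts, DESeq2 1.42.0 in place of edgeR, the genes called by both DESeq2 and edgeR's likelihood ratio test, a model with only the knockdown and L4440, and leaving out each replicate in turn. The paper describes taking the genes common to DESeq2 and edgeR, and it names no likelihood ratio test. A model without the rRNA genes was added after the data were examined. The alternatives kept the genes of the main filter, apart from DESeq2 and the alternative without a filter, which used every gene with a count. When a replicate was left out, only the lists of the knockdowns that use it were replaced.

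Genes downstream of snRNA, SL RNA and snoRNA loci were taken from the paper's S1 Table by strand and by whether the locus lies in an intron. After the data were examined, genes linked to snoRNAs and to sls-1 were left out of the in-sense set, and the former are reported as a set of their own. The read-through measure is the median log2 fold change of the in-sense genes outside introns, compared between phenotypes by an exact two-sided permutation test over the knockdowns. For U1 and U2, counts were summed over the listed genes and compared by an exact two-sided permutation test of 3 against 3 libraries and, added after the data were examined, by an exact test over the sign flips of the pairs with the same replicate number. Alternatives for these were DESeq2's size factors, raw library totals and scaling on genes with at least 10 counts in every library.

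Libraries were clustered by complete linkage on Euclidean distances of DESeq2's rlog values and divided into 3 clusters. Principal components used the 500 most variable genes. The alternatives were the variance-stabilizing transformation, log2 CPM, average linkage, clustering on the 500 most variable genes, components on all genes, 45 libraries, and leaving out all libraries of 1 replicate number. A clustering without the targeted genes was added after the data were examined, because RNAi puts reads of the targeted gene into its own libraries. The rlog value of srh-223, the gene targeted for ints-10, depended on the processor. With 1 set of processor instructions its fit failed and gave a value above the log2 of the count itself, which changed the share of the first principal component and the clustering on the 500 most variable genes. The basic instruction set, with which this did not occur, was therefore fixed after the data were examined. Distances between conditions are means over pairs of libraries, a measure chosen after the data were examined.

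Gene families were taken by the prefix of their symbols and tested by one-sided Fisher's exact tests against the tested genes. These tests treat genes as independent, and genes of a family can change together, so their p-values can be too small. The msp, ssp, vit, eggshell, col, inx, vha, respiratory and neuronal families were set before the data were examined. The spe family and the kinase-, phosphatase- and peptidase-named groups were set afterwards. The planned tests on gene descriptions were not run, because descriptions were not used here. The named genes follow a rule set before the data were examined. They are the targeted genes, the genes that the paper names as measured in these libraries, 11 stress reporters, and the 4 largest mean rises and 4 largest mean falls over the Catalytic Class. The rises and falls were picked among genes past the threshold in all 4 knockdowns, with an average log2 CPM over 1 and every knockdown replicate on the same side of every L4440 replicate.

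The pairing by replicate number was tested with 1000 random relabellings. The main model and 6 other ways of testing were tested on simulated data with 200 changed genes. For each count of genes, the libraries of the knockdown and of L4440 with the same replicate number were exchanged, 1 replicate number at a time. The directional and poly(A) sequencing of the mutant, the northern blots, RT-PCR, western blots and microscopy were not analysed here.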

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

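The families of major sperm protein and vitellogenin genes were set before the data were examined. All tests of the major sperm protein genes and of the unassigned libraries in this part were chosen after the results were seen, and the outcome of the vitellogenin test was in effect already known.

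The paper does not discuss the major sperm protein genes (msp symbols), whose counts rose above those of the controls. All 28 msp genes that passed the filter on low counts were upregulated in all 4 Catalytic Class knockdowns, where 3.58 are expected (one-sided Fisher's exact test, p = 8.45e-26). In all 5 Holder Class knockdowns 18 were upregulated (1.80 expected, p = 2.21e-15 by the same Fisher's exact test). In each of the 4 Auxiliary Class knockdowns 0 were, and at an unadjusted p under 0.05 there was 1 in ints-10 RNAi and 0 in each of the other 3. Whether the classes differ was not tested. Fisher's exact test treats genes as independent, but the msp genes rose together in the same libraries, so these p-values can be too small. The summed count of the 31 annotated msp genes was 4.33 to 24.5 CPM in the 3 L4440 libraries, 315 to 1907 CPM in the 12 Catalytic Class libraries, 19.0 to 929 CPM in the 15 Holder Class libraries, of which 14 lay above every L4440 library, and 3.81 to 55.3 CPM in the 12 Auxiliary Class libraries, of which 3 did. The median log2 fold change of the msp genes ranged from 3.63 (ints-8 RNAi) to 6.32 (ints-5 RNAi) over the 9 Catalytic and Holder Class knockdowns. With DESeq2's size factors in edgeR it ranged from 3.67 to 6.45.

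Technical explanations were tested for the rise in the 4 Catalytic Class knockdowns only, and not for that in the Holder Class. For a difference in library size, the libraries were thinned to the smallest total, 1947993 counts. Of the 12 Catalytic Class libraries 12 still lay above every L4440 library, with at least 625 msp counts against at most 49. For a few genes taking most of the counts, 100% of the msp genes upregulated in all 4 knockdowns still were without the rRNA genes. For reads shared between paralogs, 20 of 29 spe genes, a family set by its symbol, were also upregulated in all 4 knockdowns, where 3.71 are expected (one-sided Fisher's exact test, p = 4.01e-12). For a replicate batch, 12 of the 12 Catalytic Class libraries had more msp CPM than the L4440 library with the same replicate number, but since every one of them lay above every L4440 library, this comparison could not have come out otherwise. For gene length, the 839 other genes of 384 to 513 bases had a median log2 fold change of 0.29 over the 4 knockdowns, against 5.87 for the msp genes. For a mislabelled sample, the targeted gene lay above every L4440 library in 12 of the 12 Catalytic Class libraries. None of the other 5 explanations accounts for the rise in the Catalytic Class. A batch that follows the replicate number is balanced by the design, since each condition has 1 library of each number, so it would not raise a whole condition. A batch that follows the condition was not tested, and the rise cannot be told apart from it by these counts. Such a batch would have to recur in all 3 replicates of the 4 knockdowns, at 315 CPM or more. It would also have to leave the 12 Auxiliary Class libraries at 55.3 CPM or less.

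A delay in development may be a biological explanation, since vitellogenin genes, which adults express, would then fall wherever msp genes rise. The median vitellogenin gene fell in 6 of the 9 knockdowns in which the median msp gene rose. It rose by 2.16 in ints-1 RNAi, 1.22 in ints-6 RNAi and 0.24 in ints-8 RNAi on the log2 scale. None of the 6 vitellogenin genes passed the threshold upward in these 3, and at an unadjusted p under 0.05 there were 2 in ints-1 RNAi and 0 in each of the others. Downward, 5 passed it in ints-4 RNAi and 5 in ints-9 RNAi, and none in ints-2, ints-5, ints-7 and ints-11 RNAi, where at an unadjusted p under 0.05 there was 1 in ints-11 RNAi and 0 in the others. Paired by replicate number, the mean vitellogenin log2 CPM lay above L4440 in all 3 pairs in ints-1 and ints-6 RNAi. The pairs were mixed in ints-8 RNAi, and in each of the other 6 knockdowns all 3 lay below L4440. The vitellogenin values of ints-1 and ints-6 RNAi go against a delay as the cause common to all 9, although they rest on 6 genes and no rise passed the threshold. The median log2 fold change of the eggshell genes was -0.25 in ints-1 RNAi and -0.34 in ints-6 RNAi. It was also negative in the 4 Auxiliary Class knockdowns, from -0.906 to -0.0909, so this family does not decide. The paper reports larval arrest for ints-2, ints-4, ints-5, ints-9 and ints-11 RNAi, and adulthood for ints-1, ints-6, ints-7 and ints-8 RNAi. In ints-8 RNAi and the other 6 knockdowns the rise of the msp genes cannot be told apart from a delay in development. GC content and the presence of males were not tested, so the rise cannot be told apart from these. The paper describes Y75B8A.23, 1 of the 5 transgene loci, as expressed in spermatogenesis. It had 62.9 CPM in ints-7 RNAi replicate 3, where the msp genes stayed within the L4440 range at 19.0 CPM, and at most 1.13 CPM in ints-10 RNAi, where they reached 55.3 CPM, against at most 0.786 CPM in L4440. In these libraries its counts did not follow those of the msp genes.

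In the 3 libraries of a condition that the paper does not report, srbc-44 (WBGene00013909; chromosome V of WBcel235 from 12787269 to 12788551) had 5.14, 113 and 8.42 CPM, scaled by library totals. The highest value in the 42 other libraries was 0.797 CPM. It was the only gene at more than 4 times the highest of the 42 libraries in each of the 3, with at least 10 counts in each. The condition of the 3 libraries was not assigned, so no biological explanation was tested, and no technical one was.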

How the results depend on the processing

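The alternatives without the rRNA genes and without the targeted genes were chosen after the data were examined, and all the other alternatives before. The difference in read-through between knockdowns with and without a phenotype kept its direction and its p of 0.0014 by exact permutation in every alternative and with each replicate left out, between 6.39 and 6.82 on the log2 scale, for genes that S1 Table lists for the effect of these knockdowns. In every alternative and with each replicate left out, all 11 in-sense downstream genes were upregulated in all 4 Catalytic and in all 5 Holder Class knockdowns. The mean log2 ratio of U1 over the 9 Catalytic and Holder Class knockdowns stayed between -0.37 and 0.28, and that of U2 between -0.05 and 0.60, all within 1 standard deviation of the L4440 replicates (0.66 and 0.70) from the values with all libraries (-0.06 and 0.21). Relative to the main scaling, the median log2 fold change of all tested genes shifted by at most 0.16 with DESeq2's size factors in edgeR, 0.17 with DESeq2 and 0.13 without the rRNA genes, and between -0.22 and -0.02 without the filter. The causes of the changes below were not tested. Weaker and stronger mean that a value lost or gained its place past the threshold, moved that it changed further than the spread allows, and reversed that it changed sides.

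With DESeq2's size factors in edgeR, 55 of 60 comparisons kept their direction and their side of the threshold, or a count within 1.5 times. Counts of upregulated genes became 7 in ints-10 (1 before). Ratios of observed to expected became 0.913 for respiratory genes downregulated in ints-6 (1.63 before, reversed, adjusted p = 0.761 by one-sided Fisher's exact test), 1.51 for neuronal genes downregulated in ints-1 (1.56 before, weaker, 0.0568), 1.11 for col genes upregulated in ints-6 (0.991 before, reversed, 0.457), 0.98 for kinase-named genes upregulated in all 4 Catalytic Class (1.01 before, reversed, 0.583). Among 105 single-gene values, 1 moved, 1 stronger.

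Without the filter on low counts, 52 of 60 comparisons kept their direction and their side of the threshold, or a count within 1.5 times. Upregulated genes came to 8 in ints-10 (1 before), 1 in ints-12 (0 before), 90 only in ints-4 within the Catalytic Class (57 before), 65 only in ints-9 within the Catalytic Class (34 before), 78 only in ints-11 within the Catalytic Class (162 before). Downregulated genes came to 1 in ints-13 (0 before). Observed over expected genes became 2.47 for respiratory genes downregulated in ints-9 (0.711 before, reversed, adjusted p = 0.165 by one-sided Fisher's exact test). The stress reporters upregulated in all 4 Catalytic Class knockdowns became 0 (1 before). At an unadjusted p under 0.05 it was 1 of the 11 reporters with counts. Of 105 values of single genes, 3 moved, 1 weaker, 1 stronger.

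With DESeq2 in place of edgeR, 46 of 60 comparisons kept their direction and their side of the threshold, or a count within 1.5 times. Counts of upregulated genes became 1 in ints-3 (0 before), 233 in ints-10 (1 before), 1 in ints-12 (0 before), 5 in ints-13 (1 before), 106 only in ints-4 within the Catalytic Class (57 before), 54 only in ints-9 within the Catalytic Class (34 before). Counts of downregulated genes became 1 in ints-3 (0 before), 16 in ints-10 (0 before), 20 in ints-13 (0 before). Ratios of observed to expected became 35.1 for inx genes downregulated in ints-8 (10.7 before, stronger, adjusted p = 0.00203 by one-sided Fisher's exact test), 2.31 for respiratory genes downregulated in ints-9 (0.711 before, reversed, 0.138), 1.53 for col genes upregulated in ints-1 (0.909 before, reversed, 0.052), 2.05 for col genes upregulated in ints-6 (0.991 before, reversed, 0.000426). The stress reporters upregulated in all 4 Catalytic Class knockdowns became 2 (1 before). Among 105 single-gene values, 2 moved, 1 stronger.

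For the genes called by both DESeq2 and edgeR's likelihood ratio test, 51 of 60 comparisons kept their direction and their side of the threshold, or a count within 1.5 times. Upregulated genes came to 111 in ints-10 (1 before), 1 in ints-12 (0 before), 5 in ints-13 (1 before). Downregulated genes came to 10 in ints-10 (0 before), 10 in ints-13 (0 before). Observed over expected genes became 16.8 for inx genes downregulated in ints-8 (10.7 before, stronger, adjusted p = 0.0137 by one-sided Fisher's exact test), 1.19 for col genes upregulated in ints-6 (0.991 before, reversed, 0.28), 0.985 for kinase-named genes upregulated in all 4 Catalytic Class (1.01 before, reversed, 0.578). The stress reporters upregulated in all 4 Catalytic Class knockdowns became 2 (1 before). Of 105 values of single genes, 2 moved, 1 stronger.

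With the replicate number as a replicate block, 51 of 60 comparisons kept their direction and their side of the threshold, or a count within 1.5 times. Counts of upregulated genes became 11 in ints-10 (1 before), 1 in ints-12 (0 before), 101 only in ints-4 within the Catalytic Class (57 before). Counts of downregulated genes became 481 in ints-7 (317 before). Ratios of observed to expected became 16.5 for inx genes downregulated in ints-8 (10.7 before, stronger, adjusted p = 0.0102 by one-sided Fisher's exact test), 1.76 for respiratory genes downregulated in ints-9 (0.711 before, reversed, 0.145), 1.12 for col genes upregulated in ints-6 (0.991 before, reversed, 0.326), 0.94 for kinase-named genes upregulated in all 4 Catalytic Class (1.01 before, reversed, 0.63), 2.12 for phosphatase-named genes upregulated in all 4 Catalytic Class (2.28 before, weaker, 0.0578). Among 105 single-gene values, 3 moved, 2 stronger.

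With only the knockdown and L4440 in the model, 40 of 60 comparisons kept their direction and their side of the threshold, or a count within 1.5 times. Upregulated genes came to 527 in ints-7 (2369 before), 749 in ints-8 (1238 before), 12 in ints-10 (1 before), 0 in ints-13 (1 before), 444 in all 5 Holder Class (1068 before), 435 in all 9 Catalytic and Holder Class (984 before), 106 only in ints-11 within the Catalytic Class (162 before), 442 only in ints-1 within the Holder Class (234 before). Downregulated genes came to 295 in ints-2 (481 before), 8 in ints-7 (317 before), 14 in ints-8 (74 before), 0 in all 5 Holder Class (22 before), 0 in all 9 Catalytic and Holder Class (20 before), 578 only in ints-5 within the Catalytic Class (1006 before). Observed over expected genes became 0 for inx genes downregulated in ints-7 (12.5 before, reversed, adjusted p = 1 by one-sided Fisher's exact test), 56.5 for inx genes downregulated in ints-8 (10.7 before, stronger, 0.0387), 1.68 for respiratory genes downregulated in ints-9 (0.711 before, reversed, 0.29), 0.775 for kinase-named genes upregulated in all 4 Catalytic Class (1.01 before, reversed, 0.789), 2.09 for phosphatase-named genes upregulated in all 4 Catalytic Class (2.28 before, weaker, 0.0878). The stress reporters upregulated in all 4 Catalytic Class knockdowns became 3 (1 before). At an unadjusted p under 0.05 the counts of 0 were 431 upregulated genes in ints-13, 57 downregulated in all 5 Holder Class, 53 downregulated in all 9 knockdowns, and 8 of 21 inx genes in ints-7. Of 105 values of single genes, 2 moved, 2 weaker.

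Without the rRNA genes, an alternative chosen after the data were examined, 57 of 60 comparisons kept their direction and their side of the threshold, or a count within 1.5 times. Counts of upregulated genes became 10 in ints-10 (1 before). Ratios of observed to expected became 1.96 for respiratory genes downregulated in ints-9 (0.711 before, reversed, adjusted p = 0.12 by one-sided Fisher's exact test), 1.05 for col genes upregulated in ints-6 (0.991 before, reversed, 0.489). Among 105 single-gene values, 1 stronger.

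Of 705 values with 1 replicate left out, 571 were the same in this sense, 97 counts moved further, 10 values lost and 1 gained their place past the threshold, and 26 ratios changed to the other side of 1. Across these fits the number of genes upregulated was 1526 to 2466 in ints-2 (2417 with all), 0 to 1 in ints-3 (0 with all), 1257 to 2641 in ints-7 (2369 with all), 626 to 1332 in ints-8 (1238 with all), 0 to 19 in ints-10 (1 with all), 0 to 1 in ints-12 (0 with all), 1 to 3 in ints-13 (1 with all), 571 to 1150 in all 5 Holder Class (1068 with all), 528 to 1061 in all 9 Catalytic and Holder Class (984 with all), 21 to 78 only in ints-4 within the Catalytic Class (57 with all), 25 to 57 only in ints-9 within the Catalytic Class (34 with all), 76 to 192 only in ints-11 within the Catalytic Class (162 with all), 78 to 384 only in ints-1 within the Holder Class (234 with all). Downregulated genes numbered 524 to 1320 in ints-1 (1194 with all), 203 to 443 in ints-2 (481 with all), 268 to 700 in ints-4 (771 with all), 1435 to 2204 in ints-5 (2282 with all), 229 to 708 in ints-6 (679 with all), 29 to 1192 in ints-7 (317 with all), 6 to 146 in ints-8 (74 with all), 909 to 1515 in ints-9 (1557 with all), 0 to 1 in ints-10 (0 with all), 1351 to 2322 in ints-11 (2258 with all), 0 to 18 in ints-13 (0 with all), 154 to 392 in all 4 Catalytic Class (371 with all), 1 to 51 in all 5 Holder Class (22 with all), 1 to 43 in all 9 Catalytic and Holder Class (20 with all), 36 to 148 only in ints-4 within the Catalytic Class (121 with all), 451 to 1212 only in ints-5 within the Catalytic Class (1006 with all), 33 to 195 only in ints-9 within the Catalytic Class (108 with all), 242 to 884 only in ints-11 within the Catalytic Class (721 with all), 171 to 886 only in ints-1 within the Holder Class (613 with all).

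With 1 replicate left out, the ratio of observed to expected was 0 to 14.2 for inx genes downregulated in ints-7 (12.5 with all), 0 to 14.4 for inx genes downregulated in ints-8 (10.7 with all), 0 to 1.01 for respiratory genes downregulated in ints-6 (1.63 with all), 0.887 to 1.46 for respiratory genes downregulated in ints-9 (0.711 with all), 1.02 to 1.99 for neuronal genes downregulated in ints-1 (1.56 with all), 0.74 to 1.52 for neuronal genes downregulated in ints-11 (1.39 with all), 0.512 to 1.04 for col genes upregulated in ints-1 (0.909 with all), 0.357 to 1.18 for col genes upregulated in ints-6 (0.991 with all), 0.801 to 1.09 for kinase-named genes upregulated in all 4 Catalytic Class (1.01 with all), 2.16 to 2.59 for phosphatase-named genes upregulated in all 4 Catalytic Class (2.28 with all), 2.37 to 5.67 for peptidase-named genes downregulated in all 4 Catalytic Class (2.95 with all). The stress reporters upregulated in all 4 Catalytic Class knockdowns numbered 0 to 1. The log2 fold change of ints-3 in ints-3 RNAi was -0.0948 to 0.24, and 0.11 with all. At an unadjusted p under 0.05, with all replicates, 458 genes were upregulated and 25 downregulated in ints-3 RNAi, 1158 genes were upregulated and 1177 downregulated in ints-10 RNAi, 344 genes were upregulated and 122 downregulated in ints-12 RNAi, 215 genes were upregulated and 387 downregulated in ints-13 RNAi.

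Without the libraries of 1 replicate number, 24 to 25 of 28 libraries clustered with their class, against 38 of 42 with all. Classes that share a cluster count in full, so these numbers do not show whether the classes are separate. The first principal component held 68.2 to 75.4% of the variance in these fits, 40.1% with all genes and 74.9% on log2 CPM, against 70.9%. The libraries in the cluster of their class numbered 29 with the 500 most variable genes, 33 with the variance-stabilizing transformation, 35 on log2 CPM, and 38 with average linkage or with 45 libraries. Without the targeted genes, an alternative chosen after the data were examined, they numbered 38, and the first component held 71.8%.

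The counts of genes leave out changes that the test misses at this depth and with 3 replicates. Depth was not varied in the simulations, and with 1 replicate left out 85 of 200 changed genes were recovered, against 93. On simulated data the main test recovered 3 of 66 genes changed by 1 on the log2 scale, 35 of 67 changed by 2 and 55 of 67 changed by 3.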

Differences from the paper's values

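All tests behind the values in this part were chosen before the results were seen, apart from the alternative without the rRNA genes, the kinase-, phosphatase- and peptidase-named groups and the counts at an unadjusted p.

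Of 31 values of the paper compared, 18 lay within 1.5 times, and 13 did not. The paper gives 557 genes downregulated only in ints-5 within the Catalytic Class, and 1006 were found here. With DESeq2's size factors in edgeR the number was 767, with DESeq2 788, with only the knockdown and L4440 in the model 578, and with the genes called by both DESeq2 and edgeR's likelihood ratio test 781, all within 1.5 times. Without the filter on low counts (984) and with the replicate number as a replicate block (1253) it was not. The paper gives 473 genes upregulated in all 5 Holder Class knockdowns, and 1068 were found here. Among the alternatives set before the data were examined, only the model with the knockdown and L4440 alone came within 1.5 times, with 444.

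The paper's S4 Table lists 385 genes downregulated only in ints-1 within the Holder Class, and 613 were found here. The number was 522 with DESeq2's size factors in edgeR, 521 with DESeq2, 506 with only the knockdown and L4440, 512 with the genes called by both DESeq2 and edgeR's likelihood ratio test, and 565 without the rRNA genes, the last chosen after seeing the values. These lie within 1.5 times, and those without the filter and with the replicate block do not. For ints-7 the paper's S4 Table lists 7 genes and 32 were found here, and none of the alternatives came within 1.5 times. For ints-8 the paper's S4 Table lists 20 genes and 10 were found here. DESeq2 gave 16, the replicate block 19 and the genes called by both DESeq2 and edgeR's likelihood ratio test 15, which lie within 1.5 times, and the other alternatives do not.

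Other values were read by eye from the paper's figures. They were not counted from the gene lists that the paper says are in its S4 Table and online. For genes upregulated only in ints-4 within the class the paper shows about 99 in Fig. 5C, read by eye, and 57 were found here. No filter on low counts (90), DESeq2 (106), the replicate block (101) and only the knockdown and L4440 (74) came within 1.5 times, and the other alternatives did not. For ints-9 the paper shows about 120 in Fig. 5C, read by eye, against 34 here, for ints-7 about 27 in Fig. 5C, read by eye, against 112 here, and for ints-8 about 35 in Fig. 5C, read by eye, against 10 here. None of the alternatives came within 1.5 times for these 3. For genes downregulated in all 5 Holder Class knockdowns the paper shows about 8 in Fig. 5D, read by eye, against 22 here, and for genes downregulated in all 9 Catalytic and Holder Class knockdowns about 7 in Fig. 5D, read by eye, against 20 here, again with none of the alternatives within 1.5 times. For genes upregulated in all 9 knockdowns the paper shows about 430 in Fig. 5C, read by eye, against 984 here, and for genes upregulated in the 4 Catalytic Class knockdowns and no other about 160 in Fig. 6, read by eye, against 56 here. The model with only the knockdown and L4440 gave 435 and 168, and no other alternative came within 1.5 times.

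With single replicates left out, some fits also came within 1.5 times of the paper's values. Of 42 fits, these were 4 for ints-5, 2 for the genes upregulated in all 5 Holder Class knockdowns, 4 for ints-1, 1 for ints-7 and 3 for ints-8 among the values in the text and S4 Table. Among the values in figures they were 3 for ints-4, 4 for the genes downregulated in all 5 Holder Class knockdowns, 2 each for the genes upregulated and downregulated in all 9 and for the genes upregulated in the 4 Catalytic Class knockdowns and no other, and 0 for ints-7, ints-8 and ints-9.

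Some results differ from a statement of the paper. The paper did not detect activation of stress response pathways, and hsp-70 was upregulated in all 4 Catalytic Class knockdowns here, with a mean log2 fold change of 3.91. Its counts were also higher in the Auxiliary Class, and the difference between the classes was not tested. The paper reports genes of mitochondrial activity lowered in ints-6 and ints-9 RNAi. Of respiratory chain genes, a narrower group chosen here, 2 were lowered in each, a ratio to the expected number of 1.63 and 0.711, while at an unadjusted p under 0.05 there were 10 and 9 where 2.89 and 4.45 are expected. In several alternatives the ratio for ints-9 RNAi lay above 1, from 1.68 to 2.47, and none of these passed the threshold. The ratio for ints-6 RNAi fell to 0.913 with DESeq2's size factors in edgeR. The paper reports gap junction genes for ints-7 and ints-8, and in ints-8 RNAi 1 innexin gene was downregulated, a ratio of 10.7 that did not pass the threshold. It passed with the replicate block (16.5, adjusted p = 0.0102 by one-sided Fisher's exact test), DESeq2 (35.1, p = 0.00203 by the same Fisher's exact test), the genes called by both DESeq2 and edgeR's likelihood ratio test (16.8, p = 0.0137 by the same Fisher's exact test) and only the knockdown and L4440 in the model (56.5, p = 0.0387 by the same Fisher's exact test), and it was 0 in 4 of the 6 fits that left out 1 replicate of ints-8 RNAi or L4440. The paper reports an enrichment of kinases and phosphatases. The 54 tested kinase-named genes, a small group taken by symbol, had a ratio of 1.01, so they say little on kinases as a whole, and the 24 phosphatase-named genes had a ratio of 2.28 (adjusted p = 0.040 by one-sided Fisher's exact test). The latter did not pass with the replicate block (2.12, p = 0.0578 by the same Fisher's exact test). Nor did they with only the knockdown and L4440 in the model (2.09, p = 0.0878 by the same Fisher's exact test). The other alternatives with all libraries kept their side of the threshold. In the paper the 3 groups of libraries broadly match the phenotypes, with exceptions among replicates, of which it names 1 each of ints-2 and ints-7. With 3 clusters here 24 libraries of the Catalytic and Holder Classes fell into 1 cluster, while ints-7 RNAi replicate 3 and ints-8 RNAi replicates 2 and 3 fell into the cluster of L4440 and the Auxiliary Class. The genes changed in ints-11 RNAi and no other knockdown numbered 140 upregulated and 519 downregulated here, more than the 111 and 228 of ints-1 RNAi, while the paper names ints-1 and ints-5 for their specific genes. Within their classes ints-1 RNAi had more upregulated genes of its own than ints-11 RNAi (234 against 162), and fewer downregulated ones (613 against 721). The paper puts the genes upregulated only in ints-5 within the class near 50% of the common ones, and they were 38.3% here. Without the filter on low counts they numbered 949 beside 1861 common genes, a share near the paper's. With the replicate number as a block they numbered 843 beside 2289, a share further from it.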

Other observations

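The question tested in the first paragraph was set before the data were examined, while its gene groups and the limit on the correlation were chosen after the results were seen, as were the exchanges of libraries.

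The paper reports an enrichment of kinases and phosphatases among the genes upregulated in the Catalytic Class. A candidate explanation is sperm gene expression of the worms, since the msp genes rise in the same knockdowns. Of 78 tested kinase- and phosphatase-named genes, 14 were upregulated in all 4 knockdowns where 9.98 are expected (one-sided Fisher's exact test, p = 0.118). A set of 684 tested genes followed the msp genes across the 15 L4440 and Auxiliary Class libraries, with a Spearman rho above 0.5, and held 7 of the 14. Without this set, 7 of 71 were upregulated where 6.98 are expected (one-sided Fisher's exact test, p = 0.555). Of the 2 groups, the kinase-named genes had a ratio of 1.01 (7 of 54, adjusted p = 0.546 by one-sided Fisher's exact test) and the phosphatase-named genes 2.28 (7 of 24, adjusted p = 0.040 by the same Fisher's exact test). With the replicate number as a block the phosphatase-named genes did not pass (2.12, p = 0.0578 by the same Fisher's exact test). Since the 78 genes together were not enriched to begin with, and the phosphatase-named genes were not tested apart without this set, the test cannot tell whether sperm gene expression accounts for the enrichment that the paper reports.

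For each of 44 counts of genes, the libraries of the knockdown and of L4440 with the same replicate number were exchanged, for 1 replicate number at a time. This gives 4 splits that part every same-numbered pair, the real one included. The other splits of 3 against 3 libraries put both libraries of some replicate number into 1 group, and they were not run. For 36 counts only the real split, 1 of 4, gave as many genes. For the genes upregulated in ints-10 RNAi and in ints-13 RNAi, 2 of 4 splits did. For the 6 counts of 0, namely both directions in ints-3 and ints-12 RNAi and the genes downregulated in ints-10 and ints-13 RNAi, 4 of 4 necessarily did. At an unadjusted p under 0.05 those counts were 458 up and 25 down in ints-3 RNAi, 344 up and 122 down in ints-12 RNAi, 1177 down in ints-10 RNAi and 387 down in ints-13 RNAi. The share cannot fall under 0.05 with 4 splits, so the results cannot be told apart from a chance division of the libraries by this test alone. Among the 9 Catalytic and Holder Class knockdowns the highest counts in another split were 690 upregulated and 24 downregulated genes, both in ints-7 RNAi, against 2369 and 317 in the real split.

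In the 3 libraries of a condition that the paper does not report, total counts were 5831631, 3759025 and 10453146, and rrn-2.1 took 70.5%, 35.6% and 43.3% of them. The 5 genes downstream of the transgene loci, H27M09.5, F08H9.3, W04G5.8, ins-37 and Y75B8A.23, had 0 to 0.574 CPM in these libraries on the scale of library totals. Their highest values among the L4440 libraries on that scale were 0.163 to 0.814 CPM. H27M09.5 reached 0.514 CPM against at most 0.163 CPM in L4440, and ins-37 reached 0.574 against 0.326 CPM. F08H9.3, W04G5.8 and Y75B8A.23 stayed under their highest L4440 values. These are few counts, since 3 counts show 0.287 to 0.798 CPM in these libraries. No biological explanation was tested.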
